# Transcriptomic Profiles of *Zymomonas mobilis* 8b to Furfural Acute and Long-Term Stress in Both Glucose and Xylose Conditions

**DOI:** 10.3389/fmicb.2020.00013

**Published:** 2020-01-23

**Authors:** Shihui Yang, Mary Ann Franden, Xia Wang, Yat-Chen Chou, Yun Hu, Steven D. Brown, Philip T. Pienkos, Min Zhang

**Keywords:** *Zymomonas mobilis* 8b, furfural, xylose, transcriptomics, microarray, directional mRNA-Seq

## Abstract

*Zymomonas mobilis* 8b is an ethanologenic bacterium engineered to utilize both glucose and xylose. The impacts of lignocellulosic hydrolyzate inhibitors on the growth of *Zymomonas mobilis* 8b have been investigated. However, the molecular responses of these inhibitors have not been completely elucidated yet. In this study, molecular responses to furfural were investigated using transcriptomic approaches of both chip-based microarray and a directional mRNA-Seq. Furfural acute shock time-course experiment with 3 g/L furfural supplemented when cells reached exponential phase and stress response experiment in the presence of 2 g/L furfural from the beginning of fermentation were carried out to study the physiological and transcriptional profiles of short-term and long-term effects of furfural on 8b. Furfural negatively affected 8b growth in terms of final biomass and the fermentation time. Transcriptomic studies indicated that the response of 8b to furfural was dynamic and complex, and differences existed between short-term shock and long-term stress responses. However, the gene function categories were similar with most down-regulated genes related to translation and biosynthesis, while the furfural up-regulated genes were mostly related to general stress responses. Several gene candidates have been identified and genetic studies indicated that expression of ZMO0465 and cysteine synthase operon ZMO0003-0006 driven by its native promoter in a shuttle vector enhanced the furfural tolerance of 8b. In addition, the relationship between microarray and mRNA-Seq was compared with good correlations. The directional mRNA-Seq data not only provided the gene expression profiling, but also can be applied for transcriptional architecture improvement to identify and confirm operons, novel transcripts, hypothetical gene functions, transcriptional start sites, and promoters with different strength.

## Introduction

Lignocellulosic biomass is an abundant renewable and sustainable resource, which is considered as an excellent source of sugars for microbial conversion into liquid fuels and valuable biochemicals. However, due to its natural recalcitrance, pretreatments are necessary to make carbohydrates available for subsequent enzymatic hydrolysis and microbial fermentation. During the deconstruction processes, various inhibitory compounds with strong inhibition on hydrolytic enzymes and fermenting strains are generated due to the partial over-degradation of lignocellulose. These inhibitors include weak acids (e.g., acetic acid), furan aldehydes such as furfural, and lignin degradation products (e.g., vanillin) (Jönsson et al., 2013). Among these compounds, furfural, derived from dehydration of pentose during biomass deconstruction, is one of the most prevalent inhibitors due to its high concentration in the hydrolyzates and strong toxicity to microorganisms (Heer and Sauer, 2008; Wierckx et al., 2011; Yang et al., 2018a). Although physical, chemical and biological inhibitor removal methods may facilitate substrate utilization and bioethanol fermentation, the removal of inhibitors from hydrolyzates before fermentation is not economical due to the loss of fermentable sugars and the cost associated with additional processing steps (Parawira and Tekere, 2011; Jönsson et al., 2013). To make economical lignocellulosic biofuels, it is very important to develop robust strains with high titer, yield and productivity in the presence of furfural and other inhibitors, and numerous efforts have been devoted to meeting this goal (Mills et al., 2009).

*Zymomonas mobilis* is a model ethanologenic facultative anaerobic strain with many exceptional characteristics, such as unique anaerobic use of the Entner-Doudoroff (ED) pathway that results in low cell mass formation and high-specific rate of sugar uptake and ethanol production (Panesar et al., 2006; Rogers et al., 2007; Wang et al., 2018). Other than ethanol production from pure sugars and lignocellulosic materials, *Z. mobilis* has been engineered for other biochemicals such as 2,3-butanediol and sorbitol, which could be engineered as an ideal microbial platform for future biomass biorefinery (Xia et al., 2019; He et al., 2014; Yang et al., 2016). In addition, the availability of genome sequences for multiple strains (Seo et al., 2005; Yang et al., 2009a; Zhao et al., 2012), metabolic modeling results (Widiastuti et al., 2011; Pentjuss et al., 2013), exogenous and native CRISPR-cas genome editing tools and biological part characterization methods for strain engineering (Kerr et al., 2011; Jia et al., 2013; Zhang et al., 2013; Shen et al., 2019; Yang et al., 2019a, b; Zheng et al., 2019) also help expedite the research progress in *Z. mobilis*.

Native *Z. mobilis* can only ferment sucrose, glucose, and fructose, but not pentose sugars like xylose and arabinose. To make *Z. mobilis* utilize xylose, which is the second most abundant sugar within lignocellulosic hydrolyzates, an engineered *Z. mobilis* strain 8b was constructed expressing heterologous genes of *talB*, *tktA*, and *xylAB* from *E. coli* for xylose utilization (Zhang et al., 2007). Consistent with the wild-type strain, *Z. mobilis* 8b is sensitive to furfural, and this inhibitory effect can be subtly exacerbated when grown in xylose (Franden et al., 2013).

To address this limitation, many efforts have been performed by traditional genetic engineering or by adaptive evolution strategy to improve the furfural tolerance in *Z. mobilis* strains (Dong et al., 2013; Mohagheghi et al., 2015; Shui et al., 2015; Tan et al., 2015; Wang et al., 2017; Yang et al., 2018c). Despite of these advances, much more work is still needed to achieve high ethanol yields from lignocellulosic biomass for a commercial process in the future. The accumulation of *Z. mobilis* systems biology data could help reveal the relationships between genetic features and inhibitory stressors under different conditions (Yang et al., 2009b, 2010; He et al., 2012b, 2014; Yang et al., 2013, 2016, 2018b; Mohagheghi et al., 2014), which could provide important guidelines for strain improvement.

A transcriptomic study has been conducted for furfural response in *Z. mobilis* wild-type ZM4 at stationary phase, and the analysis revealed that furfural had effects on multiple aspects of cellular metabolism at the transcriptional level (He et al., 2012b). However, this study was performed in pure glucose condition since ZM4 can only utilize glucose but not xylose. Since most biomass hydrolyzate contains a large amount of both glucose and xylose, and xylose has been identified as a stressor for *Z. mobilis* (Mohagheghi et al., 2014), we examined the transcriptional profiles of *Z. mobilis* 8b with xylose-fermenting ability to both glucose and xylose in short-term and long-term furfural stress conditions in this study. To gain more comprehensive insights into mechanisms of furfural toxicity and tolerance in *Z. mobilis*, our current transcriptomic study was conducted focusing on the effect and interaction of furfural in short-term and long-term furfural stress conditions, two carbon sources of glucose and xylose, as well as two different growth stages. The knowledge gap and furfural-responsive genes identified in this study will help unravel the underlying mechanism of furfural tolerance and provide genetic targets for robust industrial strain development.

## Results

### Physiological Responses to Furfural

Previous fermentation experiments (Mohagheghi et al., 2014) indicated that it took about 4∼6 h and 12 h for 8b to reach log and stationary phases reaching an OD_600 nm_ values of 0.8∼1.2 and 9.0 respectively in RMG8 from an initial OD_600 nm_ value of 0.1. It will take longer time for 8b to reach similar log and stationary phase in RMX8, which were 24∼30 h and more than 48 h with a corresponding OD_600 nm_ values of 0.7∼1.0 and 3.7, respectively.

The effect of furfural on 8b growth in RMG2 and RMX2 has been reported in a small-scale Bioscreen C assay (Franden et al., 2009, 2013). In order to characterize the effect of furfural on growth and fermentation of *Z. mobilis* 8b and further understand the effect of the furfural at cellular level using transcriptomics approaches, we conducted fermentations with the supplementation of various concentrations of furfural using *Z. mobilis* 8b. Our results showed that the growth rates were dramatically affected by the addition of exogenous furfural when either glucose or xylose was used as the carbon source (Supplementary Figure S1).

The concentrations of furfural, sugars and ethanol were also monitored for fermentation using glucose as the carbon source, which were then analyzed by HPLC and plotted along with cell densities against furfural concentrations (Supplementary Figure S2). The result indicated that even after furfural was consumed in fermentors with the supplementation of the 1 or 2 g/L furfural, growth rates remained lower than those without exogenous furfural supplementation. In addition to the decrease of specific growth rates, ethanol production and cell mass were greatly reduced with the increasing concentrations of furfural (Supplementary Figure S2). Growth stalled for 8b with the supplementation of 5 g/L furfural, and was very low in the presence of 4 g/L furfural. The furfural concentration of 3 g/L, at which level it could inhibit about 75% of the 8b growth rate (Supplementary Figure S2), was then selected for shock response experiment with pure furfural added into three replicate fermentors of F1, 2, 3 containing RMG8 and three fermentors of F7, 8, 9 containing RMX8 when they reached log phase with an OD_600 nm_ value around 1.0 (Table 1). The concentration of 2 g/L inhibiting about half of the 8b growth rate (Supplementary Figure S2) was selected for stress response experiment, which was supplemented into three fermentors of F4, 5, 6 containing RMG8 and three fermentors of F10, 11, 12 containing RMX8 before inoculation (Table 1).

**TABLE 1:** Experimental design and sampling time for furfural stress and shock responses.

Media	Fermentor#	Furfural treatment	Time points for transcriptomics	Time points for OD and HPLC
RMG8	F1, 2, 3	3 g/L added when reaching log phase	0, 15, 60 min post furfural shock	Every 2 h
RMG8	F4, 5, 6	2 g/L added from the beginning	Log and stationary	Every 4 h
RMX8	F7, 8, 9	3 g/L added when reaching log phase	0, 15, 60 min post furfural shock	Every 6–8 h
RMX8	F10, 11, 12	2 g/L added from the beginning	Log and stationary	Every 8–12 h

The presence of furfural negatively affected growth in *Z. mobilis* 8b fermentations (Figure 1). Shock response experiment showed that the supplementation of furfural into fermentation media impeded the exponential growth of 8b in RMG8 and RMX8 with growth stalled immediately (Figures 1A,B). When furfural was added from the beginning of fermentation, the maximum biomass in terms of OD_600 nm_ values in different media (RMG8 and RMX8) were both about 6 but with longer time to reach the stationary phase, with an almost 12 h delayed in RMG8 and 30 h in RMX8 (Figures 1C,D).

**FIGURE 1:**
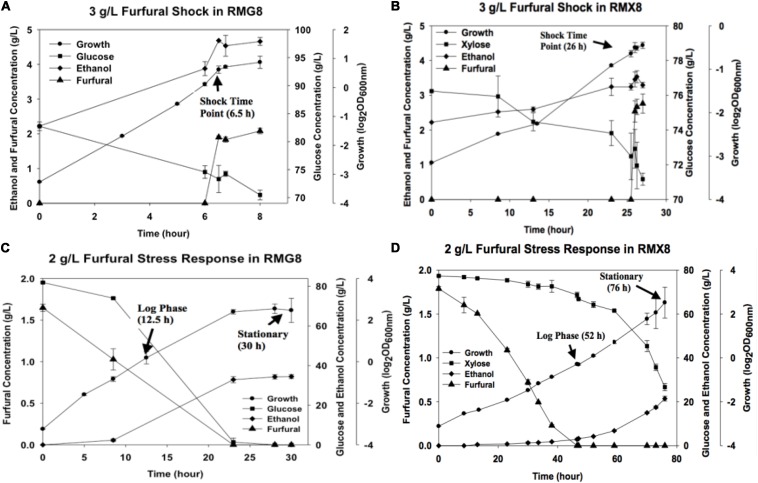
Furfural concentration, cell growth, sugar utilization, and ethanol production in RMG8 or RMX8 media with furfural shock or stress. **(A)** Time course shock response with the supplementation of 3 g/L furfural at log phase in RMG8; **(B)** time course shock response with the supplementation of 3 g/L furfural at log phase in RMX8; **(C)** stress response with the supplementation of 2 g/L furfural from the beginning of fermentation in RMG8; **(D)** stress response with the supplementation of 2 g/L furfural from the beginning of fermentation in RMX8.

Sugar consumption and the kinetics of ethanol and furfural concentrations were detected by HPLC and compared (Figure 1). Corresponding to the reduced growth, *Z. mobilis* 8b consumed sugar more slowly with furfural supplementation. As ethanol production was correlated with the consumption of glucose or xylose, ethanol accumulation became slower compared to control cells (Figure 1). In addition, for furfural conversion, almost no furfural was reduced in the shock response experiment for its short time duration within 60 min (Figures 1A,B). While in the furfural stress experiment, sugar appeared to be utilized mostly after most of furfural was converted, especially for xylose as the sole carbon source (RMX8), where furfural was consumed completely before cells reached the stationary phase (Figures 1C,D).

### Transcriptomic Profiling of *Z. mobilis* in Response to Furfural

Samples were taken at different time points post inoculation (Table 1 and Figure 1) and gene expression profiles were analyzed using a NimbleGen high density expression array as described previously (Yang et al., 2010). Two types of analysis were conducted: (1) time course shock response to investigate how furfural affects 8b in short term (from time zero without furfural in log phase (0 min) to 15 and then 60 min after furfural exposure with 3 g/L furfural added into fermentors); (2) stress response to study the long-term effect of furfural on 8b transcriptomic profiling including log and stationary phases with the presence of 2 g/L furfural from the beginning of the fermentation as well as log phase gene expression with or without the supplementation of furfural (Supplementary Table S1).

Before the application of the statistical modeling (Analysis of variance, ANOVA), the microarray data were evaluated using several approaches and the quality was found to be high. The correlation coefficients for biological replicates of microarray experiments were high, with *r* > 0.97 for each comparison (Supplementary Figure S3A). In addition, the biological replicates of microarray results were also grouped together closely based on the hierarchical clustering and principal components analyses (Supplementary Figures S3B,C), and the data can be grouped or separated by time points or the furfural treatment.

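The arrays measured 3302 genetic features, of which 1729 were chromosomal genes, 1312 chromosomal intergenic regions, 155 plasmid genes and 99 plasmid intergenic regions, with 7 construct or control genes. Within a group, the 3 arrays of the shock experiment correlated at r = 0.973 to 0.994 after normalization, the lowest in RMX8 at 60 min. In the stress experiment, replicates within a group correlated at r = 0.975 to 0.997, the lowest in RMX8 in stationary phase. Before normalization, on single probe blocks, the lowest value was 0.969, in RMX8 at 0 min. Between groups, r reached from 0.876 to 0.991 among the shock arrays and from 0.779 to 0.949 among the stress arrays, the lowest between RMG8 in log phase with furfural and RMG8 in stationary phase. These are correlations across features on a pair of arrays, and features are not independent replicates.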

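Sugar separated the shock arrays on the first principal component, which held 58.1% of the variance: the 9 RMG8 arrays lay between 0.18 and 0.31 and the 9 RMX8 arrays between −0.29 and −0.17. The second component (12.0%) set RMG8 at 60 min (−0.50 to −0.36) apart from RMG8 at 0 min (0.25 to 0.31), with RMX8 at 60 min between −0.28 and −0.06. In the stress experiment the first component (45.7%) placed the stationary phase arrays at −0.34 to −0.21 and the RMG8 log phase arrays at 0.26 to 0.32. The third component (13.7%) set log phase arrays with furfural (−0.41 to −0.13) apart from those without (0.18 to 0.28). For 18 of 18 shock arrays and 18 of 18 stress arrays, the nearest other array was of the same group. The *E. coli* genes *araA*, *araB* and *araD*, which serve arabinose use, stayed near the random control in every group, at means of 9.02 to 9.52 on the log2 scale, and did not change with furfural or phase. The RMG8 shock arrays came from slides 1 and 2 and the RMX8 shock arrays from slides 2 and 3, so that sugar is partly tied to the slide.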

### Furfural Shock Response Transcriptomic Analysis

#### Overview of Sugar, Time-Course and Furfural Effects

To investigate the short-term furfural effects on 8b, 3 g/L furfural was supplemented into three fermentors containing RMG8 or RMX8 media when 8b reached exponential phase with an OD_600 nm_ around 1.0∼1.5 (Figure 1 and Table 1). Eighteen arrays were performed from samples taken at time points 0 before furfural supplementation as well as 15, 60 min post furfural shock (Supplementary Table S1). 

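The shock experiment holds 6 groups of 3 arrays each: RMG8 at 0, 15 and 60 min from fermentors F1 to F3 and RMX8 at the same times from fermentors F7 to F9. Labelled double-stranded cDNA made from total RNA was hybridized to NimbleGen expression arrays with 24 probes per gene in 4 blocks of 6 probes and 2 blocks per intergenic region. The authors' scanner tables give the mean probe intensity of each block without background subtraction, and the deposited values are the log2 of these means without normalization between arrays. Array medians lay between 11.85 and 13.36 on the log2 scale, and the random-sequence control probes between 8.86 and 9.37. Between 4.1 and 16.7% of the blocks of an array were dimmer than 2 times the random control. The log2 values were normalized over the 18 arrays by cyclic loess, averaged over the blocks of each feature, and fitted with limma using the 6 groups (12 residual degrees of freedom). A feature was called changed at a Benjamini-Hochberg adjusted p under 0.05 over all 3302 features with at least a 2-fold change, and log2 changes are given with their standard error (SE). The probes do not tell the strands apart: over 1891 genes, blocks of opposite strands correlated at r = 0.985 to 0.992. Gene groups were listed before the data were examined and compared with all other features by camera. Product names were held for all 839 chromosomal genes up to ZMO0985 but for 340 of the 890 past it, mostly genes that had changed in RMG8 at 15 min by mRNA-Seq, so groups drawn by product name are partly chosen on these samples past ZMO0985. The number of arrays limits the precision.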

The overview of significantly differentially expressed genes is shown in Supplementary Figure S2. The number of differentially expressed genes in response to furfural or sugars is listed in Table 2, and the detailed gene expression information is summarized in Supplementary Table S3. Consistent with our previous acetate stress response transcriptomic study (Mohagheghi et al., 2014), the variable of sugar (glucose versus xylose) caused a dramatic transcriptomic changes. 

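The short chain dehydrogenase ZMO1372 was higher in RMX8 than in RMG8 by a log2 difference of 3.00 (SE 0.06, adjusted p = 5.4e-16) over the 3 times together (n = 9 arrays per sugar). These arrays are 3 samples from each of 3 fermentors per sugar. The fit treats them as independent, so that the SE and adjusted p of this comparison can be too small. The type I secretion ATPase ZMO0254, which drives protein export, was higher by 2.61 (SE 0.07, adjusted p = 2.4e-14), and the aldo/keto reductase ZMO1344 by 2.60 (SE 0.06, adjusted p = 4.2e-15). A channel of the major intrinsic protein family, ZMO0252, which passes water or small solutes, was higher by 2.60 (SE 0.06, adjusted p = 4.2e-15), and the aldo/keto reductase ZMO1773 by 2.29 (SE 0.07, adjusted p = 3.7e-14). In the other direction ZMO1804, with no product name held, was lower at −1.55 (SE 0.04, adjusted p = 1.3e-14). With at least a 2-fold difference, 115 features were higher with xylose (64 chromosomal genes, 50 chromosomal intergenic regions and 1 plasmid gene) and 61 were lower (43 chromosomal genes and 18 intergenic regions).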

When xylose was used as the sole carbon source, 102 genetic features (including genes and intergenic regions from both annotated chromosome and plasmids) were significantly up-regulated and 71 were significantly down-regulated at least twofolds compared to that using glucose as the sole carbon source (Supplementary Figure S4A and Supplementary Table S3-8). Apparently, xylose itself is a stressor for 8b with stress response genes up-regulated and the biosynthesis genes such as ribosome proteins down-regulated (Supplementary Table S3-8).

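Before furfural was added, the chaperone ClpB (ZMO1424), which pulls apart protein aggregates, was higher in RMX8 by a log2 difference of 1.92 (SE 0.11, adjusted p = 6.4e-10) and the Clp protease ATPase ClpA (ZMO0405) by 1.55 (SE 0.12, adjusted p = 1.1e-08) (n = 3 arrays per group). Of 18 chaperones and proteases, 15 were higher and 1 was lower, with the same counts adjusted over the list alone (camera, adjusted p = 6.1e-04, and adjusted p = 0.92 with an estimated correlation). The catalase ZMO0918, which breaks down hydrogen peroxide, was higher by 1.95 (SE 0.13, adjusted p = 2.2e-09), and 9 of 10 genes of peroxide, superoxide and thiol redox were higher, also adjusted over the list alone (camera, adjusted p = 6.5e-04, and adjusted p = 0.64 with an estimated correlation). The ribosomal proteins L13 (ZMO0884, −1.62, SE 0.14, adjusted p = 3.4e-08) and S9 (ZMO0883, −1.33, SE 0.14, adjusted p = 4.2e-07) were lower with xylose, as were 28 of 33 ribosomal proteins, also adjusted over the list alone (camera, adjusted p = 8.8e-06, and adjusted p = 0.92 with an estimated correlation). Among 16 aminoacyl-tRNA synthetases, which charge tRNAs for translation, 11 were lower and 1 was higher, or 13 and 1 adjusted over the list alone (camera, adjusted p = 1.9e-03, and adjusted p = 0.92 with an estimated correlation). The synthetases for histidine (ZMO1508) and phenylalanine (ZMO1514) differed by −1.27 (SE 0.08) and −1.12 (SE 0.08). In hopanoid synthesis 7 of 12 genes were lower, also adjusted over the list alone (camera, adjusted p = 0.047, and adjusted p = 0.92 with an estimated correlation). Respiratory chain genes (16 higher and 6 lower of 36, adjusted p = 0.068), DNA repair genes (4 higher and 5 lower of 12, with a median of −0.04 and a mean of 0.19, adjusted p = 0.82) and plasmid genes (32 higher and 4 lower of 155, or 11 and 2 adjusted over the list alone, adjusted p = 0.061) did not pass camera. With only members up to ZMO0985, chosen after the results were seen, the calls of the synthetases (adjusted p = 0.092) and of hopanoid synthesis (adjusted p = 0.11) were lost, and ZMO1514 stood under 2-fold with array median normalization (−0.92).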

**TABLE 2:** Summary of significantly differentially expressed genes in response to furfural or carbon sources in short-term shock response experiment.

	cGene	cIGR	pGene	pIGR	Total	Note
**Furfural regulated features**						
Gluc_15/0min-Up	24	9	0	0	33	Furfural regulated genes in RMG8 15 min post furfural shock, Supplementary Table S3-4.
Gluc_15/0min-Down	1	0	0	0	1	
Gluc_60/0min-Up	26	7	2	0	35	Furfural regulated genes in RMG8 60 min post furfural shock, Supplementary Table S3-5.
Gluc_60/0min-Down	6	3	0	0	9	
Xyl_15/0min-Up	3	0	0	0	3	Furfural regulated genes in RMX8 15 min post furfural shock, Supplementary Table S3-6.
Xyl_15/0min-Down	0	0	0	0	0	
Xyl_60/0min-Up	15	5	0	0	20	Furfural regulated genes in RMX8 60 min post furfural shock, Supplementary Table S3-7.
Xyl_60/0min-Down	24	11	0	0	35	
**Carbon-source regulated features**						
Xyl/Gluc_0min_Up	99	53	1	0	153	Xylose regulated genes compared to glucose without furfural shock, Supplementary Table S3-9.
Xyl/Gluc_0min_Down	109	52	0	0	161	
Xyl/Gluc_15min_Up	57	42	1	0	100	Xylose regulated genes compared to glucose 15 min post furfural shock, Supplementary Table S3-10.
Xyl/Gluc_15min_Down	68	32	1	0	101	
Xyl/Gluc_60min_Up	61	47	2	0	110	Xylose regulated genes compared to glucose 60 min post furfural shock, Supplementary Table S3-11.
Xyl/Gluc_60min_Down	52	20	0	0	72	

*cGene, number of chromosomal genes; cIGR, number of chromosomal intergenic regions; pGene, number of plasmid genes; pIGR, number of plasmid intergenic regions. Total, total number of genetic features including cGene, cIGR, pGene, and pIGR for either up-regulated or down-regulated genetic features.*

However, when furfural was supplemented, fewer genetic features were significantly differentially expressed in RMX8 compared to RMG8. 

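At 15 min, 35 features had changed in RMG8 and 3 in RMX8, while at 60 min 45 had changed in RMG8 and 55 in RMX8 (n = 3 arrays per group). The TonB-dependent siderophore receptor ZMO1815, which takes up iron chelates, responded less in RMX8 than in RMG8 at 15 min by a log2 difference of −2.06 (SE 0.28, adjusted p = 2.8e-04). The gluconate 2-dehydrogenase ZMO1284 (−1.36, SE 0.21, adjusted p = 5.4e-04) and the excinuclease UvrA (ZMO1588, −1.37, SE 0.21, adjusted p = 5.4e-04), which recognizes damaged DNA, also responded less in RMX8. The response at 15 min differed between the sugars for 766 features, of which 46 differed at least 2-fold, 8 higher and 38 lower in RMX8. Without a single fermentor the 766 became 462 (F1), 499 (F3) or 395 (F9). The 3 features of RMX8 at 15 min became 9 without F7, 5 without F8, 11 with background correction by normexp and 9 on slide 3 alone.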

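Without furfural, 190 features were higher in RMX8 than in RMG8 by at least 2-fold and 128 were lower, of which 107 and 88 were chromosomal genes (n = 3 arrays per group). The short chain dehydrogenase ZMO1372 was higher by 3.54 (SE 0.10, adjusted p = 2.6e-13), the type I secretion ATPase ZMO0254 by 3.18 (SE 0.13, adjusted p = 1.2e-11), the aldo/keto reductase ZMO1344 by 3.15 (SE 0.11, adjusted p = 1.4e-12) and ZMO1378, annotated as an ethanolamine transporter, by 3.13 (SE 0.21, adjusted p = 2.5e-09). Of 24 oxidoreductases listed as candidates for furfural reduction, 22 were higher in RMX8, also adjusted over the list alone, and 10 of them by at least 2-fold (camera, adjusted p = 3.8e-07, and adjusted p = 0.74 with an estimated correlation). With the differences between the sugars at 15 min, 90 higher and 42 lower features were shared, where 6.39 and 3.45 would be shared by independent draws. At 60 min 81 higher and 18 lower features were shared, against 6.90 and 2.60 by independent draws. Of the features higher and lower at 0 min, 6 and 1 were called in the opposite direction at 60 min. The times come from the same fermentors and slides, which alone makes sharing more likely than in independent draws.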

At time zero before furfural supplementation, the utilization of xylose caused a substantial metabolic burden on 8b, with 99 genes up-regulated and 109 down-regulated (Table 2 and Supplementary Table S3-9), and these genes have much in common with that differentially expressed genes within 15 min and 60 min after furfural shock in RMX8 compared to RMG8 (Table 2 and Supplementary Tables S3-10, S3-11). This is consistent with our previous transcriptomic study of acetate stress response with xylose as the sole carbon source (Mohagheghi et al., 2014), which demonstrated that multiple stressor, such as xylose, furfural or acetate, could elicit the similar general stress responses.

Contrast to xylose responses, only a few genetic features were significantly differentially expressed in response to furfural when the effects of furfural in RMX and RMG were combined. Within the 15 min after furfural shock, 7 genetic features including 6 genes and 1 intergenic region were up-regulated with at least twofold increase and no down-regulated ones with at least twofold changes identified (Supplementary Figure S4B and Supplementary Table S3-2). 

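The TonB-dependent receptors ZMO1298 and ZMO1815, which bring bound substrates across the outer membrane, rose at 15 min over both sugars by log2 changes of 1.38 (SE 0.15, adjusted p = 1.0e-05) and 1.20 (SE 0.14, adjusted p = 1.9e-05) (n = 6 arrays per time). In RMX8 alone neither of the 2 passed at 15 min. The gluconate 2-dehydrogenase ZMO1284 rose by 1.26 (SE 0.10, adjusted p = 4.1e-07), and UvrA (ZMO1588) by 1.14 (SE 0.10, adjusted p = 1.3e-06). Of the SUF genes, which assemble iron-sulfur clusters, ZMO0426 rose by 1.21 (SE 0.06, adjusted p = 1.1e-09) and ZMO0427 by 1.05 (SE 0.05, adjusted p = 1.3e-09). The D-3-phosphoglycerate dehydrogenase ZMO1685, the first enzyme of serine synthesis, rose by 1.01 (SE 0.07, adjusted p = 8.9e-08), and an intergenic region made up the total of 8. With limma, 0 features fell by at least 2-fold, 496 were lower at an unadjusted p under 0.05, and analysis of variance without moderation also gave 0. The call of ZMO1685 was lost with quantile (0.98) or array median normalization (0.99) and without fermentor F3 (0.97) or F9 (0.94).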

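From 15 to 60 min, over both sugars, the siderophore receptor ZMO1815 fell by a log2 change of −1.86 (SE 0.14, adjusted p = 2.6e-07) and the TonB-dependent receptor ZMO1298 by −1.27 (SE 0.15, adjusted p = 1.2e-05) (n = 6 arrays per time). ZMO1837, annotated as ModD, and its neighbor ZMO1838, with a TOBE domain as found in molybdate-binding proteins, fell by log2 changes of −1.26 (SE 0.12, adjusted p = 1.3e-06) and −1.16 (SE 0.13, adjusted p = 9.9e-06). The gluconate 2-dehydrogenase ZMO1284 (−1.25, SE 0.10, adjusted p = 5.5e-07), the aminotransferase ZMO0560 (−1.22, SE 0.11, adjusted p = 1.0e-06), the regulator NifA (ZMO1816, −1.18, SE 0.13, adjusted p = 5.0e-06), the ABC transporter gene ZMO1848 (−1.14, SE 0.14, adjusted p = 1.8e-05) and the phage tail gene ZMO0069 (−1.05, SE 0.08, adjusted p = 3.7e-07) fell as well. ZMO1381, with no product name held, was the only feature that rose, by 1.22 (SE 0.10, adjusted p = 5.5e-07), a mean of opposite responses: from 0 to 60 min it rose in RMG8 and fell in RMX8. The changed features numbered 11, of which 1 rose and 10 fell, and with background correction by normexp 17 (1 and 16), and ZMO1848 stood under 2-fold without fermentor F8 (−0.98).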

During the time from 15 to 60 min post furfural shock, more genetic features were down-regulated although there were still a few in total (Supplementary Figure S4C and Supplementary Table S3-12). During 60 min after 8b exposure to furfural shock, four genes were down-regulated with at least twofold changes and 12 genetic features were up-regulated with at least twofold increase (Supplementary Figure S4D and Supplementary Table S3-3). 

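At 60 min over both sugars the phosphoglycerate dehydrogenase ZMO1685 rose by a log2 change of 1.33 (SE 0.07, adjusted p = 3.1e-09) (n = 6 arrays per time). The CysD subunit of sulfate adenylyltransferase (ZMO0005), which activates sulfate, rose by 1.20 (SE 0.28, adjusted p = 2.8e-03). Drug efflux genes rose as well: the transporter ZMO0966 by 1.14 (SE 0.06, adjusted p = 1.7e-09), the outer membrane lipoprotein ZMO0285 by 1.13 (SE 0.05, adjusted p = 1.0e-09) and the pump ZMO0283 by 1.02 (SE 0.06, adjusted p = 1.5e-08). The aminotransferase ZMO0560 fell by a log2 change of −1.14 (SE 0.11, adjusted p = 1.1e-06), ZMO1392, a hypothetical protein, by −1.21 (SE 0.12, adjusted p = 2.2e-06), and ZMO1838 and ZMO1848 by −1.22 (SE 0.13, adjusted p = 4.2e-06) and −1.22 (SE 0.14, adjusted p = 7.3e-06). In RMG8 alone ZMO0560 (−0.24, adjusted p = 0.22), ZMO1838 (−0.06, adjusted p = 0.83) and ZMO1848 (−0.10, adjusted p = 0.73) did not pass, so that their falls over both sugars come from RMX8. Altogether 12 features rose (10 genes and 2 intergenic regions) and 4 fell, or 20 and 12 with background correction by normexp. The call of the hypothetical protein ZMO0055, 1.09 (SE 0.31, adjusted p = 0.012), was lost without fermentor F7 (adjusted p = 0.05) or F9 (adjusted p = 0.064), and ZMO0283 stood under 2-fold without F2 (0.99), F3 (0.98) or F8 (0.95).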

Time-course transcriptomic study indicated that the response of 8b to furfural shock was fast and dynamic.

#### Transcriptomic Study of Genes Responsive for Furfural Resistance

We compared the 8b transcriptomic profiles in response to furfural in RMG8 or RMX8 to identify candidate genetic features related to furfural tolerance (Figure 2). 

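TonB-dependent receptors stood at the top of the response 15 min after furfural in RMG8: ZMO1815 rose by a log2 change of 2.23 (SE 0.20, adjusted p = 1.1e-06) and ZMO1475 by 1.45 (SE 0.13, adjusted p = 1.7e-06) (n = 3 arrays per group). Of 15 TonB-dependent receptors, 7 were higher and 1 was lower, or 7 and 2 adjusted over the list alone, and 4 rose at least 2-fold (camera, adjusted p = 0.049, and adjusted p = 0.92 with an estimated correlation). The gluconate 2-dehydrogenase ZMO1284 rose by 1.94 (SE 0.15, adjusted p = 1.6e-07), the HxlR family regulator ZMO1697 by 1.36 (SE 0.13, adjusted p = 1.7e-06) and the regulator NifA (ZMO1816) by 1.33 (SE 0.18, adjusted p = 5.7e-05). Among the 4 genes listed under nitrogen fixation, 3 were higher, also adjusted over the list alone (camera, adjusted p = 0.026, and adjusted p = 0.64 with an estimated correlation): NifA, the nitrogenase reductase ZMO1823 (0.28, SE 0.09) and the Nfu/NifU protein ZMO1415 (0.44, SE 0.11), a scaffold for iron-sulfur clusters. These 3 lie past ZMO0985, where names came mostly from genes changed in RMG8 at 15 min by mRNA-Seq. Their direction is therefore not independent evidence, and too few members were left up to ZMO0985 to test the list there. In peroxide, superoxide and thiol redox 7 of 10 genes were higher, also adjusted over the list alone (camera, adjusted p = 6.1e-04, and adjusted p = 0.64 with an estimated correlation), among them the catalase ZMO0918 (0.88, SE 0.13). Candidate furfural reductases were higher in 11 of 24 cases and lower in 1, or 12 and 1 adjusted over the list alone (camera, adjusted p = 9.4e-03, and adjusted p = 0.92 with an estimated correlation). Altogether 25 chromosomal genes and 9 intergenic regions rose, and ZMO1986, at 1.10 (SE 0.20, adjusted p = 6.4e-04), passed 2-fold only with fermentor F2 (log2 change of 0.71 without it). With only members up to ZMO0985, chosen after the results were seen, the receptors' call was lost and turned to the other direction (adjusted p = 0.62) and that of peroxide and redox genes was lost (adjusted p = 0.094), and the receptors' call was also lost with the fermentor (adjusted p = 0.051) or the slide (adjusted p = 0.06) as a block.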

Twenty-four chromosomal genes were up-regulated with at least twofold increase by furfural in RMG8 within 15 min after furfural shock (Table 2 and Supplementary Table S3-4). Four of these genes encode proteins of Fe–S assembly SUF system (ZMO0425-8) involved in sulfur metabolism. 

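The SufBD protein ZMO0426 rose at 15 min by a log2 change of 1.32 (SE 0.09, adjusted p = 4.0e-08), and the SUF system protein ZMO0428 by 1.23 (SE 0.14, adjusted p = 1.1e-05) (n = 3 arrays per group). The ATPase SufC (ZMO0425), which powers cluster assembly, rose by 1.12 (SE 0.06, adjusted p = 7.9e-09), and the cysteine desulfurase ZMO0427, which releases sulfur from cysteine, by 1.08 (SE 0.08, adjusted p = 1.3e-07). Of 7 genes listed for SUF iron-sulfur cluster assembly, 7 were higher at 15 min, also adjusted over the list alone (camera, adjusted p = 1.5e-09, and adjusted p = 0.16 with an estimated correlation). At 60 min 6 of the 7 were higher, also adjusted over the list alone, none of them by 2-fold (camera, adjusted p = 2.2e-04, and adjusted p = 0.64 with an estimated correlation). The study singled out these genes on the same samples, so their counts are not independent evidence of a direction.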

Only one gene (ZMO1437) encoding lysine transporter was down-regulated at this time with more than twofold changes. 

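ZMO1437 fell 15 min after furfural in RMG8 by a log2 change of −1.26 (SE 0.14, adjusted p = 8.5e-06) and was the only feature that fell by at least 2-fold (n = 3 arrays per group). Smaller changes reached the aminoacyl-tRNA synthetases: 10 of 16 were lower, or 11 adjusted over the list alone (camera, adjusted p = 4.9e-04, and adjusted p = 0.92 with an estimated correlation). The synthetases for serine (ZMO0986), glycine (ZMO1446) and histidine (ZMO1508) fell by log2 changes of −0.53 (SE 0.11), −0.50 (SE 0.11) and −0.45 (SE 0.08). Of 35 genes listed under amino acid biosynthesis by product name, 15 were lower and 4 were higher, also adjusted over the list alone, which did not pass camera (adjusted p = 0.083). With only synthetases up to ZMO0985, chosen after the results were seen, their call was lost (adjusted p = 0.11).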

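A cluster from ZMO1377 to ZMO1382 led the response 60 min after furfural in RMG8: the class III aminotransferase ZMO1382 rose by a log2 change of 3.78 (SE 0.18, adjusted p = 1.9e-10), ZMO1381 by 3.30 (SE 0.14, adjusted p = 9.8e-11) and ZMO1377 by 3.20 (SE 0.17, adjusted p = 6.3e-10) (n = 3 arrays per group). Of 10 genes of peroxide, superoxide and thiol redox, 8 were higher, also adjusted over the list alone (camera, adjusted p = 9.3e-04, and adjusted p = 0.64 with an estimated correlation), with the thioredoxin domain protein ZMO1705 at 0.95 (SE 0.13). In flagella and chemotaxis 16 of 34 genes were higher, also adjusted over the list alone (camera, adjusted p = 2.2e-04, and adjusted p = 0.64 with an estimated correlation). Hopanoid synthesis was lower in 11 of 12 genes, also adjusted over the list alone (camera, adjusted p = 1.2e-04, and adjusted p = 0.74 with an estimated correlation), including HpnC (ZMO0869, −0.53, SE 0.08) and HpnD (ZMO0870, −0.56, SE 0.10), which make squalene. Among 33 ribosomal proteins 14 were lower, or 15 adjusted over the list alone (camera, adjusted p = 9.3e-04, and adjusted p = 0.92 with an estimated correlation), and among 16 aminoacyl-tRNA synthetases 11 were lower, or 12 adjusted over the list alone (camera, adjusted p = 2.1e-03, and adjusted p = 0.92 with an estimated correlation). Of 35 genes listed under amino acid biosynthesis by product name, 15 were lower and 3 were higher, also adjusted over the list alone, which did not pass camera (adjusted p = 0.086). Plasmid genes were higher in 23 of 155 cases, or 12 adjusted over the list alone (camera, adjusted p = 4.4e-04, and adjusted p = 0.92 with an estimated correlation), and chromosomal intergenic regions were lower in 375 and higher in 172 of 1312, or 371 and 171 adjusted over the list alone (camera, adjusted p = 9.9e-03, and adjusted p = 0.97 with an estimated correlation). In all 40 features rose (29 chromosomal genes, 10 intergenic regions and 1 plasmid gene) and 5 fell (4 chromosomal genes and 1 intergenic region), or 58 and 15 with background correction by normexp. With only members up to ZMO0985, chosen after the results were seen, the calls of peroxide and redox genes (adjusted p = 0.11) and of the synthetases (adjusted p = 0.078) were lost.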

After 60 min post-shock, more genes were differentially expressed with 6 chromosomal genes down-regulated and 26 chromosomal genes up-regulated involving in amino acid metabolism and stress responses (Table 2 and Supplementary Table S3-5). In RMX8 medium, only three chromosomal genes were up-regulated with at least twofold increase and no genes down-regulated at 15 min post furfural shock (Table 2 and Supplementary Table S3-6). However, after 60 min post-shock, 15 chromosomal genes were found to be up-regulated by furfural, and these genes are mainly involved in sulfur metabolism and transport. 

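Of 33 ribosomal proteins 8 were higher 15 min after furfural in RMX8, or 9 adjusted over the list alone (camera, adjusted p = 8.2e-03, and adjusted p = 0.92 with an estimated correlation). The proteins L13 (ZMO0884) and S9 (ZMO0883) rose by log2 changes of 0.59 (SE 0.14, adjusted p = 9.2e-03) and 0.49 (SE 0.14, adjusted p = 0.025) (n = 3 arrays per group). Of 155 plasmid genes 2 were lower, with 2 adjusted over the list alone (camera, adjusted p = 2.8e-03, and adjusted p = 0.92 with an estimated correlation). Chromosomal intergenic regions were higher in 124 and lower in 31 of 1312 cases, or 96 and 19 adjusted over the list alone (camera, adjusted p = 1.6e-04, and adjusted p = 0.97 with an estimated correlation). With limma, 3 features rose and 0 fell by at least 2-fold, where 417 were lower at an unadjusted p under 0.05, and analysis of variance without moderation also gave 3 and 0.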

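The phosphoglycerate dehydrogenase ZMO1685 rose 60 min after furfural in RMX8 by a log2 change of 1.67 (SE 0.10, adjusted p = 1.5e-08), the drug resistance transporter ZMO0966 by 1.43 (SE 0.08, adjusted p = 1.1e-08) and the TonB-dependent receptor ZMO0979 by 1.18 (SE 0.16, adjusted p = 4.7e-05) (n = 3 arrays per group). Genes of flagella and chemotaxis were higher in 21 of 34 cases, or 24 adjusted over the list alone (camera, adjusted p = 8.2e-09, and adjusted p = 0.16 with an estimated correlation), and the motor switch protein FliG (ZMO0635) rose by 0.93 (SE 0.06). Of 14 genes listed for RND efflux, which expels toxic compounds, 6 were higher and 1 was lower, also adjusted over the list alone, and 4 rose at least 2-fold (camera, adjusted p = 0.017, and adjusted p = 0.81 with an estimated correlation). The list also holds the TetR family regulators ZMO0281 and ZMO0963 and ZMO0966, a transporter of the EmrB/QacA subfamily. The pump gene ZMO0965 rose by 0.75 (SE 0.10). Ribosomal proteins were higher in 20 of 33 cases, also adjusted over the list alone (camera, adjusted p = 5.2e-05, and adjusted p = 0.92 with an estimated correlation). The features that rose were 15 chromosomal genes and 6 intergenic regions.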

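ZMO1838, with a TOBE domain as found in molybdate-binding proteins, fell 60 min after furfural in RMX8 by a log2 change of −2.38 (SE 0.19, adjusted p = 1.5e-07) (n = 3 arrays per group). The aminotransferases ZMO1382 and ZMO0560 fell by log2 changes of −2.14 (SE 0.18, adjusted p = 2.4e-07) and −2.04 (SE 0.15, adjusted p = 9.5e-08). Regulators fell as well, the AraC family member ZMO1380 by −1.83 (SE 0.12, adjusted p = 1.7e-08) and NifA (ZMO1816) by −1.82 (SE 0.18, adjusted p = 1.4e-06), and so did the levansucrases ZMO0375 (−1.64, SE 0.14, adjusted p = 3.7e-07) and ZMO0374 (−1.18, SE 0.09, adjusted p = 1.8e-07), which build levan from sucrose. Of 24 candidate furfural reductases 15 were lower and 4 were higher, or 16 and 5 adjusted over the list alone (camera, adjusted p = 0.014, and adjusted p = 0.92 with an estimated correlation). The aldo/keto reductases ZMO1773 and ZMO1344 and the dehydrogenase ZMO0797 fell by log2 changes of −0.94 (SE 0.12), −0.79 (SE 0.11) and −0.83 (SE 0.11). Of the 4 genes listed under nitrogen fixation 2 were lower, or 3 adjusted over the list alone (camera, adjusted p = 0.028, and adjusted p = 0.64 with an estimated correlation), NifA and ZMO0591 (−0.54, SE 0.10), a NifU-like protein of iron-sulfur cluster formation. The features that fell were 23 chromosomal genes and 11 intergenic regions.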

Furfural also posed 24 chromosomal genes to be down-regulated in RMX8, which are mainly involved in transportation and transcriptional regulation (Table 2 and Supplementary Table S3-7).

**FIGURE 2:**
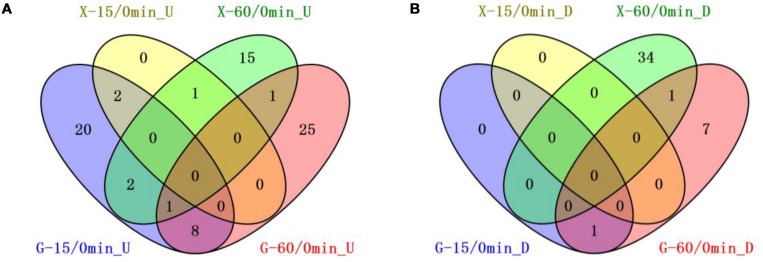
Venn diagrams of common genetic features shared by short-term furfural shock responses in RMG8 or RMX8. **(A)** The furfural up-regulated features after 15 or 60 min furfural shock with at least twofold increase; **(B)** the furfural down-regulated features after 15 or 60 min furfural shock with at least twofold decrease. **X-15/0min_U, G-15/0min_U**: genetic features up-regulated 15-min post furfural shock compared to 0 min in RMX8 or RMG8 medium respectively; **X-60/0min_U, G-60/0min_U**: genetic features up-regulated 60-min post furfural shock compared to 0 min in RMX8 or RMG8 medium respectively; **X-15/0min_D**, **X-60/0min_D**, **G-15/0min_D**, **G-60/0min_D** represent the down-regulated features in conditions same as above for up-regulated ones respectively.

The transcriptomic profiles of 8b at different times under same condition of carbon source (RMG8 or RMX8) were also investigated. 

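In RMG8, 11 features rose by at least 2-fold both 15 and 60 min after furfural, 7 genes and 4 intergenic regions, and the transporter gene ZMO1437 fell at both times (n = 3 arrays per group). Independent draws of 34 and 40 features would share 0.41. The comparisons use the same 0 min arrays, which can add to the number shared.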

In RMG8 medium, ten furfural responsive genetic features shared between the 8b cells with at least twofold changes within the total 34 genetic features differentially expressed by furfural at 15 min and 44 features at 60 min post furfural shock (Figure 2). However, in RMX8 medium, only one genetic feature was common between the ones after 15 and 60 min furfural shock with a total of 3 and 55 genetic features differentially expressed respectively (Figure 2). This indicated that the responses of 8b to furfural shock in RMG8 was faster than that in RMX8, since the differentially expressed genes already caused by the non-native xylose in RMX8 could help cells deal with the exogenous furfural supplementation.

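Of the 3 features that rose in RMX8 at 15 min and the 21 at 60 min, the squalene-hopene cyclase gene ZMO1548 was the 1 in common, and 0 fell at both times (n = 3 arrays per group). The SUF genes ZMO0426 and ZMO0427, which also rose at 15 min, stood at log2 changes of 0.65 (SE 0.09, adjusted p = 3.1e-05) and 0.50 (SE 0.08, adjusted p = 1.4e-04) at 60 min. The number shared was 8 with background correction by normexp and 2 with quantile or array median normalization or median polish, and 8, 3 and 0 without fermentors F7, F8 and F9.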

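Genes of the ZMO1377 to ZMO1382 cluster responded in opposite directions in the 2 sugars at 60 min (n = 3 arrays per group).
The transporter gene ZMO1378 responded lower in RMX8 than in RMG8 by a log2 difference of −6.45 (SE 0.29, adjusted p = 1.1e-10), the aminotransferase ZMO1382 by −5.92 (SE 0.25, adjusted p = 6.3e-11), ZMO1377 by −4.75 (SE 0.24, adjusted p = 3.0e-10) and ZMO1381 by −4.38 (SE 0.20, adjusted p = 1.5e-10). At 0 min in RMG8 ZMO1378 stood at 9.75 to 10.19 and ZMO1382 at 9.81 to 10.11. The *araA*, *araB* and *araD* features averaged at most 9.17 over the shock arrays. In RMG8 ZMO1378 and ZMO1382 could therefore hardly fall, and the size of changes from that level is uncertain without background subtraction.
Of TonB-dependent receptors, ZMO1298 rose in RMG8 and fell in RMX8 (difference of −2.87, SE 0.30, adjusted p = 4.9e-06), while ZMO0979 did the reverse (2.59, SE 0.23, adjusted p = 9.2e-07).
Together 8 features, 6 of them genes, changed at least 2-fold in opposite directions, ZMO1381 in RMX8 not without fermentor F8 (−0.98) or F9 (−0.96).
At 60 min the response differed between the sugars for 1287 features, of which 143 differed at least 2-fold, 60 higher and 83 lower in RMX8.
From the features shared between 15 and 60 min within each sugar's totals, the paper reads a faster response in RMG8, and it reasons that genes already changed by xylose could help cells deal with added furfural.

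**Figure D1:**
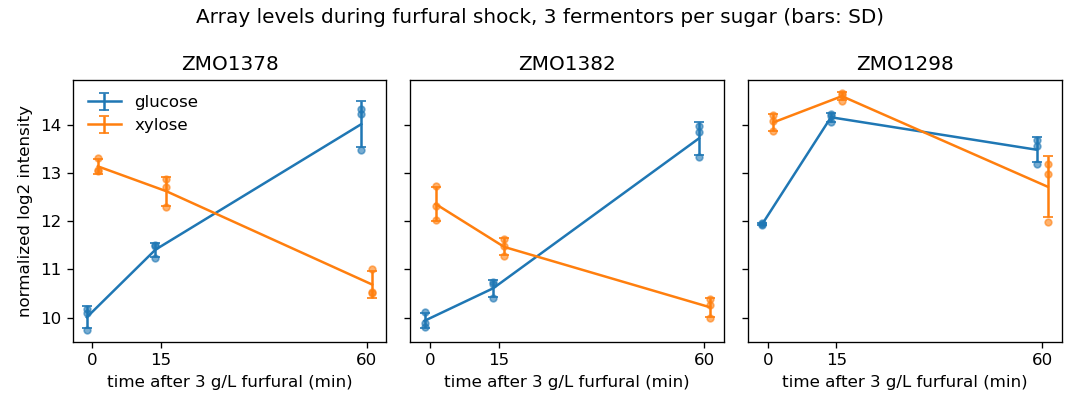
Normalized log2 intensity (vertical axis) of ZMO1378, ZMO1382 and ZMO1298 at 0, 15 and 60 min after furfural (horizontal axis) in RMG8 (blue) and RMX8 (orange). Points are the 3 fermentors per sugar, lines are means and bars are SD. At 60 min the genes lie above their level at 0 min in RMG8 and below it in RMX8, and ZMO1298 is highest at 15 min in both sugars.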

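Of 18 chaperones and proteases, which refold or remove damaged proteins, 11 were higher in RMG8 15 min after furfural, or 12 higher and 1 lower adjusted over the list alone (camera, adjusted p = 1.1e-05, and adjusted p = 0.81 with an estimated correlation). At 60 min 14 were higher, or 14 higher and 1 lower adjusted over the list alone, and 3 rose at least 2-fold (camera, adjusted p = 1.1e-05, and adjusted p = 0.81 with an estimated correlation). The DnaJ domain protein ZMO1690, a chaperone partner, rose at 60 min by a log2 change of 1.05 (SE 0.14, adjusted p = 2.4e-05), and the membrane protease FtsH (ZMO1659) by 0.98 (SE 0.10, adjusted p = 3.5e-06) (n = 3 arrays per group), and without fermentor F3 ZMO1690 stood under 2-fold (0.99). Of the 14 genes listed for RND efflux, regulators included, 6 were higher at 60 min and 2 were lower, also adjusted over the list alone, which did not pass camera (adjusted p = 0.083).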

Seven shared chromosomal genes up-regulated with at least twofold increase in RMG8 during the time-course after furfural shock are mainly involved in general stress responses and transportation (Figure 2A and Supplementary Tables S3-4, S3-5). 

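In RMG8, ZMO1424 rose by log2 changes of 1.21 (SE 0.11, adjusted p = 1.7e-06) at 15 min and 1.24 (SE 0.11, adjusted p = 8.5e-07) at 60 min, and ZMO1588 by 1.83 (SE 0.15, adjusted p = 3.6e-07) and 1.75 (SE 0.15, adjusted p = 4.5e-07) (n = 3 arrays per group). UvrB (ZMO0362), which works with UvrA in excising damaged bases, rose by 0.76 (SE 0.10, adjusted p = 6.3e-05) and 0.85 (SE 0.10, adjusted p = 1.3e-05). Other DNA repair genes changed less, RecO (ZMO0673) and UvrC (ZMO0672) rising at 60 min by 0.42 (SE 0.09) and 0.28 (SE 0.08), while RuvA (ZMO0155) fell by a log2 change of −0.49 (SE 0.09). Of 12 DNA repair genes 3 were higher at 15 min (adjusted p = 0.26 by camera), and 6 were higher and 1 was lower at 60 min (adjusted p = 0.16 by camera), with the same counts adjusted over the list alone.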

ZMO1424 encodes ATP-dependent protease ClpB, and ZMO1588 encodes a UvrABC nucleotide repair system subunit UvrA. The up-regulation of these two genes in response to furfural could facilitate the repair of the damaged DNA and proteins to ensure normal cellular function. 

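ZMO1378, annotated as an ethanolamine transporter, rose in RMG8 by log2 changes of 1.40 (SE 0.21, adjusted p = 1.1e-04) at 15 min and 4.00 (SE 0.21, adjusted p = 5.8e-10) at 60 min (n = 3 arrays per group). The TonB-dependent receptor ZMO1298 rose by 2.21 (SE 0.21, adjusted p = 2.5e-06) and 1.53 (SE 0.21, adjusted p = 3.6e-05), and the heavy metal transport protein ZMO0916 by 1.12 (SE 0.07, adjusted p = 1.3e-08) and 1.09 (SE 0.07, adjusted p = 5.5e-09). The efflux lipoprotein ZMO0285, the outer membrane part of an RND pump, rose by 1.03 (SE 0.08, adjusted p = 1.6e-07) and 1.15 (SE 0.08, adjusted p = 1.7e-08), and the SnoaL protein ZMO0174 by 1.06 (SE 0.08, adjusted p = 1.6e-07) and 1.05 (SE 0.08, adjusted p = 1.1e-07). Without fermentor F2, ZMO0285 stood at 0.98 at 15 min, under 2-fold.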

Other up-regulated genes encode the membrane efflux lipoprotein (ZMO0285), heavy metal transport protein (ZMO0916), TonB-dependent receptor (ZMO1298), ethanolamine transporter (ZMO1378), and a SnoaL-like protein (ZMO0174). 

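ZMO1437 remained lower in RMG8 at 60 min, at a log2 change of −1.30 (SE 0.14, adjusted p = 4.2e-06) (n = 3 arrays per group). In RMX8 the same gene stood at 0.07 (SE 0.14, adjusted p = 0.8) at 15 min and 0.64 (SE 0.14, adjusted p = 2.3e-03) at 60 min. Its response differed between the sugars by 1.33 (SE 0.20, adjusted p = 4.7e-04) at 15 min and by 1.93 (SE 0.20, adjusted p = 3.6e-06) at 60 min.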

ZMO1437 was the only down-regulated gene by furfural shared in RMG8 during the furfural shock, which is annotated as lysine exporter protein (Figure 2B and Supplementary Tables S3-4, S3-5). 

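The squalene-hopene cyclase ZMO1548, which closes squalene into the hopanoid ring system, rose in RMX8 by log2 changes of 1.07 (SE 0.10, adjusted p = 8.3e-06) at 15 min and 1.35 (SE 0.10, adjusted p = 1.2e-07) at 60 min (n = 3 arrays per group). In RMG8 it stood at 0.32 (SE 0.10, adjusted p = 0.032) and −0.22 (SE 0.10, adjusted p = 0.099), and its response differed between the sugars by 0.76 (SE 0.15) and 1.57 (SE 0.15). Of 12 genes of hopanoid synthesis 7 were higher in RMX8 at 60 min, also adjusted over the list alone (camera, adjusted p = 9.9e-03, and adjusted p = 0.92 with an estimated correlation), including the sugar epimerase ZMO0867 (0.29, SE 0.09) and the glycosyl transferase ZMO0972 (0.55, SE 0.08). At 15 min ZMO1548 fell under 2-fold without fermentor F9 (0.94), and with only members up to ZMO0985, chosen after the results were seen, the list's call was lost (adjusted p = 0.053).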

In RMX8 medium, ZMO1548 was the only shared up-regulated gene in response to furfural in 8b from 15 min to 60 min post-shock, which encodes squalene-hopene cyclase possibly involved in hopanoid biosynthesis (Figure 2 and Supplementary Tables S3-6, S3-7).

In addition, genes differentially expressed in RMG8 and RMX8 in response to furfural were compared as well to identify the common ones shared with different carbon sources (Figure 2). 

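In RMX8 the SufBD protein ZMO0426, a scaffold part for iron-sulfur clusters, rose at 15 min by a log2 change of 1.10 (SE 0.09, adjusted p = 9.4e-07), and the cysteine desulfurase ZMO0427, which supplies their sulfur, by 1.02 (SE 0.08, adjusted p = 9.4e-07) (n = 3 arrays per group). Neither response differed detectably between the sugars: the difference was −0.22 (SE 0.12, adjusted p = 0.21) for ZMO0426 and −0.06 (SE 0.11, adjusted p = 0.73) for ZMO0427. ZMO0427 fell under 2-fold in RMX8 with quantile normalization (0.94) or without fermentor F7 (0.98), and the number of shared features was 4 with background correction by normexp or without F8.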

Within 15 min after furfural shock, ZMO0426 and ZMO0427 were the two up-regulated genes with at least twofold changes shared between those in RMG8 and RMX8 (Figure 2 and Supplementary Tables S3-4, S3-6). ZMO0426 and ZMO0427 encodes FeS assembly protein SufBD and SufS subfamily cysteine desulfurase respectively, which are involved in FeS assembly SUF system. Up-regulation of FeS assembly system may contribute to protecting 8b cells from oxidative stress caused by exogenous furfural supplementation (Lee et al., 2008; Jang and Imlay, 2010). Three ones shared by furfural in RMG8 and RMX8 at 60 min post-shock include two up-regulated genes ZMO0285 (encoding drug efflux lipoprotein) and ZMO0005 (encoding sulfate adenylyltransferase subunit, CysD), and one down-regulated gene ZMO1392 (encoding hypothetical protein) (Figure 2 and Supplementary Tables S3-5, S3-7). 

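The sulfate adenylyltransferase subunit ZMO0005 rose at 60 min by log2 changes of 1.23 (SE 0.39, adjusted p = 0.019) in RMG8 and 1.18 (SE 0.39, adjusted p = 0.028) in RMX8 (n = 3 arrays per group). ZMO0285 rose in RMX8 by 1.10 (SE 0.08, adjusted p = 4.4e-08), and the hypothetical protein ZMO2021 rose by 1.01 (SE 0.13, adjusted p = 1.7e-05) in RMG8 and 1.21 (SE 0.13, adjusted p = 2.8e-06) in RMX8. ZMO1392 fell by log2 changes of −1.17 (SE 0.17, adjusted p = 6.7e-05) and −1.24 (SE 0.17, adjusted p = 5.2e-05). The shared features were 5 that rose (3 genes and 2 intergenic regions) and 1 that fell, and 2 without fermentor F3 or 10 with background correction by normexp. ZMO0005 lost its call in RMG8 without F1 (adjusted p = 0.067) or F3 (adjusted p = 0.095) and in RMX8 without F7 (adjusted p = 0.13), F8 (adjusted p = 0.064) or F9 (adjusted p = 0.21) or by analysis of variance (adjusted p = 0.065), and ZMO2021 stood at 0.87 in RMG8 without F3.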

All genes shared at different times under different conditions discussed above are potentially responsive for the furfural tolerance in 8b cells and can be selected as genetic candidates for further investigation.

### Furfural Stress Response Transcriptomic Analysis

#### Overview of Sugar, Growth-Phase and Furfural Effects

Different from the furfural shock experiment, 2 g/L furfural was supplemented into three fermentors containing RMG8 or RMX8 media from the beginning with an initial OD_600 nm_ value around 0.1 to investigate the long-term furfural effects on 8b (Figure 1 and Table 1). Twelve arrays were performed from samples taken in log and stationary phases. In addition, six array data from exponential phase cells without furfural treatment were used as the control to compare the transcriptomic profiling of 8b with or without furfural treatment (Supplementary Table S1). 

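The stress experiment compares 6 groups of 3 arrays: log and stationary phase with 2 g/L furfural in RMG8 (fermentors F4 to F6) and in RMX8 (F10 to F12), and log phase without furfural, which are the 0 min arrays of the shock experiment (F1 to F3 in RMG8 and F7 to F9 in RMX8). Furfural and control cells therefore came from different fermentors, and furfural was partly tied to the slide, with RMG8 stress arrays on slide 2 and RMX8 stress arrays on slide 3. Furfural was given at the start, and the paper's discussion reports no furfural left in RMX8 in log phase and some left in RMG8. The furfural left in log phase therefore cannot be told apart from the sugar. The second RMX8 sampling carries late log phase in its sample titles and stationary phase in the other labels and in the paper, and it was taken as stationary phase. Array medians lay between 11.80 and 13.52 on the log2 scale, and the random control between 8.96 and 9.30. Stationary phase arrays were dimmer: in RMG8 with furfural the medians were 11.80 to 12.08 in stationary phase and 12.66 to 13.52 in log phase, and in RMX8 11.92 to 12.26 and 12.38 to 12.84. Between 13.1 and 15.2% of the blocks were dimmer than 2 times the random control in RMG8 stationary phase, against 5.5 to 8.3% in log phase. These 18 arrays were normalized and fitted separately from the shock experiment in the same way, and the number of arrays limits the precision.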

Due to the complexity of the experiment involving variables of sugar, growth phase, and furfural treatment and our major interest on furfural responsive genes, we focused on the transcriptomic profiling in responding to furfural treatment. The number of differentially expressed genes in response to furfural is listed in Table 3, and the details of gene expression is included in Supplementary Table S4.

**TABLE 3:** Summary of significantly differentially expressed genes in response to furfural or carbon sources in long-term stress response experiment.

	cGene	cIGR	pGene	pIGR	Total	Note
**Furfural regulated genetic features**						
Gluc_Log_Fur/None-Up	30	16	0	1	47	Furfural regulated genes in RMG8 in the log phase, Supplementary Table S4.
Gluc_Log_Fur/None-Down	56	30	2	0	88	
Xyl_Log_Fur/None-Up	23	20	6	9	58	Furfural regulated genes in RMX8 in the log phase, Supplementary Table S4.
Xyl_Log_Fur/None-Down	100	43	1	0	144	
**Growth-phase regulated genetic features**						
Gluc_Fur_Stat/Log-Up	191	137	75	46	449	Furfural regulated genes in RMG8 from log phase to stationary phase, Supplementary Table S4.
Gluc_Fur_Stat/Log-Down	275	147	0	0	422	
Xyl_Fur_Stat/Log-Up	100	38	2	1	141	Furfural regulated genes in RMX8 from log phase to stationary phase, Supplementary Table S4.
Xyl_Fur_Stat/Log-Down	70	43	0	0	113	

*cGene, number of chromosomal genes; cIGR, number of chromosomal intergenic regions; pGene, number of plasmid genes; pIGR, number of plasmid intergenic regions. Total, total number of genetic features including cGene, cIGR, pGene, and pIGR for either up-regulated or down-regulated genetic features.*

In RMG8 medium with glucose as the carbon source, when 8b cells in the presence of furfural in log phase compared to that of without furfural, 47 genetic features (including genes and intergenic regions from both annotated chromosome and plasmids) were significantly up-regulated with at least twofold increase, and 88 were down-regulated with at least twofold changes (Table 3 and Supplementary Table S4). 

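A phage gene lay among the largest decreases with furfural in RMG8 log phase: the phage tail tube gene ZMO0069 fell by a log2 change of −2.93 (SE 0.12, adjusted p = 4.0e-11) (n = 3 arrays per group). ZMO1837, annotated as ModD, fell by a log2 change of −2.48 (SE 0.14, adjusted p = 6.7e-10), the metallophosphoesterase ZMO0131 by −2.10 (SE 0.12, adjusted p = 6.7e-10) and ZMO1521, with no product name held, by −2.35 (SE 0.12, adjusted p = 1.8e-10). Altogether 45 features rose by at least 2-fold (28 chromosomal genes, 16 chromosomal intergenic regions and 1 plasmid gene) and 92 fell (58 chromosomal genes, 32 intergenic regions and 2 plasmid genes).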

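The peptidyl-tRNA hydrolase domain protein ZMO0506 rose most among genes with furfural in RMX8 log phase, by a log2 change of 1.75 (SE 0.09, adjusted p = 9.4e-11) (n = 3 arrays per group). The transporter ZMO1452 rose by 1.40 (SE 0.10, adjusted p = 3.7e-09), the signal transduction protein ZMO0686 by 1.32 (SE 0.10, adjusted p = 1.1e-08) and the ferredoxin ZMO0456, an electron carrier, by 1.29 (SE 0.11, adjusted p = 8.8e-08). Decreases were larger: the AraC family regulator ZMO1380 fell by a log2 change of −3.41 (SE 0.08, adjusted p = 9.1e-15), the levansucrases ZMO0374 and ZMO0375 by −3.23 (SE 0.12, adjusted p = 1.7e-12) and −3.14 (SE 0.13, adjusted p = 6.0e-12), and the hypothetical proteins ZMO0361 and ZMO0931 by −3.08 (SE 0.07, adjusted p = 9.1e-15) and −2.99 (SE 0.15, adjusted p = 6.6e-11). Altogether 36 features rose (14 chromosomal genes, 13 chromosomal intergenic regions, 3 plasmid genes and 6 plasmid intergenic regions) and 158 fell (110 chromosomal genes, 47 intergenic regions and 1 plasmid gene). Of 155 plasmid genes 33 were higher and 2 were lower, or 9 and 1 adjusted over the list alone (camera, adjusted p = 0.018, and adjusted p = 0.97 with an estimated correlation), a call lost with quantile normalization (adjusted p = 0.063). Chromosomal intergenic regions were higher in 429 and lower in 222 of 1312 cases, or 428 and 222 adjusted over the list alone (camera, adjusted p = 4.8e-03, and adjusted p = 0.97 with an estimated correlation). With slide as a block 66 features rose and 155 fell, and on slide 3 alone 57 rose.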

While in RMX8 medium, more genetic features were significantly differentially expressed in log phase comparison with or without the presence of furfural, 58 and 144 genetic features were significantly up-regulated and down-regulated with at least twofold changes respectively (Table 3 and Supplementary Table S4).

In addition, we also examined the effects of furfural on 8b gene expression profiles at different time phases, and found that much more genetic features were differentially expressed from log phase to stationary phase in the presence of furfural (Supplementary Table S4). 

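From log to stationary phase with furfural in RMG8, the AraC family regulator ZMO1380 rose by a log2 change of 3.34 (SE 0.08, adjusted p = 8.1e-15) and the TonB-dependent receptor ZMO1522 by 3.25 (SE 0.10, adjusted p = 7.8e-14) (n = 3 arrays per group). ZMO1728 fell by a log2 change of −3.08 (SE 0.15, adjusted p = 1.6e-11), the RpiR family regulator ZMO0190 by −3.04 (SE 0.08, adjusted p = 3.7e-14), and ZMO0557 and ZMO1029 by −3.03 (SE 0.08, adjusted p = 2.7e-14) and −3.03 (SE 0.09, adjusted p = 5.5e-14). Of 155 plasmid genes 93 were higher, or 92 adjusted over the list alone, and 76 rose at least 2-fold (camera, adjusted p = 5.4e-05, and adjusted p = 0.92 with an estimated correlation). Candidate furfural reductases were higher in 19 and lower in 2 of 24 cases, also adjusted over the list alone (camera, adjusted p = 3.4e-04, and adjusted p = 0.64 with an estimated correlation). Ribosomal proteins were lower in 25 of 33 cases, also adjusted over the list alone (camera, adjusted p = 1.9e-03, and adjusted p = 0.92 with an estimated correlation). Sulfate and cysteine assimilation was lower in 9 of 10 genes, also adjusted over the list alone (camera, adjusted p = 0.021, and adjusted p = 0.92 with an estimated correlation), a list the study chose on these samples and so not independent evidence. Among 12 DNA repair genes 4 were higher and 8 were lower, also adjusted over the list alone, which did not pass camera (adjusted p = 0.4). Altogether 499 features rose (211 chromosomal genes, 166 chromosomal intergenic regions, 76 plasmid genes and 46 plasmid intergenic regions) and 366 fell (242 chromosomal genes and 124 intergenic regions). The stationary phase arrays were dimmer than the log phase arrays, and array median normalization moved the median log2 change by 0.24.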

Four hundred and forty-nine genetic features including 191 genes were up-regulated with at least twofold increase, and 422 genetic features including 275 genes were down-regulated with at least twofold decrease with furfural treatment in RMG8 between the log phase and stationary phases (Table 3 and Supplementary Table S4).

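The nitrogenase reductase ZMO1823, an iron-sulfur protein of nitrogen fixation, rose from log to stationary phase with furfural in RMX8 by a log2 change of 5.04 (SE 0.16, adjusted p = 1.8e-13), and its neighbors ZMO1824 and ZMO1825 by 4.80 (SE 0.14, adjusted p = 1.5e-13) and 4.31 (SE 0.10, adjusted p = 8.7e-15) (n = 3 arrays per group). The levansucrase ZMO0374 rose by 4.73 (SE 0.12, adjusted p = 1.2e-14). Of the 4 genes listed under nitrogen fixation 3 were higher and 1 was lower, also adjusted over the list alone, which did not pass camera (adjusted p = 0.083). The list leaves out ZMO1824 and ZMO1825, for which no product name was held, and includes the NifU-like proteins ZMO0591 and ZMO1415 of iron-sulfur clusters. Its test therefore does not speak for nitrogen fixation as a whole. Respiratory chain genes were higher in 22 and lower in 4 of 36 cases, or 23 and 4 adjusted over the list alone (camera, adjusted p = 2.8e-03, and adjusted p = 0.74 with an estimated correlation). Genes of glycolysis and ethanol fermentation were higher in 20 and lower in 5 of 30 cases, or 21 and 5 adjusted over the list alone (camera, adjusted p = 9.4e-03, and adjusted p = 0.92 with an estimated correlation). Ribosomal proteins were lower in 23 of 33 cases, or 24 adjusted over the list alone (camera, adjusted p = 9.2e-05, and adjusted p = 0.92 with an estimated correlation), and aminoacyl-tRNA synthetases were lower in 11 and higher in 2 of 16, also adjusted over the list alone (camera, adjusted p = 0.04, and adjusted p = 0.92 with an estimated correlation). Of *xylA*, *xylB*, *talB* and *tktA*, which carry xylose use in 8b, 3 were higher, also adjusted over the list alone, which did not pass camera (adjusted p = 0.25), and with quantile normalization the call of *talB* was lost (0.00, adjusted p = 0.96). In all 162 features rose (109 chromosomal genes, 46 chromosomal intergenic regions, 6 plasmid genes and 1 plasmid intergenic region) and 84 fell (55 chromosomal genes and 29 intergenic regions). The stationary phase arrays were dimmer, and with only synthetases up to ZMO0985, chosen after the results were seen, their call was lost (adjusted p = 0.11).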

When the sole carbon source was xylose, furfural caused 141 genetic features up-regulated and 113 ones down-regulated with at least twofold changes when 8b entered the stationary phase from the log phase (Table 3 and Supplementary Table S4). However, most of these differentially expressed genes were not furfural specific and may be related to growth phase, since our previous studies discovered that dramatic differences existed at various stages of the growth phase with or without exogenous stressor supplementation (Yang et al., 2009b, 2013; Mohagheghi et al., 2014).

#### Transcriptomic Study of Genes Responsive for Furfural Resistance Shared Between Furfural Stress and Furfural Shock

Similar to furfural shock experiment, we firstly analyzed the transcriptomic profiles of 8b in the presence of furfural in RMG8 and RMX8 to identify candidate genes related to furfural tolerance. When the sole carbon source was glucose, 30 chromosomal genes were up-regulated by furfural in log phase compared to those without furfural supplementation (Supplementary Table S4). Ten of these are involved in sulfur metabolism including eight genes involved in cysteine synthesis (CysC, N, D, H, I, J, K < ZMO0003-5, 0007-9, 0748>, and ZMO0006), and two ABC transporter (SsuA, C < ZMO1261, 2>) are involved in sulfonate import. 

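The peptidoglycan-associated lipoprotein ZMO0166, which ties the outer membrane to the cell wall, rose with furfural in RMG8 log phase by a log2 change of 1.88 (SE 0.10, adjusted p = 6.7e-10) (n = 3 arrays per group). ZMO0022, a hypothetical protein, rose by 1.41 (SE 0.12, adjusted p = 1.3e-07). Altogether 28 chromosomal genes rose by at least 2-fold.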

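In RMG8 log phase with furfural the sulfate adenylyltransferase subunits CysD (ZMO0005) and CysN (ZMO0004), which activate sulfate, rose by log2 changes of 2.45 (SE 0.13, adjusted p = 3.5e-10) and 1.81 (SE 0.14, adjusted p = 3.3e-08) (n = 3 arrays per group).
ZMO0006, annotated as a uroporphyrin-III C-methyltransferase, an enzyme of siroheme synthesis, rose by 2.38 (SE 0.17, adjusted p = 1.0e-08).
The adenylylsulfate kinase CysC (ZMO0003) rose by 1.55 (SE 0.12, adjusted p = 5.1e-08), the reductase CysH (ZMO0007) by 1.26 (SE 0.08, adjusted p = 4.1e-09) and the cysteine synthase CysK (ZMO0748) by 1.46 (SE 0.11, adjusted p = 2.2e-08).
Both subunits of sulfite reductase rose, CysI (ZMO0008) by 1.24 (SE 0.23, adjusted p = 3.2e-04) and CysJ (ZMO0009) by 1.23 (SE 0.17, adjusted p = 2.5e-05), and of the sulfonate importer SsuA (ZMO1261) rose by 1.23 (SE 0.20, adjusted p = 9.9e-05) and SsuC (ZMO1262) by 0.96 (SE 0.16, adjusted p = 1.1e-04).
Of the 10 genes, 10 were higher, also adjusted over the list alone, and 9 by at least 2-fold (camera, adjusted p = 1.8e-07, and adjusted p = 0.64 with an estimated correlation).
The study chose this list on these samples, so that its direction is not independent evidence.
Without fermentor F4, ZMO0008 (0.87), ZMO0009 (0.96) and ZMO1261 (0.92) stood under 2-fold.

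**Figure D2:**
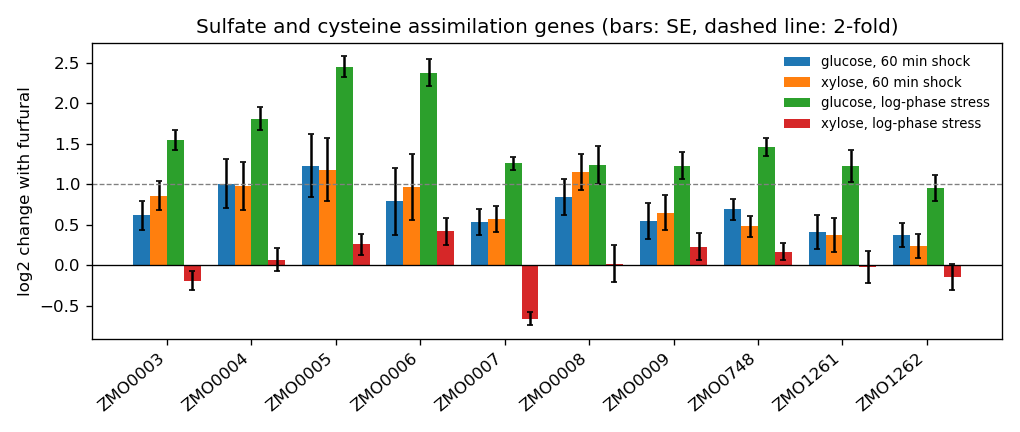
Log2 change with furfural (vertical axis) of the 10 sulfate and cysteine genes (horizontal axis) in RMG8 and RMX8 60 min after shock and in RMG8 and RMX8 log phase stress. Bars are the log2 changes with 3 arrays per group, error bars are SE and the dashed line is 2-fold; in RMG8 stress 9 of the 10 genes lie above the line.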

The 56 chromosomal genes down-regulated by furfural in RMG were involved in amino acid metabolism and transportation. 

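ZMO1838, with a TOBE domain as found in molybdate-binding proteins, had the largest decrease with furfural in RMG8 log phase, a log2 change of −3.91 (SE 0.11, adjusted p = 2.3e-13), and the ABC transporter gene ZMO1848 fell by a log2 change of −3.23 (SE 0.12, adjusted p = 9.5e-12) (n = 3 arrays per group). The transporter ZMO0566 fell by a log2 change of −1.90 (SE 0.08, adjusted p = 6.0e-11) and the ammonium transporter ZMO0346 by −1.36 (SE 0.07, adjusted p = 2.6e-10), both chosen after their values were seen. Of 15 TonB-dependent receptors 9 were lower and 3 were higher, or 9 and 4 adjusted over the list alone (camera, adjusted p = 5.7e-03, and adjusted p = 0.92 with an estimated correlation). Hopanoid synthesis was lower in 9 of 12 genes, also adjusted over the list alone (camera, adjusted p = 6.1e-04, and adjusted p = 0.74 with an estimated correlation), with the cyclase ZMO1548 at −1.35 (SE 0.09, adjusted p = 4.3e-09) and the sugar epimerase ZMO0867 at −1.02 (SE 0.08, adjusted p = 2.4e-08). Among 35 genes listed under amino acid biosynthesis by product name 9 were lower and 7 were higher, also adjusted over the list alone, which did not pass camera (adjusted p = 0.44). ZMO0867 stood under 2-fold with array median normalization (−0.98) or without fermentor F6 (−0.96).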

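In RMX8 log phase with furfural, 15 of 34 genes of flagella and chemotaxis were higher and 5 were lower, or 17 and 6 adjusted over the list alone, which did not pass camera (adjusted p = 0.086). The chemotaxis sensors ZMO0202 and ZMO0085, which relay attractant signals to the flagellum, rose by log2 changes of 1.03 (SE 0.09, adjusted p = 7.6e-08) and 0.50 (SE 0.10, adjusted p = 5.1e-04) (n = 3 arrays per group). Of 35 genes listed under amino acid biosynthesis by product name 14 were lower and 7 were higher, also adjusted over the list alone, and 6 fell at least 2-fold, which did not pass camera (adjusted p = 0.082). The anthranilate synthase amidotransferase ZMO0114 fell by a log2 change of −1.82 (SE 0.08, adjusted p = 2.4e-11), the glutamine synthetase ZMO0493, which assimilates ammonium, by −1.66 (SE 0.05, adjusted p = 2.5e-13) and the acetolactate synthase ZMO1139, of branched-chain amino acid synthesis, by −1.24 (SE 0.08, adjusted p = 1.8e-09). The succinyltransferase ZMO0657, which acts in arginine breakdown, fell by a log2 change of −1.66 (SE 0.08, adjusted p = 9.2e-11). It is in the list by its product name only, as are the UDP-N-acetylmuramoyl ligases ZMO0826 and ZMO0827, so that the counts are not of amino acid biosynthesis alone. Candidate furfural reductases were lower in 11 and higher in 5 of 24 cases, or 12 and 5 adjusted over the list alone (camera, adjusted p = 0.049, and adjusted p = 0.92 with an estimated correlation). That call was lost with background correction by normexp (adjusted p = 0.054) or the fermentor as a block (adjusted p = 0.05).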

When grown in RMX8 with xylose as the sole carbon source, furfural caused 23 chromosomal genes up-regulated involved in cell motility (for flagellar assembly) and chemotaxis, and 100 chromosomal genes up-regulated mainly involved in amino acid biosynthesis and metabolism (Supplementary Table S4).

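The hypothetical protein ZMO0055 rose with furfural in log phase by a log2 change of 2.81 (SE 0.16, adjusted p = 8.1e-10) in RMG8 and 0.97 (SE 0.16, adjusted p = 8.5e-05) in RMX8, the latter under 2-fold (n = 3 arrays per group). The epimerase/dehydratase ZMO0101 rose by 1.62 (SE 0.13, adjusted p = 7.4e-08) and 1.19 (SE 0.13, adjusted p = 1.9e-06), both over 2-fold. The response of ZMO0055 was smaller in RMX8 by a difference of −1.84 (SE 0.22, adjusted p = 8.2e-06), and that of ZMO0101 differed by −0.43 (SE 0.19, adjusted p = 0.078). ZMO0101 was the 1 feature that rose at least 2-fold in both sugars, where 0.49 would be shared by independent draws.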

Genes shared under different conditions were also examined, and only two genes, ZMO0055 and ZMO0101, were up-regulated by furfural in both RMG8 and RMX8 (Figure 3A and Supplementary Table S4). ZMO0055 is annotated as hypothetical protein, and ZMO0101 as NAD-dependent epimerase/dehydratase. 

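In both sugars furfural in log phase lowered ZMO1838, at a log2 change of −4.05 (SE 0.11, adjusted p = 3.3e-14) in RMX8, and the phage tail tube gene ZMO0069, at −2.49 (SE 0.12, adjusted p = 7.2e-11) in RMX8 (n = 3 arrays per group). The regulator NifA (ZMO1816) fell by a log2 change of −2.12 (SE 0.14, adjusted p = 3.4e-09) in RMG8 and −2.91 (SE 0.14, adjusted p = 3.5e-11) in RMX8, and the AraC family regulator ZMO1380 by −2.04 (SE 0.08, adjusted p = 1.2e-11) in RMG8. Altogether 62 features, 39 of them chromosomal genes, fell at least 2-fold in both sugars, where independent draws of 92 and 158 would share 4.40.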

There were more common genes (39 chromosomal genes among total 62 shared genetic features) down-regulated by furfural between RMG8 and RMX8 (Figure 3C and Supplementary Table S4). However, most of these genes encode hypothetical proteins with two genes ZMO0560 (encoding aminotransferase) and ZMO0937 (encoding aromatic amino acid aminotransferase) involved in amino acid metabolism, and two other genes ZMO1522 and ZMO0128 are annotated as TonB-dependent receptors (Supplementary Figure S5).

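The aminotransferase ZMO0560 fell with furfural by log2 changes of −1.84 (SE 0.10, adjusted p = 9.5e-10) in RMG8 and −3.43 (SE 0.10, adjusted p = 2.0e-13) in RMX8 (n = 3 arrays per group). The aromatic amino acid aminotransferase ZMO0937, which acts at the last step of phenylalanine and tyrosine synthesis, fell by log2 changes of −1.37 (SE 0.12, adjusted p = 1.9e-07) and −1.37 (SE 0.12, adjusted p = 1.3e-07). Of the TonB-dependent receptors, ZMO1522 fell by log2 changes of −2.45 (SE 0.10, adjusted p = 1.4e-11) and −2.28 (SE 0.10, adjusted p = 1.0e-11), and ZMO0128 by −2.15 (SE 0.09, adjusted p = 3.3e-11) and −1.83 (SE 0.09, adjusted p = 5.9e-11). The held parts of the supplementary tables name 15 TonB-dependent receptors and do not name ZMO1522. In RMX8, 10 of these 15 were lower and 1 was higher, also adjusted over the list alone (camera, adjusted p = 2.2e-03, and adjusted p = 0.92 with an estimated correlation). With only members up to ZMO0985, chosen after the results were seen, that call was lost (adjusted p = 0.11).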

**FIGURE 3:**
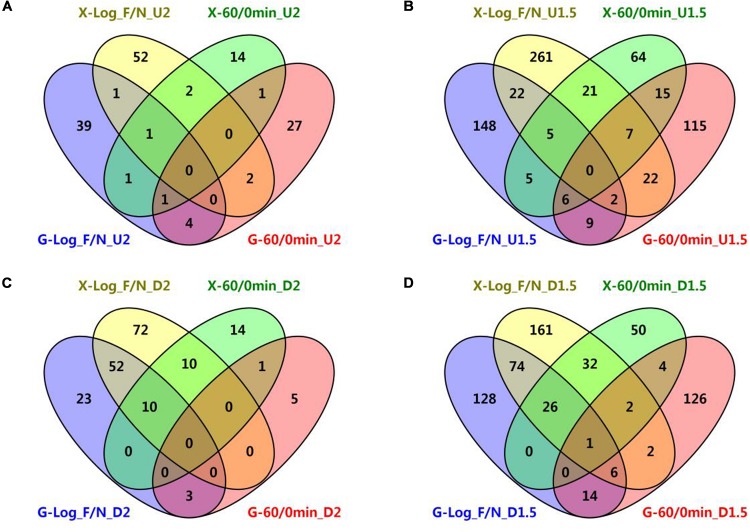
Venn diagrams of common genetic features shared by short-term furfural shock and long-term furfural stress responses in RMG8 and RMX8. **(A)** The furfural up-regulated features with at least twofold increase; **(B)** the furfural up-regulated features with at least 1.5-fold increase; **(C)** the furfural down-regulated features with at least twofold decrease; **(D)** the furfural down-regulated features with at least 1.5-fold decrease. **X-Log_F/N, G-Log_F/N:** genetic features up-regulated for long-term furfural stress in log phase compared to control without furfural supplementation in RMX8 or RMG8 medium respectively; **X-60/0min, G-60/0min:** genetic features up-regulated for short-term 60 min post furfural shock compared to control before furfural supplementation in RMX8 or RMG8 respectively; **U2, U1.5, D2, D1.5** represent significantly up-regulated 2 and 1.5-folds as well as down-regulated 2 and 1.5-folds respectively.

In addition, the short-term and the long-term transcriptomic profiles of 8b in response to furfural were then taken into consideration to identify the common genes shared in both experiments. Since only three genetic features were found to be differentially expressed (up-regulated) in RMX8 15 min post furfural shock (Table 2 and Supplementary Table S3-6), our subsequent comparisons of differentially expressed genetic features were focused on results from 60 min post-shock and that from furfural stress experiment. However, different genetic features were involved in the short-term shock and long-term stress responses and only few genetic features had the similar differential expression (Figure 3). 

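Between the 60 min shock and log phase stress in RMG8, 6 features rose and 3 fell at least 2-fold in both, against 0.55 and 0.14 by independent draws (n = 3 arrays per group). In RMX8, 4 features rose and 31 fell in both, against 0.23 and 1.63. The shared features that rose included 5 genes in RMG8 and 2 genes, for flagellar assembly, in RMX8, and the others were intergenic regions. The paired comparisons use the same 0 min arrays, which alone makes sharing more likely than in independent draws, and without fermentor F1 the RMG8 comparisons shared 5 features in place of 9.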

With glucose as the carbon source, five genes up-regulated with at least twofold increase shared between short-term and long-term furfural treatment, including ZMO1588 (encoding UvrA), ZMO2009 (encoding hypothetical protein), ZMO1457 (encoding MFS transport protein), and two cysteine synthesis related genes ZMO0004 (*cysN*) and ZMO0005 (*cysD*); three genes down-regulated with at least twofold decrease, including ZMO1437 (encoding lysine exporter protein) and two TonB-dependent transporter encoding genes ZMO0902 and ZMO0979 (Figure 3A and Supplementary Tables S3-5, S4).

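The MFS transporter ZMO1457 rose by log2 changes of 1.26 (SE 0.16, adjusted p = 2.1e-05) at 60 min of shock and 2.23 (SE 0.19, adjusted p = 1.2e-07) in log phase stress, and the hypothetical protein ZMO2009 by 1.13 (SE 0.13, adjusted p = 5.8e-06) and 1.11 (SE 0.13, adjusted p = 3.9e-06) (n = 3 arrays per group). The TonB-dependent receptor ZMO0902, an importer of the outer membrane, fell by log2 changes of −1.05 (SE 0.09, adjusted p = 4.6e-07) and −1.07 (SE 0.10, adjusted p = 3.0e-07), and ZMO0979, of the same family, by −1.42 (SE 0.16, adjusted p = 7.1e-06) and −1.50 (SE 0.11, adjusted p = 1.2e-08). ZMO1437 fell in stress by −1.54 (SE 0.20, adjusted p = 9.4e-06). Calls near 2-fold were lost for ZMO2009 without fermentor F2 (0.99 in shock and 0.97 in stress) or with slide as a block (0.91 in stress), and for ZMO0902 without F1 (−0.99 in shock) or with quantile normalization (−0.98 in stress).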

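The flagellar basal body genes ZMO0632 (*fliE*) and ZMO0634 (*fliF*) rose in RMX8 by log2 changes of 1.17 (SE 0.07, adjusted p = 1.1e-08) and 1.33 (SE 0.09, adjusted p = 5.9e-08) at 60 min of shock and by 1.23 (SE 0.11, adjusted p = 6.8e-08) and 1.35 (SE 0.12, adjusted p = 1.5e-07) in log phase stress (n = 3 arrays per group). ZMO0055 rose at 60 min by 1.64 (SE 0.44, adjusted p = 9.5e-03). Of the ABC transporter genes, ZMO1848 fell by a log2 change of −2.35 (SE 0.20, adjusted p = 2.6e-07) in shock and −3.96 (SE 0.12, adjusted p = 1.5e-13) in stress, and ZMO1847 by −1.02 (SE 0.14, adjusted p = 4.3e-05) and −1.49 (SE 0.09, adjusted p = 1.1e-09). ZMO1837, annotated as ModD, fell by log2 changes of −1.70 (SE 0.16, adjusted p = 1.3e-06) and −2.53 (SE 0.14, adjusted p = 1.7e-10). The siderophore receptor ZMO1815 fell by log2 changes of −1.52 (SE 0.20, adjusted p = 2.7e-05) and −1.89 (SE 0.11, adjusted p = 2.7e-10), the TonB-dependent receptor ZMO1298 by −1.33 (SE 0.21, adjusted p = 1.9e-04) and −2.91 (SE 0.10, adjusted p = 6.1e-13), and the transporter gene ZMO1378 by −2.45 (SE 0.21, adjusted p = 2.5e-07) and −3.13 (SE 0.10, adjusted p = 3.2e-13). With furfural in log phase ZMO1378 stood at 9.80 to 9.93 in RMX8, which can limit its fall. The *araA*, *araB* and *araD* features averaged at most 9.20 over the stress arrays. The shared features that fell include 21 genes. ZMO0055 lost its call in shock without fermentor F7 (adjusted p = 0.064) or F9 (adjusted p = 0.11), and ZMO1847 stood under 2-fold there without F8 (−0.95).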

While with xylose as the sugar, two genes encoding flagellar assembly (FliE, F < ZMO0632, 4>) and one encoding hypothetical protein (ZMO0055) were up-regulated by furfural in both short-term and long-term experiments, and 20 common down-regulated ones are mostly involved in transportation, such as ZMO1847 and ZMO1848 belonging to ABC transporter, ZMO1837 encoding molybdenum transport protein, ZMO1815 and ZMO1298 annotated as TonB-dependent transporter, and ZMO1378 annotated as ethanolamine transporter (Figure 3C and Supplementary Tables S3-7, S4). The transcriptomic analysis showed that these differentially expressed genetic features shared between the short-term and long-term experiments in RMG8 were different from those in RMX8 (Figures 3A,C). 

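Of the features that rose or fell at least 2-fold in both RMG8 experiments, 0 did so in the same direction in both RMX8 experiments (n = 3 arrays per group). The transporter ZMO1457, shared in RMG8, stood in RMX8 at log2 changes of 0.03 (SE 0.16, adjusted p = 0.92) in shock and −0.02 (SE 0.19, adjusted p = 0.94) in stress, and ZMO2009 at 0.04 (SE 0.13, adjusted p = 0.83) and 0.18 (SE 0.13, adjusted p = 0.27). Of the flagellar genes shared in RMX8, ZMO0632 stood in RMG8 at 0.36 (SE 0.07, adjusted p = 5.8e-04) and −0.02 (SE 0.11, adjusted p = 0.87), and ZMO0634 at 0.34 (SE 0.09, adjusted p = 9.2e-03) and −0.08 (SE 0.12, adjusted p = 0.63). The responses differed between the sugars in stress by −2.25 (adjusted p = 8.5e-06) for ZMO1457, 1.25 (adjusted p = 7.4e-06) for ZMO0632 and 1.43 (adjusted p = 9.1e-06) for ZMO0634. With limma these counts rest on each comparison's 2-fold threshold, and smaller shared changes are not counted.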

Even when the ratio of differentially expressed genetic features dropped to 1.5 folds with more genetic features included, there was only one common chromosomal gene ZMO0130 (encoding acid phosphatase) identified although the number of common ones shared respectively in RMG8 or in RMX8 increased as expected (Figures 3B,D). These results indicated that the effect of sugar played a crucial role on gene expression.

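The acid phosphatase ZMO0130, which frees phosphate from organic esters, fell by log2 changes of −0.57 (SE 0.10, adjusted p = 2.6e-04) in RMG8 and −0.74 (SE 0.10, adjusted p = 3.3e-05) in RMX8 at 60 min of shock and by −2.40 (SE 0.13, adjusted p = 8.0e-10) and −2.69 (SE 0.13, adjusted p = 6.6e-11) in stress (n = 3 arrays per group). Its change in RMG8 shock lay under 1.5-fold (1.48). At 1.5-fold, 25 features rose and 34 fell in both RMG8 experiments, and 45 rose and 83 fell in both RMX8 experiments. In all 4 comparisons together 0 rose and 2 fell at least 1.5-fold, both of them intergenic regions.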

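The glutaredoxin ZMO0573, which reduces disulfides, rose in RMG8 with furfural by a log2 change of 1.08 (SE 0.10, adjusted p = 2.8e-07) and fell in RMX8 by −1.54 (SE 0.10, adjusted p = 2.3e-09) (n = 3 arrays per group). The plasmid gene ZZM4_0111_Contig16 likewise stood at 1.17 (SE 0.25, adjusted p = 1.2e-03) in RMG8 and −1.31 (SE 0.25, adjusted p = 4.1e-04) in RMX8. These were the 2 features that changed at least 2-fold in opposite directions in log phase. The response to furfural in log phase differed between the sugars for 1398 features, of which 242 differed at least 2-fold, 93 higher and 149 lower in RMX8. The furfural left in log phase also differed between the sugars by the paper, and these cannot be told apart. With slide as a block ZMO0573 stood under 2-fold in RMG8 (0.98). From the different shared features in the 2 sugars, the paper concludes that sugar played a crucial role in gene expression.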

#### The Correlation Between Microarray and Directional mRNA-Seq

The breakthrough on next-generation sequencing technique development has opened the door for transcriptomic architecture investigation which cannot be achieved through traditional chip-based microarray technique. To explore the application of NGS-based mRNA-Seq on transcriptomics study, four samples from furfural shock time course experiment were selected including two samples before furfural shock at 0 min (control) and two samples at 15 min post-shock (treatment) from RMG fermentation experiment.

To fulfill the purpose of exploring mRNA-Seq technique and generating other transcriptomic information, the directional mRNA-Seq using Illumina Hiseq2000 was carried out with two control samples in one lane and two furfural-shocked samples in another lane. More than 40 million reads were generated for each sample with the length of 50-bp for each read, which has an average 1,000 times coverage of the whole 8b genome. The quality of mRNA-Seq results was checked using FastQC software and then imported into CLC Genomics Workbench 4.7 for RNA-Seq analysis to generate RPKM (reads mapping to the genome per kilobase of transcript per million reads sequenced) values for each genetic feature. The RPKM values of all genetic features of each individual sample were then imported into JMP Genomics 5.1 for statistical analysis. The quality control analysis indicated that there are good correlations among these biological replicates with *r* value greater than 0.97 (Supplementary Figure S6).

To examine the correlations between microarray and mRNA-Seq to replace microarray in the future study which can provide more information than that of microarray, same total RNA samples were used for both microarray and mRNA-Seq experiments, log_2_-based gene expression value differences between the control (log phase samples before furfural shock: F1_0min and F2_0min) and treatment of 15 min post furfural shock (F1_15min and F2_15min) through microarray or mRNA-Seq were plotted against each other. When the values of all 1723 genetic features were used, the correlation between microarray and mRNA-Seq has a correlation number of 0.75, and the correlation increased to 0.84 when only the statistically significant data for 553 genetic features were used (Supplementary Table S5 and Figure 4), indicating the good correlation between these two transcriptomic platforms.

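Over the 553 features of the paper's mRNA-Seq table, log2 changes in RMG8 at 15 min computed here from the arrays of fermentors F1 and F2 correlated with the paper's reported mRNA-Seq changes at r = 0.83 (Spearman's rho 0.83). With fermentors F1 to F3 both were 0.84, and single fermentors gave 0.81, 0.81 and 0.85. The direction was the same for 489 of the 553 features. By array intensity, r was 0.83 among the 185 dimmest, 0.92 among the 184 intermediate and 0.91 among the 184 brightest features. The slope of array on mRNA-Seq changes was 0.77 (bootstrap SD 0.04), 0.70 (0.02) and 0.42 (0.02) in these groups. The paper's reported mRNA-Seq changes reached from −1.71 to 2.20 and those of the arrays from −1.26 to 2.23. These correlations are across features, which are not independent replicates, and the features were chosen by the study for their significance. From its correlations the paper concludes that the 2 platforms correlate well.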

**FIGURE 4:**
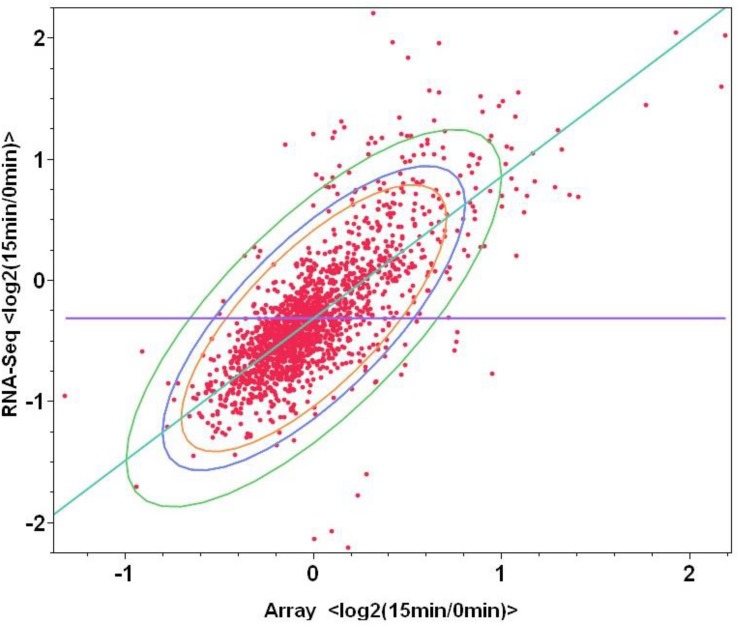
Correlations between two transcriptomic approaches of microarray and mRNA-Seq for the genetic feature changes in response to furfural shock. The *X*-axis and *Y*-axis are the log_2_-based gene expression differences after 15 min post furfural shock using microarray and RNA-Seq respectively.

#### Improvement of Transcriptomic Architecture and Potential Application for Strain Improvement by RNA-Seq Data Mining

The directional mRNA-Seq can provide the reads number of each annotated genetic features representing the genetic expression level as what microarray does, since the data with good correlation and higher linear range with microarray data (Figure 4). More importantly, the directional mRNA-Seq can indicate the orientation of each transcript and therefore can be applied for annotation verification and identify novel ones without any previous annotation information (Supplementary Figures S7A,B). It can also help identify the transcription start site (TSS) (Supplementary Figure S7A), confirm the operon prediction (Supplementary Figure S7C), and potentially assign the function to novel transcript and hypothetical genes (Supplementary Figure S7D), which account for nearly one-third of all ORFs playing important roles in metabolism and stress responses and have been identified to be significantly differentially expressed in various experiment conditions for many microorganisms. Additionally, using the expression level of *xylAB* operon under strong promoter P*gap* as a reference, we can also identify the promoters with different strength (Supplementary Figures S7C,D), which can help future metabolic engineering practices to provide biological parts.

#### Characterization of Potential Furfural Responsive Genes Through Genetic Studies

Sulfur assimilation contributes to acetate tolerance and ethanol stress response in *Z. mobilis* (Yang et al., 2013; Mohagheghi et al., 2014). In the present study, several sulfur assimilation-related genes were up-regulated in the presence of furfural, especially in RMG8 medium. For example, all genes involved in cysteine synthesis (ZMO0003-9 and ZMO0748) and two ABC transporter involved in sulfonate import (ZMO1261-2) were up-regulated by furfural in RMG8 in the long-term stress response (Supplementary Table S4). Moreover, ZMO0004-5 and ZMO0008 were also observed up-regulated in response to furfural in the short-term shock experiment (Supplementary Table S3-1). 

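In RMG8 at 15 min, 1 of the 10 genes of sulfate and cysteine assimilation was higher, also adjusted over the list alone (camera, adjusted p = 0.042, and adjusted p = 0.92 with an estimated correlation), the cysteine synthase ZMO0748 at a log2 change of 0.88 (SE 0.13, adjusted p = 1.1e-04) (n = 3 arrays per group). At 60 min 8 were higher in RMG8, also adjusted over the list alone (camera, adjusted p = 4.7e-03, and adjusted p = 0.92 with an estimated correlation), with ZMO0748 at 0.69 (SE 0.13) and CysC (ZMO0003) at 0.62 (SE 0.18). In RMX8 the list did not pass camera at 15 min (adjusted p = 0.99), and 7 were higher at 60 min, or 8 adjusted over the list alone (camera, adjusted p = 3.7e-03, and adjusted p = 0.92 with an estimated correlation), with ZMO0003 at 0.86 (SE 0.18) and ZMO0748 at 0.48 (SE 0.13). In RMX8 log phase stress 1 was higher, ZMO0006 (0.42, SE 0.17, adjusted p = 0.045), and 1 was lower, CysH (ZMO0007, −0.66, SE 0.08, adjusted p = 5.4e-06), or 0 and 1 adjusted over the list alone (adjusted p = 0.99 by camera). Since the study chose the list on these samples, these counts are not independent evidence, and the call at 15 min in RMG8 was lost with slide as a block (adjusted p = 0.054).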

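The response to furfural in log phase was smaller in RMX8 than in RMG8 for the genes of cysteine synthesis (n = 3 arrays per group). By the paper less furfural was left in RMX8 at that phase, which cannot be told apart from the sugar. For CysD (ZMO0005) the log2 difference was −2.20 (SE 0.18, adjusted p = 1.3e-07), for ZMO0006 −1.96 (SE 0.24, adjusted p = 7.6e-06), for CysH (ZMO0007) −1.92 (SE 0.12, adjusted p = 5.0e-09) and for CysC (ZMO0003) −1.74 (SE 0.18, adjusted p = 1.4e-06). CysN (ZMO0004) differed by −1.74 (SE 0.20, adjusted p = 4.3e-06), and the sulfonate importer genes ZMO1261 and ZMO1262 by −1.25 (SE 0.28, adjusted p = 1.9e-03) and −1.11 (SE 0.22, adjusted p = 7.7e-04).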

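CysN (ZMO0004), which binds GTP in sulfate activation, rose 60 min after furfural by a log2 change of 1.01 (SE 0.30, adjusted p = 0.013) in RMG8 and 0.98 (SE 0.30, adjusted p = 0.019) in RMX8 (n = 3 arrays per group). CysI (ZMO0008), which reduces sulfite to sulfide, rose by 0.84 (SE 0.22, adjusted p = 6.8e-03) and 1.15 (SE 0.22, adjusted p = 1.0e-03). In RMG8 ZMO0004 lost its call without fermentor F1 (adjusted p = 0.052) or F3 (adjusted p = 0.063), and in RMX8 ZMO0008 stood under 2-fold without F7 (0.97).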

Previous studies in *E. coli* and *S. cerevisiae* showed that many genes involved in sulfur assimilation into cysteine and methionine were up-regulated by furfural and exogenous addition of these two amino acids increased the inhibitor tolerance to furfural (Miller et al., 2009; Kanna and Matsumura, 2015). Thus, we investigated the effect of over-expression of an operon ZMO0003-0006 on furfural tolerance. In addition, ZMO0465 (*tpi*, triosephosphate isomerase) and ZMO0503 (glycosyl transferase family 2) were up-regulated with furfural stress when either glucose or xylose was used as the carbon source (Supplementary Table S4). These genes were then selected for genetics studies to investigate their roles on furfural tolerance.

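ZMO0465, the triosephosphate isomerase of glycolysis, stood with furfural in log phase at a log2 change of 0.14 (SE 0.08, adjusted p = 0.15) in RMG8 and −0.02 (SE 0.08, adjusted p = 0.82) in RMX8 (n = 3 arrays per group). The glycosyl transferase ZMO0503 stood at 0.08 (SE 0.10, adjusted p = 0.55) in RMG8 and was higher in RMX8 by 0.43 (SE 0.10, adjusted p = 2.8e-03). None of the 4 changes reached 1.5-fold.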

Genes ZMO0465 and ZMO0503 as well as the operon ZMO0003-0006 were cloned into the pJL130-Sp plasmid, resulting in three constructs of pJL-13, pJL-14, and pJL-19 respectively, which were then electroporated into *Z. mobilis* after Sanger sequencing confirmation. Two recombinant strains were then obtained and further sequencing confirmed, which are 8b (pJL-13) and 8b (pJL-19) to over-express ZMO0465 and ZMO0003-0006 respectively. In addition, empty vector pJL130Sp was electroporated int 8b background and sequencing confirmed, which will be used as control strain for further genetics characterization. However, ZMO0503 can only be expressed within an *E. coli* background, but was apparently lethal when introduced into *Z. mobilis* since no transformants were obtained with a few times of electroporation experiments.

The furfural tolerance capability of these strains was evaluated in RMG medium containing classical hydrolyzate inhibitors of furfural and acetate as well as its combination. Compared with the control strain 8b (pJL) containing the empty vector pJL130Sp, 8b (pJL-13) and 8b (pJL-19) grew similarly with 8b (pJL) in RMG without any inhibitory compounds of furfural or acetate supplemented (Figure 5A). The growth of all strains became slow with the supplementation of either furfural (Figure 5B) or acetate (Figure 5C), but the impact of furfural and acetate was slightly different though. The lag phase of all strains increased and their final OD_600 nm_ values were higher with the addition of furfural (Figure 5B), while the final OD_600 nm_ values were greatly affected despite that the lag phase of these strains were only affected slightly with the supplementation of acetate (Figure 5C). The growth of all strains in medium with the supplementation of both acetate (12 g/L) and furfural (2 g/L) dramatically affected in terms of both extended lag phase time and decreased final OD_600 nm_ values (Figure 5D).

**FIGURE 5:**
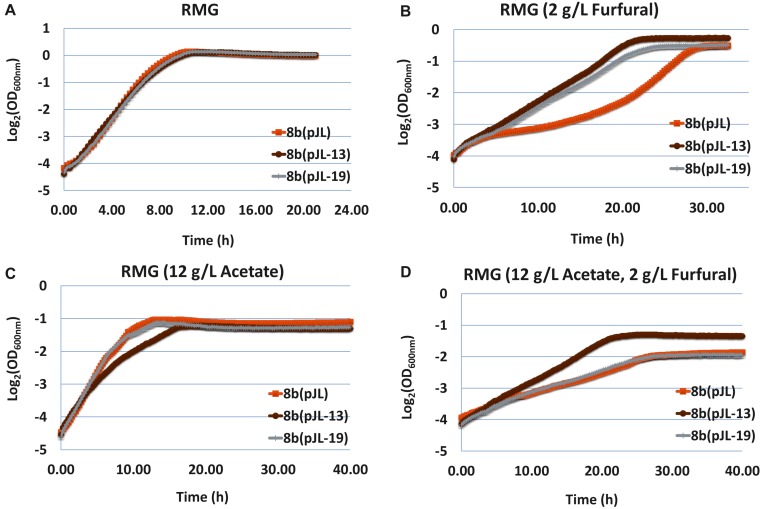
The growth of 8b (pJL) containing empty vector pJL130Sp as control and 8b derivative strains of 8b (pJL-13) and 8b (pJL-10) containing plasmid pJL-13 or pJL-19 to express operon ZMO0003-6 or ZMO0465 with its native promoter, respectively. The growth was monitored using Bioscreen C in RMG5 medium at 33°C **(A)**. Other conditions included RMG5 with the supplementation of 2 g/L furfural **(B)**, 12 g/L acetate **(C)**, as well as both 2 g/L furfural and 12 g/L acetate **(D)**. More than two independent experiments were performed with similar results, and triplicate was used in each experiment. Spectinomycin at a final concentration of 100 μg/mL was added into the media.

Recombinant strains containing plasmids to express ZMO0465 or ZMO0003-0006 grew better than the control strain containing empty vector pJL130Sp with the supplementation of furfural (Figure 5B). 8b (pJL-19) containing plasmid to express ZMO0003-0006 performed similarly to the control strain 8b (pJL) with the supplementation of acetate or the combination of acetate and furfural (Figures 5C,D). Interestingly, although the growth of 8b (pJL-13) containing plasmid to express ZMO0465 decreased in RMG with the supplementation of acetate, 8b (pJL-13) grew better than the control strain 8b (pJL) when both furfural and acetate were added into the medium. Since ZMO0465 cloned into pJL130SP for ZMO0465 expression involves in glycolysis for energy metabolism, the different growth patterns associated with 8b (pJL-13) and 8b (pJL-19) compared with the control strain 8b (pJL) indicated that these genes play different roles in cellular metabolisms and inhibitor tolerance, and the impact of different inhibitors in the cellulosic hydrolyzate was also different on microbial physiology (Figure 5).

## Discussion

Physiological experiments in both RMG8 and RMX8 showed that the presence of furfural severely inhibited the cell growth of 8b, leading to the decreased sugar consumption and ethanol production (Figure 1). In order to unravel the mechanism underlying these observations, the transcriptomic data of genes involved in metabolic pathways including xylose metabolism, glycolysis, and ethanol fermentation in *Z. mobilis* 8b were firstly investigated for xylose and furfural response in both furfural shock and furfural stress conditions (Supplementary Table S5).

Consistent with our previous acetate stress response transcriptomic study (Mohagheghi et al., 2014), xylose as the sole carbon source is a stressor for 8b which could cause the acetate accumulation leading to the buildup of NADH reducing equivalents and redox imbalance. Comparing cells grown in RMX8 versus RMG8 without furfural supplementation, aldehyde dehydrogenase SsdA encoded by ZMO1754, which catalyzes the conversion of acetaldehyde to acetate, was up-regulated 4 folds, and an iron-containing group III alcohol dehydrogenase (AdhA) encoded by ZMO1236 involving in oxidization of ethanol into acetaldehyde (Kalnenieks et al., 2002; Kalnenieks et al., 2006) was also up-regulated about threefolds (Supplementary Tables S5-1, S5-2). In addition, the excessive buildup of NADH in RMX8 could drive the reaction of xylose conversion toward the accumulation of xylitol, with two reductase genes ZMO0976 and ZMO1984 proposed to convert xylose to xylitol up-regulated with at least twofold changes (Agrawal and Chen, 2011).

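Before furfural was added, the aldehyde dehydrogenase ZMO1754 was higher in RMX8 than in RMG8 by a log2 difference of 2.21 (SE 0.14, adjusted p = 1.4e-09), or 4.62-fold, and the alcohol dehydrogenase ZMO1236 by 1.44 (SE 0.12, adjusted p = 2.9e-08), or 2.71-fold (n = 3 arrays per group). Furfural moved ZMO1754 at 15 min by 1.06 (SE 0.14, adjusted p = 3.8e-05) in RMG8 and 0.02 (SE 0.14, adjusted p = 0.94) in RMX8, and without fermentor F3 its change in RMG8 stood under 2-fold (0.95).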

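The aldo/keto reductase ZMO0976 was higher in RMX8 than in RMG8 at 0 min by a log2 difference of 1.38 (SE 0.10, adjusted p = 9.9e-09), and ZMO1984, of the same family, by 1.13 (SE 0.18, adjusted p = 4.4e-05) (n = 3 arrays per group). Of 6 genes listed for xylose degradation, 4 were higher and 2 were lower, also adjusted over the list alone, and 3 were higher by at least 2-fold (adjusted p = 0.2 by camera). The list holds a sugar transporter and oxidoreductases, and leaves out *xylA*, *xylB*, *talB* and *tktA*. The members lower in RMX8 were the sugar transporter ZMO0293 (−0.35, SE 0.09) and the oxidoreductase ZMO0689 (−0.28, SE 0.09). ZMO0689 turned to the other direction with array median normalization (0.05), and without fermentor F3 ZMO1984 stood under 2-fold (0.91).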

However, when furfural was supplemented in RMX8 or RMG8, even the obvious inhibition has been observed in the physiological responses, almost all genes involved in sugar metabolism were shown to be subtly up-regulated as expected but at levels not considered significant, whether in the short-term shock response (Supplementary Table S5-1) or in the long-term stress response (Supplementary Table S5-2). 

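Genes of glycolysis and ethanol fermentation were lower 60 min after furfural in RMX8: 21 of 30 fell and 2 rose, or 23 and 2 adjusted over the list alone, all by less than 2-fold (camera, adjusted p = 2.3e-06, and adjusted p = 0.81 with an estimated correlation). The phosphoglyceromutase ZMO1240 fell by a log2 change of −0.66 (SE 0.09, adjusted p = 3.2e-05), the enolase ZMO1608 by −0.59 (SE 0.07, adjusted p = 5.3e-06) and the phosphoglycerate kinase ZMO0178 by −0.41 (SE 0.08, adjusted p = 1.5e-03) (n = 3 arrays per group). In RMG8, 4 were higher and 3 lower at 15 min, also adjusted over the list alone (adjusted p = 0.78 by camera), and 4 were higher and 11 lower at 60 min, or 5 and 11 adjusted over the list alone (adjusted p = 0.28). In RMX8 at 15 min 3 were higher and 3 lower, or 3 and 4 adjusted over the list alone (adjusted p = 0.1). With furfural in log phase 4 were higher and 5 lower in RMG8, also adjusted over the list alone (adjusted p = 0.73), and 4 were higher and 14 lower in RMX8, also adjusted over the list alone (camera, adjusted p = 0.038, and adjusted p = 0.92 with an estimated correlation). The members that fell at least 2-fold in RMX8 stress were the aconitase ZMO0543 (−1.83, SE 0.07, adjusted p = 1.7e-12) and the isocitrate dehydrogenase ZMO0544 (−1.26, SE 0.09, adjusted p = 3.6e-09), enzymes of the tricarboxylic acid cycle and not of glycolysis. Of the 6 xylose degradation genes, 3 were higher and 2 lower in RMG8 at 60 min (adjusted p = 0.69), and 2 were higher and 4 lower in RMX8 (adjusted p = 0.26), also adjusted over the list alone. The median and the mean of the glycolysis list differed in sign in RMG8 at 15 min (−0.07 and 0.02).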

A similar phenomenon has also been observed for *Z. mobilis* grown with exogenous furfural or ethanol supplementation (He et al., 2012a, b). Actually, previous study have identified that furfural could directly act on key enzymes of glycolysis and ethanol production, like pyruvate dehydrogenase (PDH) and alcohol dehydrogenase (ADH) by a non-competitive inhibition and competitive inhibition respectively (Modig et al., 2002). In addition, as shown in Figures 1C,D for furfural stress responses, the lower concentration of furfural in RMG8 (0.75 g/L) or RMX8 (0 g/L) in the log phase may also help elucidate its subtle negative effects on sugar metabolic pathway.

Studies for *E. coli* and *S. cerevisiae* showed that furfural can be converted into less toxic furfuryl alcohol by multiple NADH- and/or NADPH-dependent oxidoreductases, which actually is the primary step to eliminate its toxic effect on microbes (Liu et al., 2008; Miller et al., 2009). This principle is suitable for *Z. mobilis* strains (Franden et al., 2009), and some oxidoreductase genes were also identified in our present study to be differentially expressed by furfural which are supposed to be responsible for the inhibitor reduction conversion (Supplementary Table S5). For example, ZMO1696, encoding zinc-binding alcohol dehydrogenase which has been reported to be induced by phenolic aldehydes in *Z. mobili*s (Yi et al., 2015), kept up-regulated with more than 1.5-fold changes from 15 to 60 min after furfural shock in both RMG8 and RMX8 media (Supplementary Table S5-1). 

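ZMO1696 rose in RMG8 by log2 changes of 1.16 (SE 0.12, adjusted p = 7.3e-06) at 15 min and 0.92 (SE 0.12, adjusted p = 3.2e-05) at 60 min after furfural (n = 3 arrays per group). In RMX8 it rose by 0.78 (SE 0.12, adjusted p = 9.6e-04) and 0.74 (SE 0.12, adjusted p = 3.0e-04). Its response did not differ detectably between the sugars at 60 min, with a difference of −0.17 (SE 0.18, adjusted p = 0.47).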

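ZMO1984, an aldo/keto reductase, rose in RMG8 by log2 changes of 0.87 (SE 0.18, adjusted p = 2.1e-03) at 15 min and 1.23 (SE 0.18, adjusted p = 7.0e-05) at 60 min after furfural (n = 3 arrays per group). In RMX8 it rose by 0.78 (SE 0.18, adjusted p = 9.5e-03) and 0.88 (SE 0.18, adjusted p = 1.7e-03). Another aldo/keto reductase, ZMO1673, fell at 60 min in RMX8 by −0.59 (SE 0.11, adjusted p = 6.4e-04).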

A similar up-regulation was detected for the aldo/keto reductase gene ZMO1984.

However, both the ZMO1696 and ZMO1984 were observed to be induced by xylose when 8b cells grown in RMX8 versus RMG8 without furfural supplementation. 

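At 0 min ZMO1696, a zinc-binding alcohol dehydrogenase, was higher in RMX8 than in RMG8 by a log2 difference of 2.03 (SE 0.12, adjusted p = 1.2e-09), a fold difference of 4.08 (n = 3 arrays per group). In log phase with furfural it stood at 0.72 (SE 0.10, adjusted p = 2.4e-05) in RMG8 and −0.38 (SE 0.10, adjusted p = 5.2e-03) in RMX8.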

The result indicated that these furfural responsive oxidoreductase genes are non-specific, and 8b cells can regulate these non-specific genes promptly to degrade toxic furfural to alleviate its inhibitory effect. Although we have identified some genes supposed to be responsible for furfural degradation, some other oxidoreductase genes, such as ZMO0976 and ZMO1771, which have been confirmed to be able to catalyze furfural reduction by enzymatic assay, were not differentially expressed in this study (Agrawal and Chen, 2011; Wang et al., 2017). Thus, future works need to be performed by expression and knockout of these genes to further examine the relationship between the differentially expressed genes and furfural detoxification.

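ZMO0976 stood in RMG8 at log2 changes of 0.50 (SE 0.10, adjusted p = 2.0e-03) at 15 min and −0.19 (SE 0.10, adjusted p = 0.14) at 60 min after furfural, and in RMX8 at 0.05 (SE 0.10, adjusted p = 0.79) and −0.30 (SE 0.10, adjusted p = 0.033) (n = 3 arrays per group). In log phase stress it stood at 0.18 (SE 0.16, adjusted p = 0.38) in RMG8 and −0.20 (SE 0.16, adjusted p = 0.31) in RMX8. The iron-containing alcohol dehydrogenase ZMO1771 stood at −0.11 (SE 0.07, adjusted p = 0.25) in RMG8 and −0.29 (SE 0.07, adjusted p = 7.9e-03) in RMX8 at 60 min, and at 0.42 (SE 0.09, adjusted p = 8.7e-04) and −0.06 (SE 0.09, adjusted p = 0.6) in stress. None of these changes reached 1.5-fold.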

Our previous studies indicated that furfural resistance of *Z. mobilis* was increased in knockout mutants of either one of the ZMO0282, ZMO0283, and ZMO0285 genes encoding the RND efflux pump (Yang et al., 2014). 

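The RND pump gene ZMO0283 rose in RMG8 by log2 changes of 0.67 (SE 0.09, adjusted p = 6.3e-05) at 15 min and 0.96 (SE 0.09, adjusted p = 1.2e-06) at 60 min after furfural, and in RMX8 by 0.72 (SE 0.09, adjusted p = 1.7e-04) and 1.07 (SE 0.09, adjusted p = 2.9e-07) (n = 3 arrays per group). The outer membrane lipoprotein ZMO0285 of the same pump rose in RMX8 at 15 min by 0.78 (SE 0.08, adjusted p = 8.3e-06). ZMO0282, the membrane fusion protein of the pump, stood at 0.14 (SE 0.09, adjusted p = 0.2) in RMG8 and 0.09 (SE 0.09, adjusted p = 0.5) in RMX8 at 60 min. In RMX8 at 60 min ZMO0283 stood under 2-fold with quantile normalization (0.98) or without fermentor F8 (0.94).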

ZMO0285 was reported to be downregulated 24 h post furfural stress (He et al., 2012b), and our study also indicated that ZMO0285 and ZMO0283 were down-regulated post furfural shock when either glucose or xylose was used as the carbon source (Supplementary Table S2). Since ZMO0964-0966 are paralogs of ZMO0282-0285, and ZMO0964 was similarly upregulated by furfural shock (Supplementary Table S2), it will be interesting to investigate the role of efflux pump on furfural tolerance. It was suggested that ZMO0281 and ZO0963 encoding TetR family transcriptional regulators controlling the efflux pump ZMO0281-0285 and ZMO0964-0966 respectively. In addition, the Blast result indicated that besides ZMO0281 and ZMO0963, another potential TetR family transcriptional regulator could be ZMO1547, although there is no adjacent efflux pump system associated with it. 

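ZMO0964, the outer membrane lipoprotein of an RND pump, stood in RMG8 at log2 changes of 0.25 (SE 0.10, adjusted p = 0.075) at 15 min and 0.35 (SE 0.10, adjusted p = 0.011) at 60 min (n = 3 arrays per group). In RMX8 it rose by 0.78 (SE 0.10, adjusted p = 2.0e-04) and 1.13 (SE 0.10, adjusted p = 4.9e-07), and its response at 60 min was larger there by 0.78 (SE 0.14, adjusted p = 5.2e-04). Without fermentor F8 it stood under 2-fold at 60 min (0.96).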

ZMO1547 can also be selected for further genetic studies.

In addition, other proteins involved in stress responses, including the unfolded protein response, oxidative stress, DNA damage and nutrient starvation, were also differentially expressed by furfural supplementation under different conditions. SUF system encoding genes ZMO0425-8 were up-regulated in RMG8 and RMX8 at 15 min after furfural shock, which are involved in FeS assembly and protect cells from oxidative stress caused by furfural (Lee et al., 2008; Jang and Imlay, 2010). 

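In RMX8 at 15 min, the SufC ATPase ZMO0425 rose by a log2 change of 0.67 (SE 0.06, adjusted p = 4.4e-06) and the SUF protein ZMO0428 by 0.42 (SE 0.14, adjusted p = 0.047), both under 2-fold (n = 3 arrays per group). Of the 7 genes listed for SUF iron-sulfur cluster assembly, 4 were higher, or 5 higher and 1 lower adjusted over the list alone, and 2 rose at least 2-fold (camera, adjusted p = 3.4e-04, and adjusted p = 0.64 with an estimated correlation). At 60 min 3 were higher and 1 was lower, or 3 and 2 adjusted over the list alone (adjusted p = 0.45 by camera). The study chose this list on these samples, so that its counts are not independent evidence.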

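In RMG8 the Clp ATPase ZMO0405 rose by log2 changes of 0.57 (SE 0.12, adjusted p = 1.9e-03) at 15 min and 1.25 (SE 0.12, adjusted p = 1.1e-06) at 60 min after furfural (n = 3 arrays per group). In RMX8 ZMO0405 stood at 0.08 (SE 0.12, adjusted p = 0.67) and ZMO1424, the ClpB chaperone, at −0.17 (SE 0.11, adjusted p = 0.26) at 60 min. The response of ZMO1424 at 60 min differed between the sugars by −1.41 (SE 0.16, adjusted p = 1.1e-05), and that of ZMO0405 by −1.18 (SE 0.16, adjusted p = 6.0e-05).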

ATP-dependent Clp protease encoding genes ZMO0405 (*clpA*) and ZMO1424 (*clpB*) kept up-regulated in RMG8 after furfural shock and contributed to degrading abnormal and damaged proteins resulted from furfural supplementation (Ambro et al., 2012). 

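In log phase stress, ZMO1588 rose by a log2 change of 1.05 (SE 0.09, adjusted p = 1.2e-07) in RMG8 and 0.84 (SE 0.09, adjusted p = 1.3e-06) in RMX8 (n = 3 arrays per group). At 60 min of shock its response was larger in RMG8 than in RMX8, with a difference of −1.39 (SE 0.21, adjusted p = 1.0e-04). UvrB (ZMO0362) stood in stress at −0.02 (SE 0.09, adjusted p = 0.85) in RMG8 and −0.80 (SE 0.09, adjusted p = 1.4e-06) in RMX8. Without fermentor F6, ZMO1588 stood under 2-fold in RMG8 stress (0.98).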

Nucleotide repair system UvrABC-related gene ZMO1588 (*uvrA*) was observed to be up-regulated in RMG8 both in furfural shock and furfural stress responses and its up-regulation will help repair the damaged DNA and proteins to ensure normal cellular function. Transcriptomic analyses confirmed that the general stress responses are crucial for furfural tolerance.

Our study also suggested that although transcriptomics analysis itself can be a powerful strategy to help identify candidate genes for genetics studies and to understand the global gene responses especially for microorganisms without established genetics system(s), classical genetics study is essential and should be included to verify the association of genotypic changes with phenotypic differences such as the relationship between the physiological responses of *Z. mobilis* to furfural and differentially expressed genes at different time points in this study. Although our study showed that the expression of an extra copy of ZMO0465 and cysteine synthase operon ZMO0003-0006 driven by its native promoter in a shuttle plasmid enhanced the furfural tolerance of 8b (Figure 5), which is consistent with previous study that up-regulation of genes involved in sulfur assimilation into cysteine and methionine increased the inhibitor tolerance to furfural (Miller et al., 2009; Kanna and Matsumura, 2015). Considering the fact that only a few gene targets that have been investigated, hypotheses related to other candidate genes are still needed to be evaluated, which is however time-consuming and probably impossible to achieve the goal in a short time using the classical genetics approaches since hundreds of gene targets and their combination need to be investigated. Therefore, advanced approaches such as CRISPRi/a for massive genetics study are needed to help elucidate the association of genotypic changes with phenotypic differences efficiently and effectively.

In summary, the physiological responses of a xylose utilization recombinant strain *Z. mobilis* 8b to short-term furfural shock and long-term furfural stress with both glucose and xylose as substrate were investigated in this study, and the presence of furfural reduced the cell growth, substrate utilization and ethanol production of 8b. The transcriptomic profiles of furfural shock and stress responses indicated that the molecular response of 8b to furfural was dynamic and complicate, and different genetic features were involved in the short-term shock and long-term stress responses. Several gene candidates have been identified and genetic studies indicated that expression of ZMO0465 and cysteine synthase operon ZMO0003-0006 driven by its native promoter in a shuttle plasmid enhanced the furfural tolerance of 8b, although further studies are still needed to explore the furfural tolerance mechanism and improve the strain inhibitor tolerance capability. In addition, different transcriptomics platforms of chip-based microarray and NGS-based directional mRNA-Seq have been explored and compared with good correlations with mRNA-Seq providing more information on transcriptional architecture.

## Materials and Methods

### Bacterial Strain and Growth Conditions

*Zymomonas mobilis* 8b was revived from frozen glycerol stocks in 10 mL RMG2 (2% glucose, 10 g/L yeast extract, 2 g/L KH_2_PO_4_) at 33°C for about 6∼8 h prior to inoculating overnight seed cultures at 33°C at 120 rpm in RMG5 (5% glucose) using shake flasks filled to 80% capacity. When the glucose concentration reached 20∼40 g/L, cells were spun down at 3,840 × *g* for 10 min at room temperature (RT) and resuspended in either RMG8 (8% glucose) or RMX8 (8% xylose) at a 10-fold concentration and used as inocula for fermentation studies.

### Plasmid Constructs for Candidate Gene Expression

The shuttle vector pJL130-Spec (Supplementary Figure S8) was used to investigate the effect of expressing candidate gene with its native promoter, which has been deposited into Genbank with the accession number of MN723559. The *Ptac* promoter and gene encoding Evoglow protein was replaced by candidate gene or operon with its native promoter. The primer sets used to PCR candidate gene/operon with its native promoters are: ZM0003_CF (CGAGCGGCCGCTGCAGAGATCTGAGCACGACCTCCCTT ATCA) and ZM0003_CR (AGCGGCCGCGAATTCGGTACCAA TGACTGGATCCGCTTGTC) for the operon of ZMO0003-6 and its native promoter with an expected 4966-bp PCR product; ZM0465_CF (CGAGCGGCCGCTGCAG AGATCTAAGCCGTTTTTGGTCATACG) and ZM0465_CR (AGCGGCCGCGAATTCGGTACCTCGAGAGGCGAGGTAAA CAG) for gene ZMO0465 and its native promoter with an expected 1565-bp PCR product; ZM0503_CF (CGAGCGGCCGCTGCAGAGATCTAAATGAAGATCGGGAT GCAG) and ZM0503_CR (AGCGGCCGCGAATTCGGTACCC GATAATCATGGCTTCAGCA) for gene ZMO0503 and its native promoter with an expected 1130-bp PCR product. The underline nucleotides containing restriction enzyme sites of *Not*I-*Pst*I-*Bgl*II for CF primers, and *Not*I-*Eco*RI-*Kpn*I for CR primers. Two primer sets were also designed for colony PCR and Sanger sequencing verification, which are 130_SF (GGGGCGCGCCATAACTTCGT) and 130_SR (AGCACAAGTTTTATCCGGCC), 130_SF2 (TCACCAGCTCACCGTCTTTC) and 130_SR2 (CCTGATG AATGCTCATCCGG). The schemes of the genetic fragments as well as details of the promoter regions of above three constructs were illustrated in Supplementary Figure S9. Promoter was predicted using the online server BPROM^1^. Genbank accession numbers for the *Z. mobilis* 8b genome used in this study are: CP023682.1 for chromosome, and CP023683.1, CP023684.1, CP023685.1, CP023686.1 for four native plasmids respectively.

NEB C2925 competent cells (NEB, Ipswich, MA, United States) were used for *E. coli* transformation, and transformants were confirmed by colony PCR using the primers of 130_SF/SR. The gene-specific primers were used to confirm that the targeted genes were cloned into the vector. Colonies showing the expected PCR bands were inoculated into LB broth supplemented with 50 μg/mL spectinomycin overnight and the plasmids were extracted and confirmed by PCR, restriction digestion, and Sanger sequencing.

### Electroporation Transformation

*Zymomonas mobilis* 8b cells were transformed with different plasmids by electroporation (Bio-Rad Gene Pulser, 0.1-cm gap cuvettes, 1.6 kV, 200 ohms, 25 μF). After electroporation, 1-mL RM medium was added to the electroporation mixture and cells were revived at 30°C for 3∼5 h. The revived culture was plated on RMG2 agar plates containing 100 μg/mL spectinomycin, and then incubated at 30°C for 2∼3 days. Transformants with expected PCR product size that were screened by colony PCR were then further confirmed by Sanger sequencing.

Electrocompetent *Z. mobilis* 8b cells were prepared by centrifuging cells from cultures that had reached an OD_600 nm_ value about 0.4∼0.6. Cell pellets were washed once in ice-cold sterile water, re-centrifuged, and washed twice in 10% glycerol. These pellets were resuspended in 10% glycerol at a concentration approximately 1,000-fold higher than that of the starting culture. Competent cells were stored at −80°C as small aliquots for later use.

### Bioscreen C Growth Assays

*Zymomonas mobilis* was revived from frozen glycerol stocks for 6∼8 h in 10 mL of RMG2 (2% glucose) at 33°C. Bioscreen C assays were carried out as described previously (Franden et al., 2009). Cells were inoculated into Bioscreen C wells containing a total volume of 300 μL and incubated without shaking at 33°C at an initial OD_600 nm_ value of 0.05 (approximately 5 × 10^6^ cells/mL). Turbidity measurements (OD_420__–__580 nm_) were taken every 10 min for up to 48 h.

### Controlled Batch Fermentations

Fermentations were performed in BioStat-Q Plus fermentors (Sartorius Stedim Biotech, France) using *Z. mobilis* 8b at 300-mL working volumes. RMG8 or RMX8 media were used for fermentation. The fermentors were inoculated at an initial OD_600 nm_ unit of 0.1. The fermentation was conducted at 30°C, 150 rpm, pH 6.0 with 2 N KOH for pH control. Fermentors were sparged with filter-sterilized nitrogen gas prior to fermentation. Samples were harvested during fermentation at different time points for transcriptomics study and HPLC analyses as described previously (Yang et al., 2009b). The details of experimental design including media, furfural concentration and sampling time points were listed in Table 1.

### High Performance Liquid Chromatography (HPLC)

Concentration of furfural, glucose, xylose, acetate, and ethanol were determined by HPLC from 0.2 μm-filtered samples taken at different time points during fermentation using Agilent1100 series HPLC (Agilent, CA). BioRad HPX-87H organic acids column and Cation H^+^ guard cartridge (Bio-Rad, CA) were used in this study with an operation temperature of 55°C. A refractive index detector (RID) was used for compound detection. Dilute sulfuric acid (0.01 N) was used as the isocratic mobile phase at a flow rate of 0.6 mL/min, following published procedures (Chen et al., 2016).

### RNA Extraction and ds-cDNA Synthesis

Total RNA was isolated from the cell pellet resuspended in TRIzol reagent (Invitrogen, CA) as described previously (Yang et al., 2009b). Briefly, RNase-free DNase I (Ambion, Austin, TX, United States) was used for each total RNA sample to digest residual genomic DNA, total RNA was subsequently purified using the RNeasy Mini Kit (Qiagen, CA). NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, DE, United States) was used to quantify the total cellular RNA, and Agilent Bioanalyzer (Agilent, CA) was used to assess RNA quality. Purified RNA with high quality was then used as the template to generate ds-cDNA using Invitrogen ds-cDNA synthesis kit (Invitrogen, CA).

### Microarray Sample Labeling, Hybridization, Scan, and Statistical Analysis of Array Data

Ds-cDNA labeling, hybridization, wash, and scan followed the NimbleGen protocols. A 12-bay hybridization station (BioMicro Systems Inc., Salt Lake City, UT, United States) was used for hybridizations, a Maui wash system (BioMicro Systems Inc.) was used to dry the arrays, and a SureScan high-resolution DNA microarray scanner (Agilent Technologies, CA) was used to scan the arrays. NimbleScan software (Roche NimbleGen, IN) was then used to quantify the images, and JMP Genomics 5.1 software (SAS Institute, Cary, NC, United States) was used for statistical analyses as described previously (Yang et al., 2010). Briefly, raw data were log_2_ transformed before importing into JMP Genomics for analysis followed by a quality control step of data distribution and correlation analyses. The sources of variation including strain, furfural treatment, and technical factors such as array were then visualized by the overlaid kernel density estimates derived from the distribution analysis. The LOWESS algorithm within JMP Genomics was then used for data normalization with the subsequent ANOVA (analysis of variance) analysis conducted to examine differential expression levels between conditions and time points using the false discovery rate (FDR) testing method (*p* < 0.05). Microarray studies have been deposited in NCBI GEO database under the accession number of GSE63540. The interactions among differentially expressed genes were investigated using the String 9.05 pre-computed database (Jensen et al., 2009), available at http://string. embl.de/.

### Next-Generation Sequencing Based Directional mRNA-Seq and Data Analysis

Total RNA used for microarray were also used for directional mRNA-Seq library construction and then sequenced using Illumina HiSeq2000 sequencer. The mRNA-Seq quality was checked using FastQC software (Babraham Bioinformatics, United Kingdom). The reads were then imported into CLC Genomics Workbench 4.1 software (CLC Bio, Denmark) to calculate the RPKM (reads mapping to the genome per kilobase of transcript per million reads sequenced) of each gene. The RPKM value of each gene was then imported into JMP Genomics 5.1 for statistical analysis.

## Data Availability Statement

Microarray studies have been deposited in NCBI GEO database under the accession number of GSE63540. pJL130-Sp has been deposited into GenBank with the accession number of MN723559.

## Author Contributions

MZ led the project. SY, MF, Y-CC, and MZ designed the experiment. MF generated the HPLC data. SY carried out the fermentation, did the RNA extraction, and RNA-Seq data analysis. SB’s lab conducted DNA microarray studies. SY, XM, YH, and MZ analyzed the data. XW and SY wrote the manuscript. PP conducted extensive review. MF, SB, and MZ provided comments for revision. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://www.softberry.com/berry.phtml?topic=bprom&group=programs&subgroup=gfindb

# Supplementary material for: Transcriptomic Profiles of Zymomonas mobilis 8b to Furfural Acute and Long-Term Stress in Both Glucose and Xylose Conditions
**Source:** Front Microbiol. 2020 Jan 23;11:13. doi: 10.3389/fmicb.2020.00013
**Supplement:** Supplementary file 1

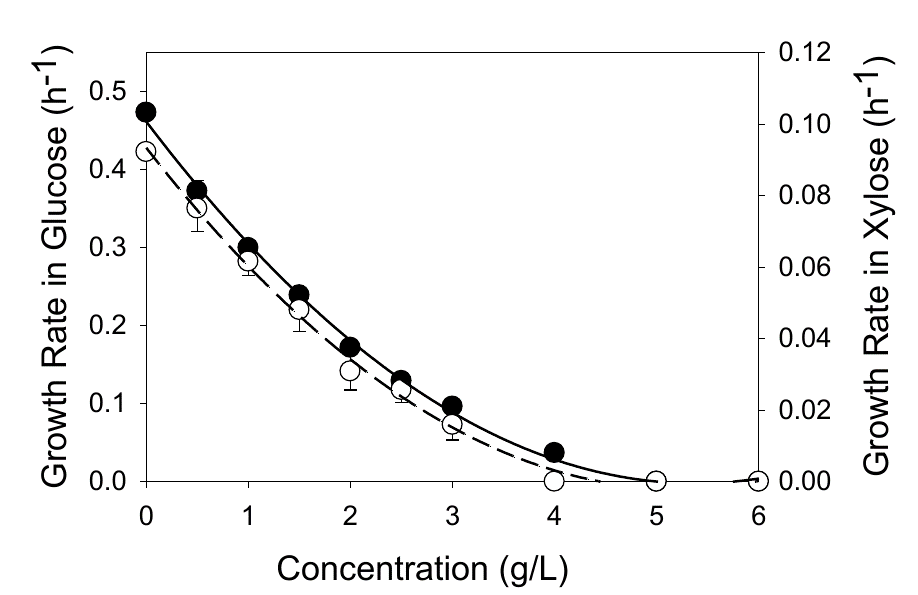

**Fig. S1.** The correlations of furfural concentrations (X-axis, g/L) and growth rates of *Z. mobilis* 8b when glucose (filled black color circle) or xylose (white color circle) was used as carbon source.

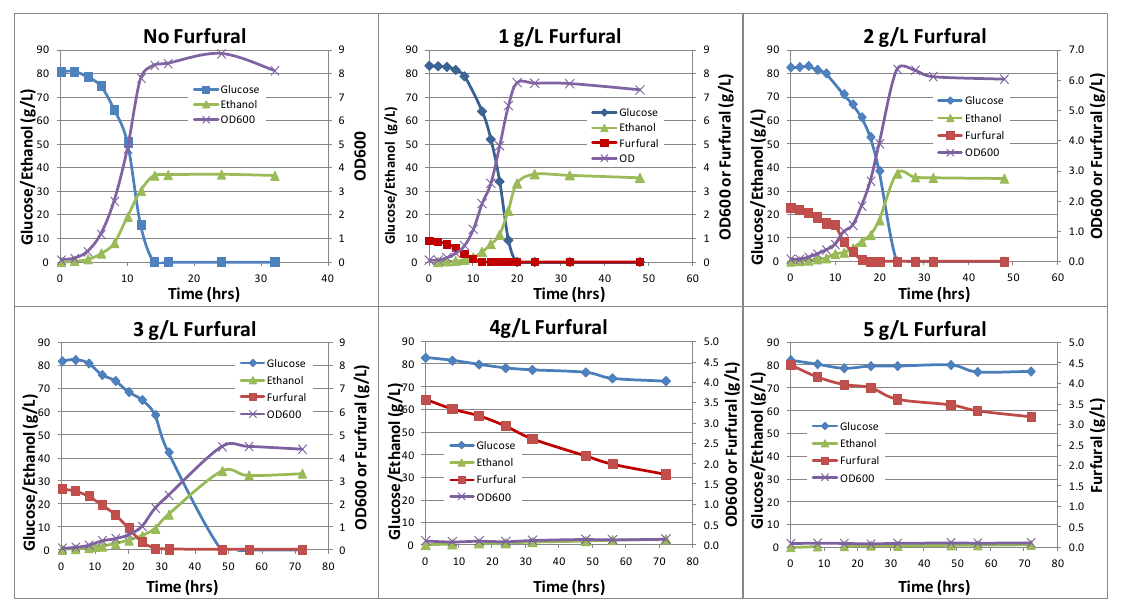

**Fig. S2.** Fermentation performance of *Z. mobilis* 8b with the supplementation of 0 to 5 g/L furfural in pH controlled fermentors (pH6.0, 30^o^C) with 8% (w/v) glucose as the carbon source.

A
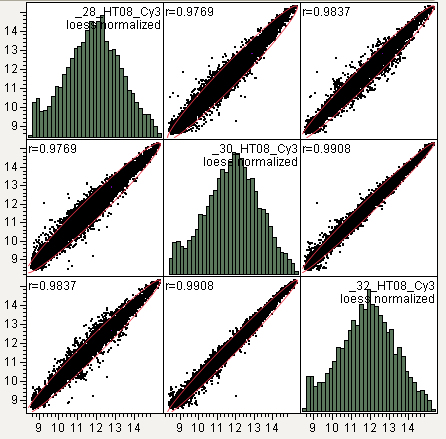
 B
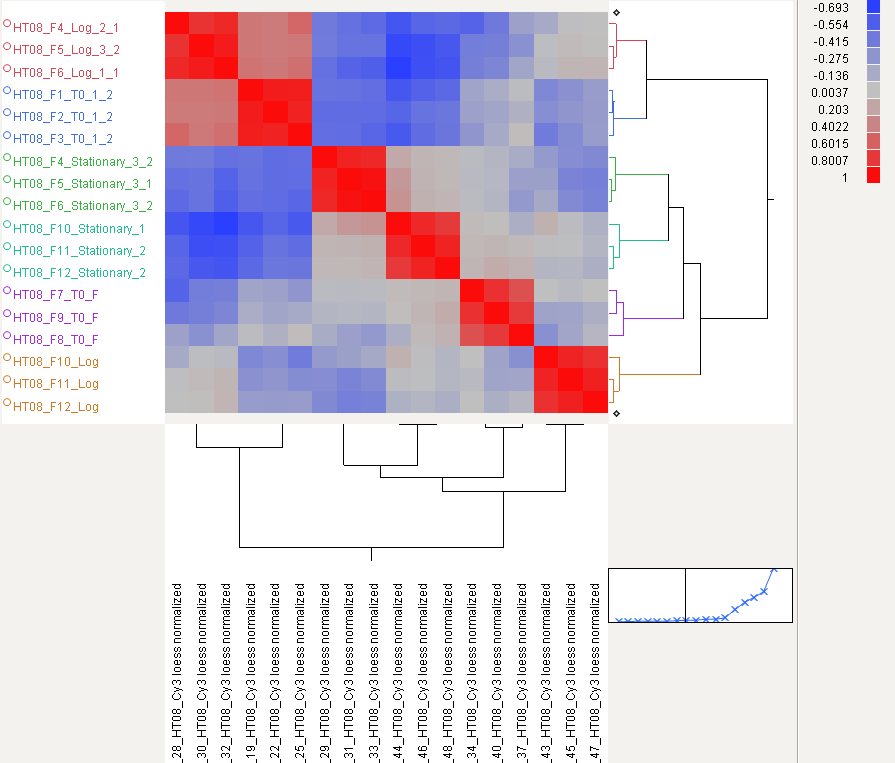

**C**

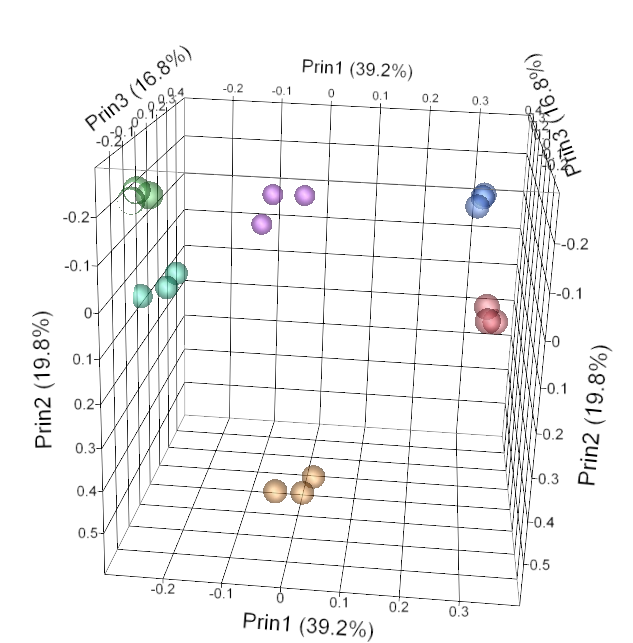

**F10-12: Xyl_Furfural_Log**

**F7-9: Xyl_None_Log**

**F1-3: Gluc_None_Log**

**F4-6: Gluc_Furfural_Log**

**F4-6: Gluc_Furfural_Stat**

**F10-12: Xyl_Furfural_Stat**

**Fig. S3. The quality control analyses of microarray data. A:** Example of correlations among biological replicates of log phase furfural stress samples in RMG8; **B:** Example of hierarchical clustering Heat-Map result among all furfural stress samples; **C:** Example of principal components analysis (PCA) results among all furfural stress samples. Xyl: xylose, Gluc: glucose; None: no furfural supplemented; F1-12: different fermentor number; Log: log phase; Stat: stationary phase.

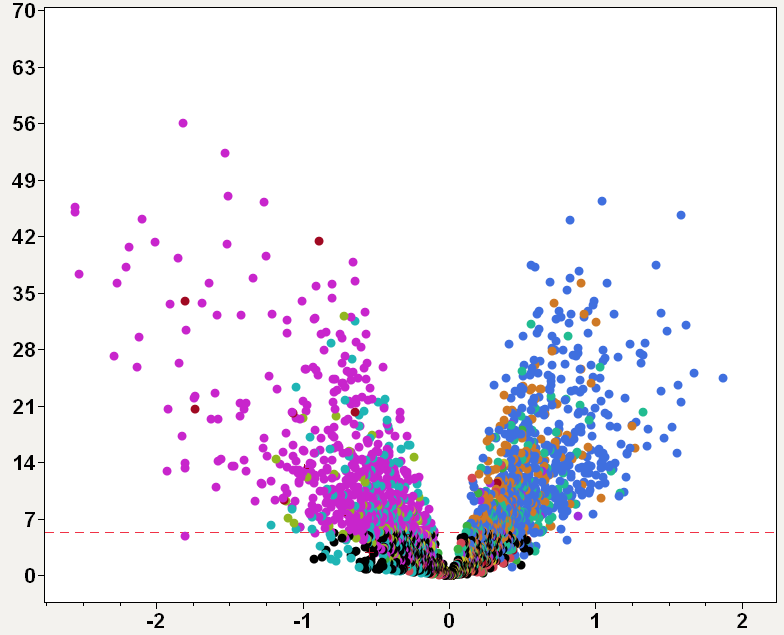

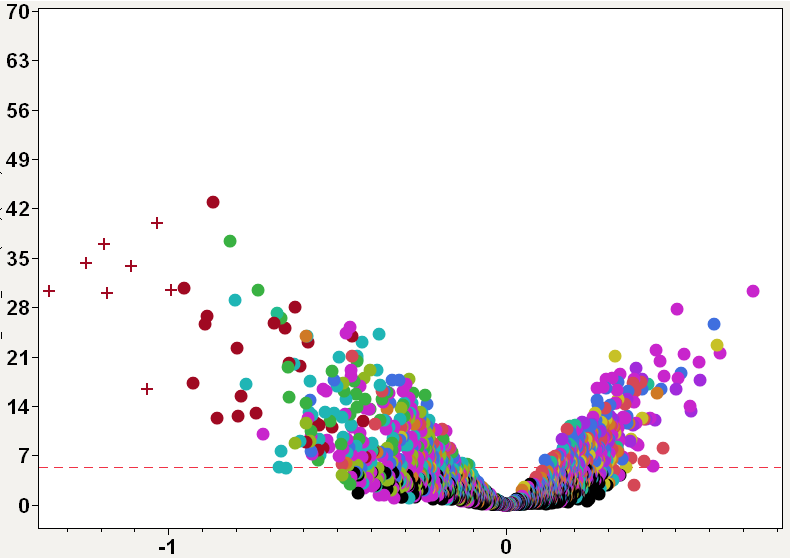

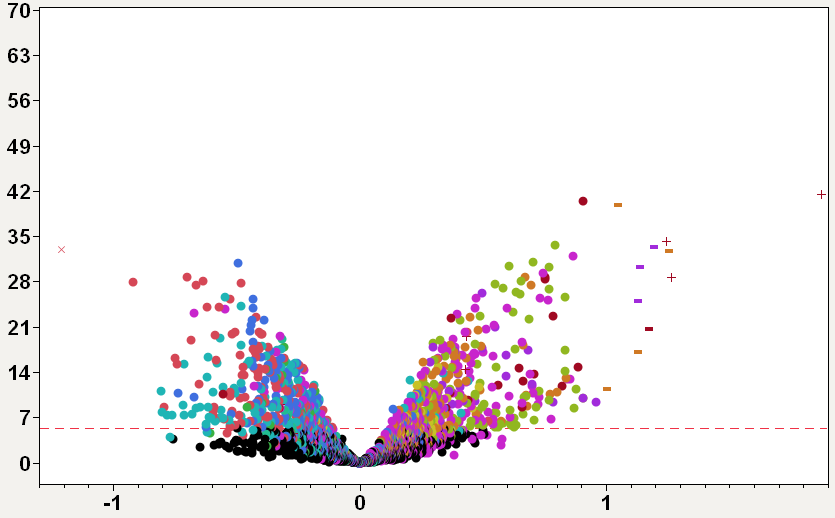

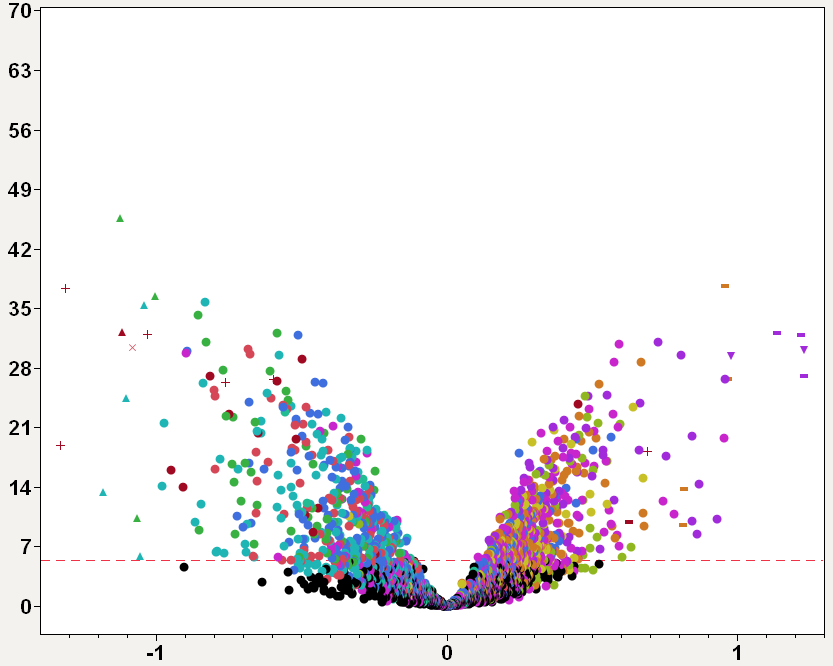

**A: Xylose Vs Glucose**

**B: 0 min Vs 15 min**

**(Furfural Shock)**

**C: 15 min Vs 60 min**

**(Furfural Shock)**

**D: 0 min Vs 60 min**

**(Furfural Shock)**

**Fig. S4. Volcano plots of furfural shock response microarray data using JMP Genomics.** **A:** Sugar effect of glucose versus xylose with and without furfural shock at all the time points of 0, 15 and 60 min; **B-D:** Time course response from 0 min to 15 min, 15 min to 60 min, and 0 min to 60 min with furfural (3 g/L) shock in exponential phase. Each dot represents a genetic feature (either a gene or an intergenic region). Dots above the red dash line are statistically significant features between control and treatment condition. X-axis indicates the log_2_-based ratio between control and treatment condition. Y-axis indicates the statistical significance p-value of –log_10_(P-value).

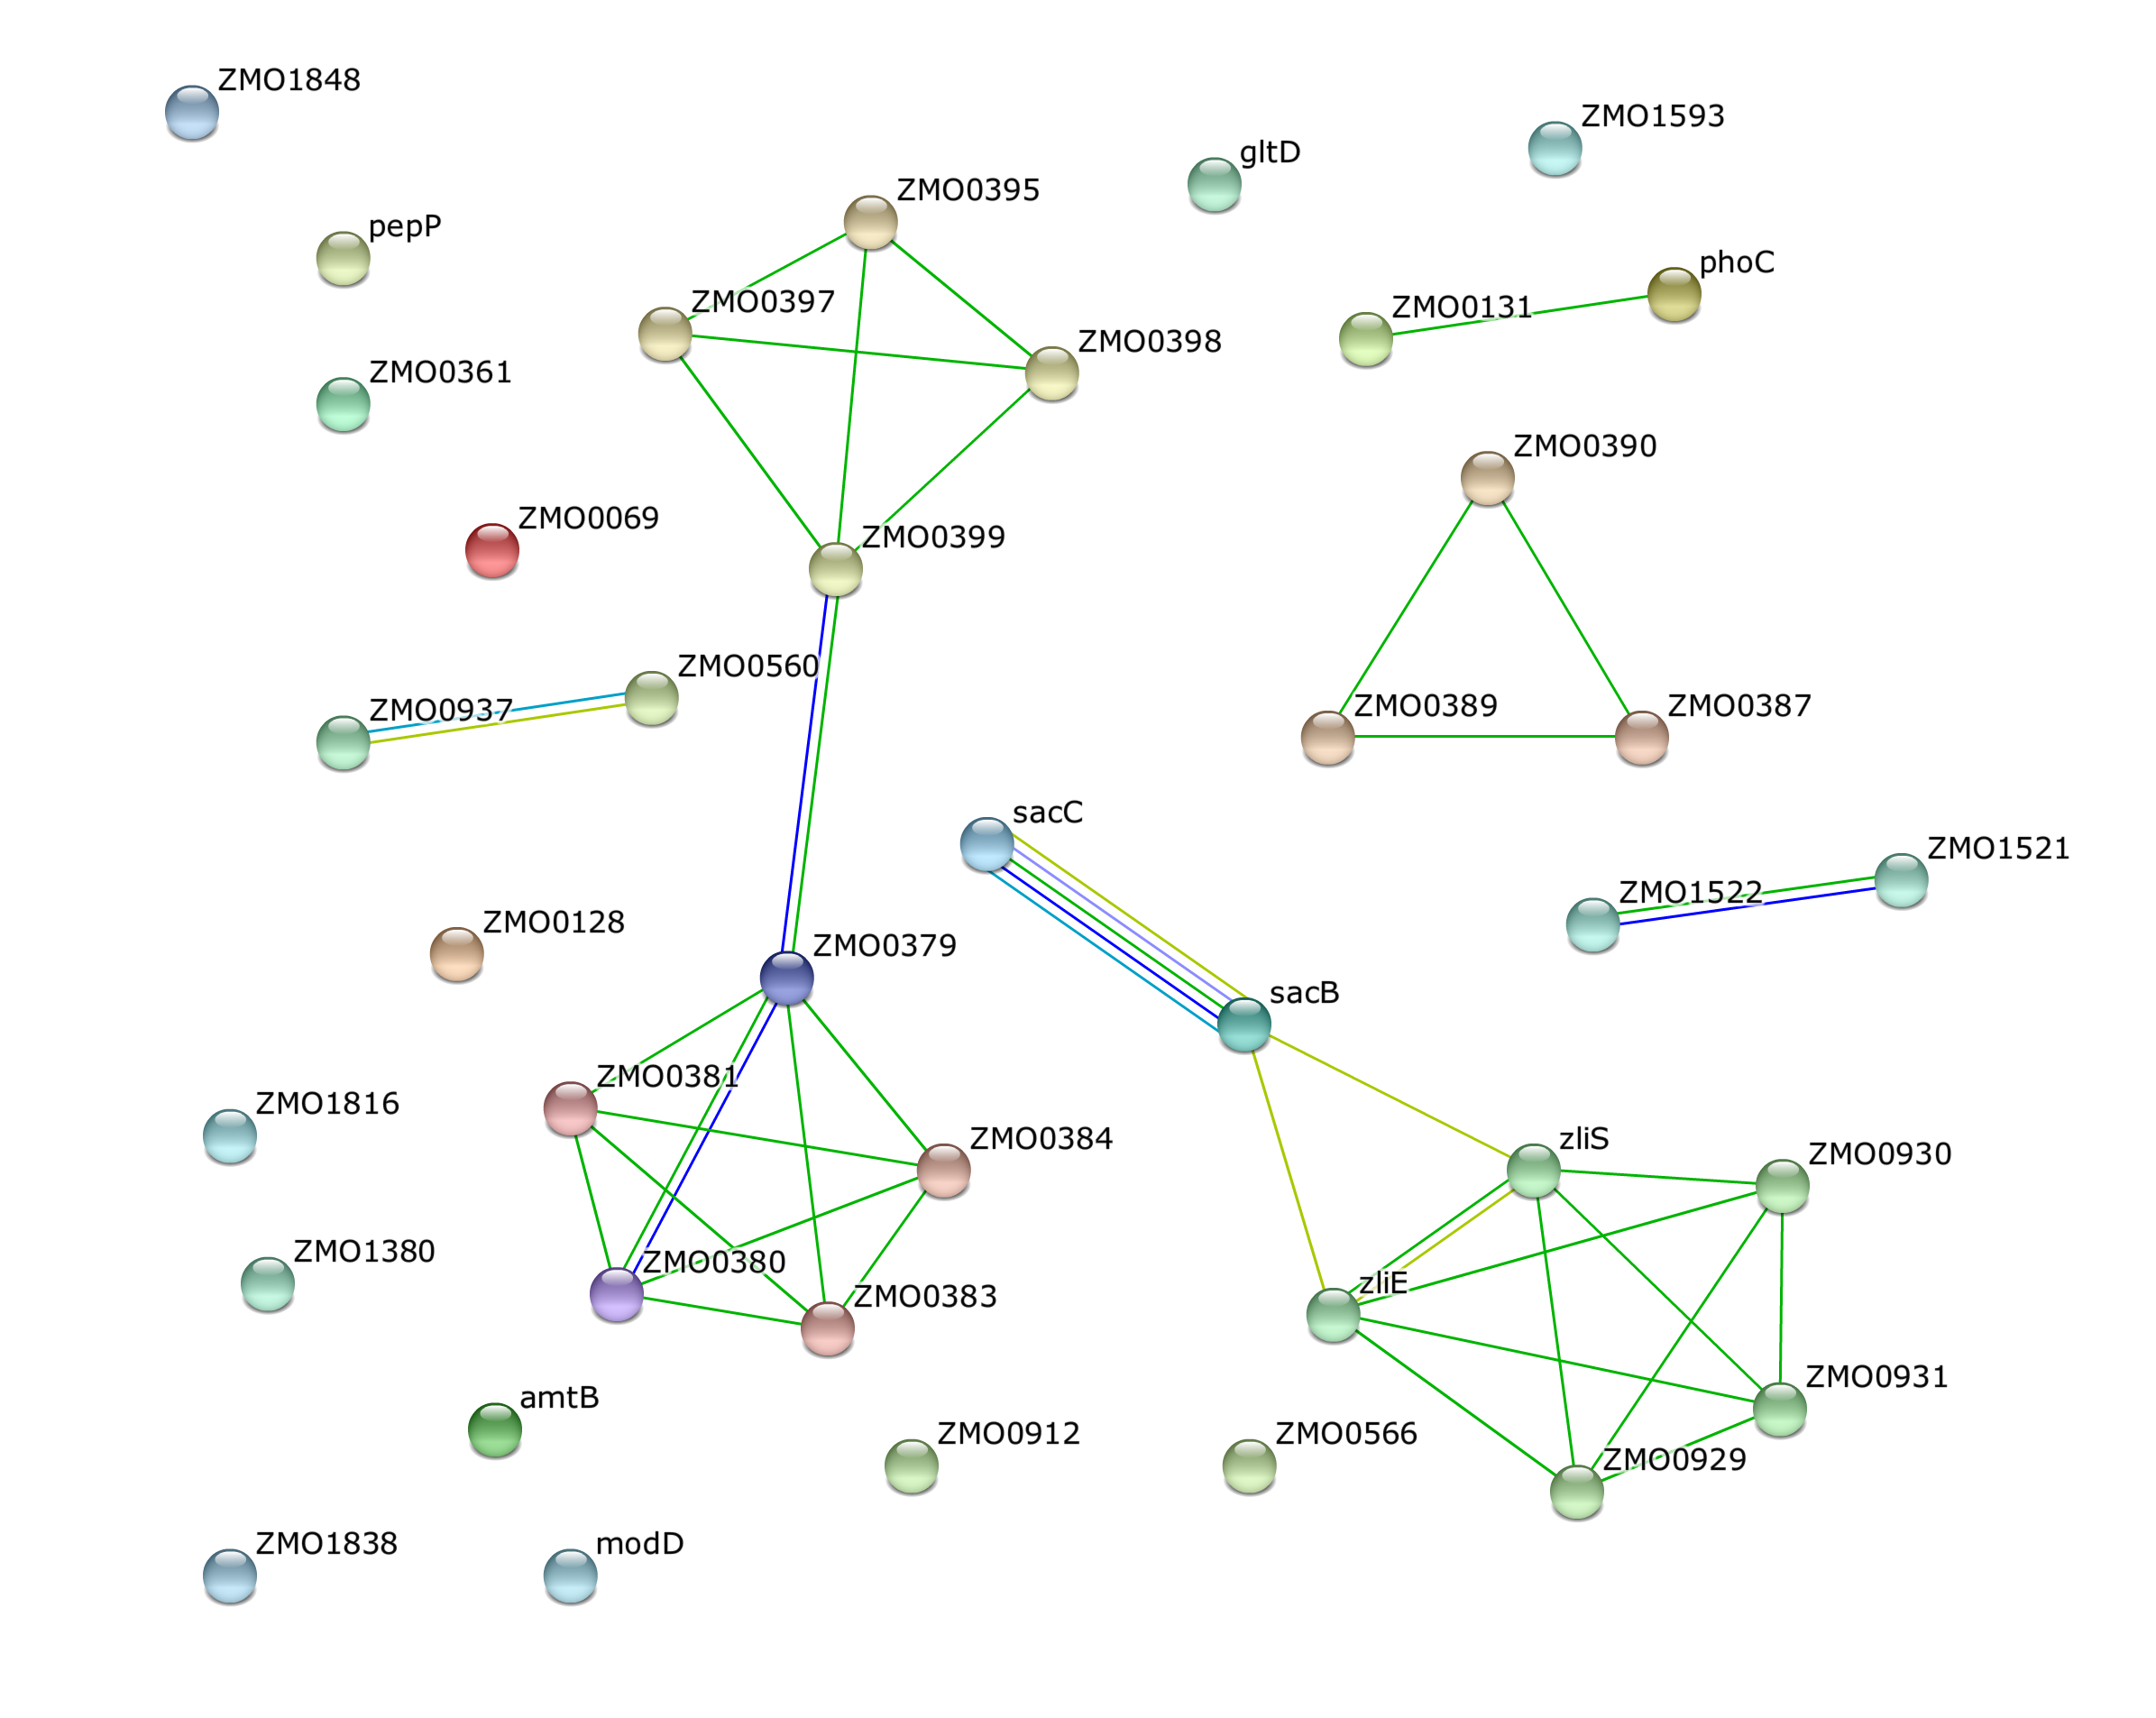

**Fig. S5. Interactions among 39 furfural downregulated genes with at least 2-fold increase in log phase for *Z. mobilis* 8b in both RMG8 and RMX8 in long-term furfural stress experiment.** Data from **Table S4-3, S4-4** were analyzed using Strings pre-computed protein-interaction database. Greater numbers of lines are associated with increased connections and greater confident for associations. The network nodes are proteins. The edges represent the predicted functional associations. An edge may be drawn with up to 7 differently colored lines - these lines represent the existence of the seven types of evidence used in predicting the associations. A red line indicates the presence of fusion evidence; a green line - neighborhood evidence; a blue line - concurrence evidence; a purple line - experimental evidence; a yellow line - textmining evidence; a light blue line - database evidence; a black line - coexpression evidence.

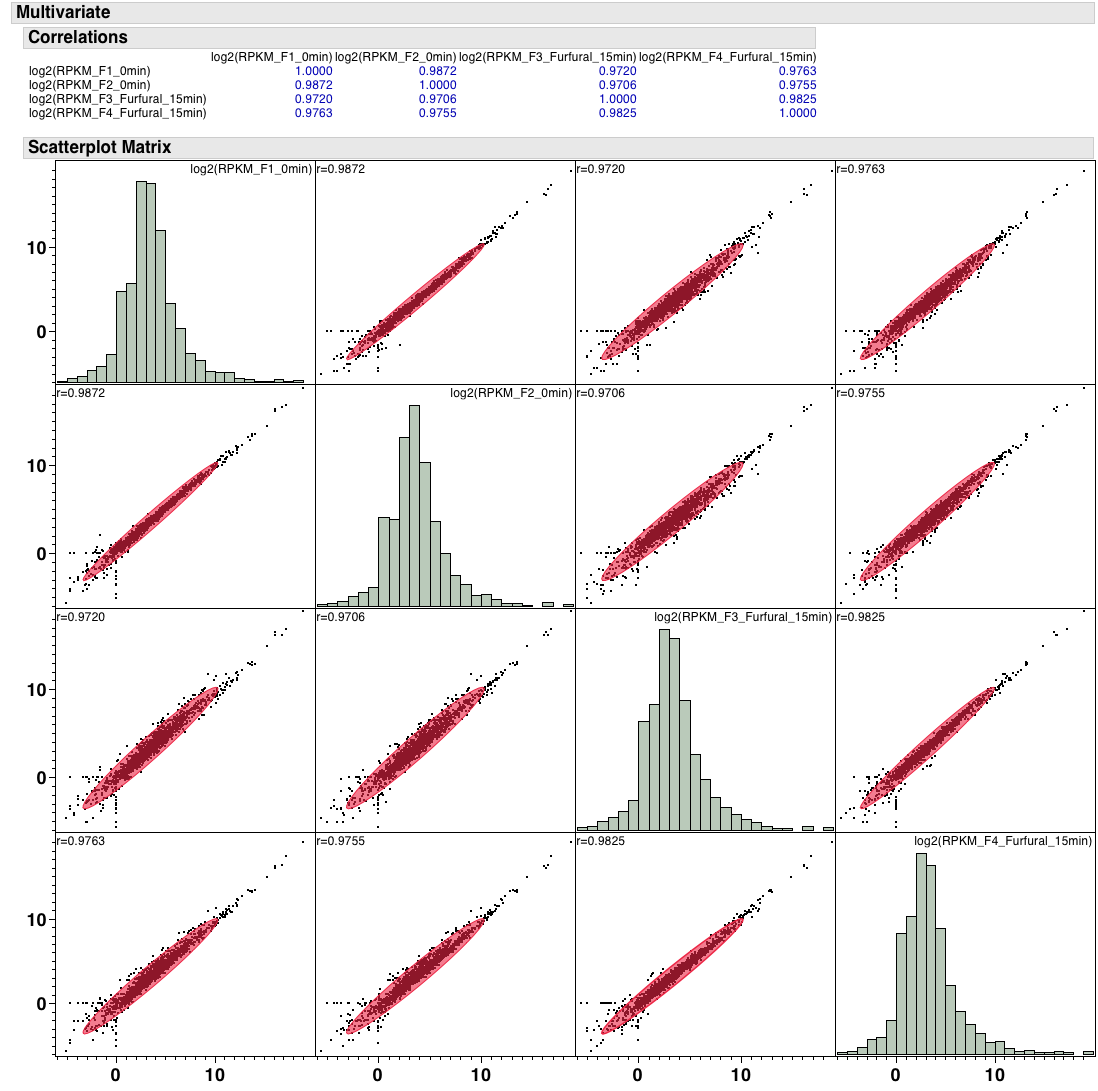

**Fig. S6. Correlations among four datasets generated by directional mRNA-Seq.** The RPKM values based on mapping results to all the genetic features used for microarray study using CLC Genomics Workbench 4.7 were plotted and the correlations among them were shown.

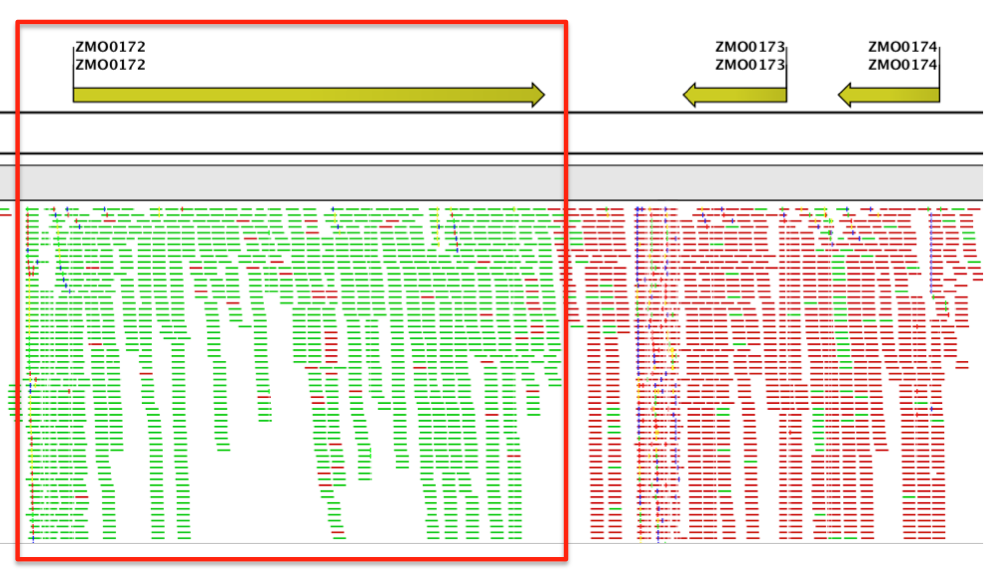

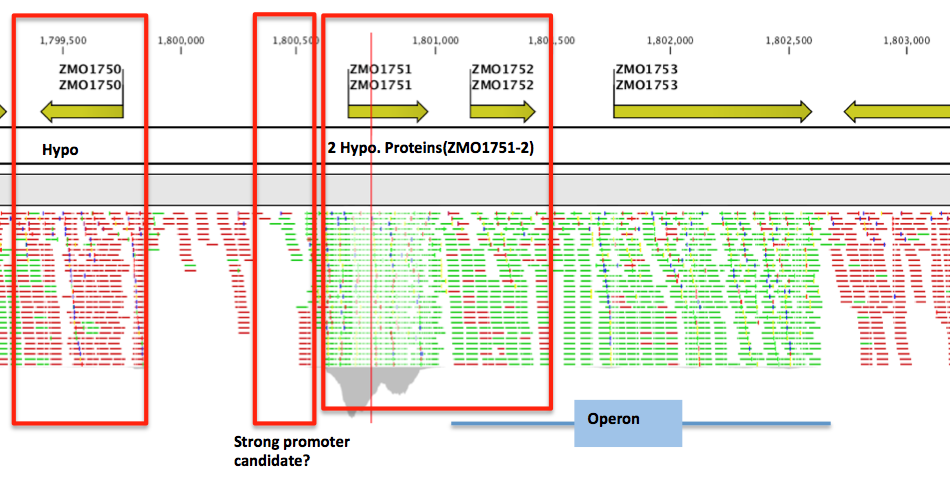

**A**

**B**

**C**

**D**

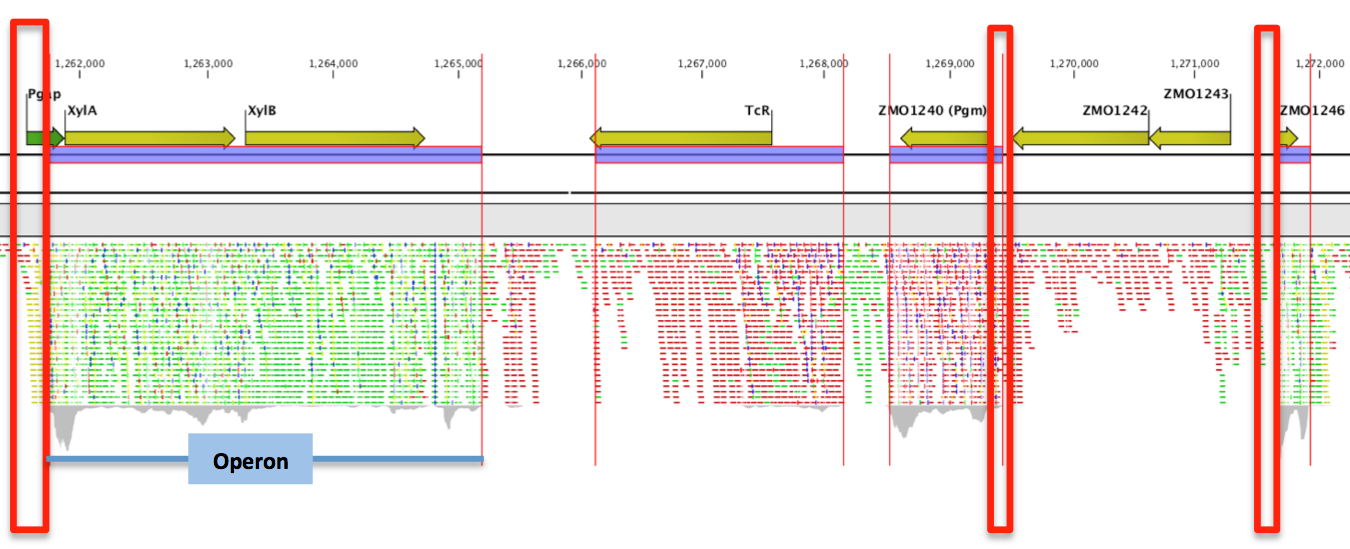

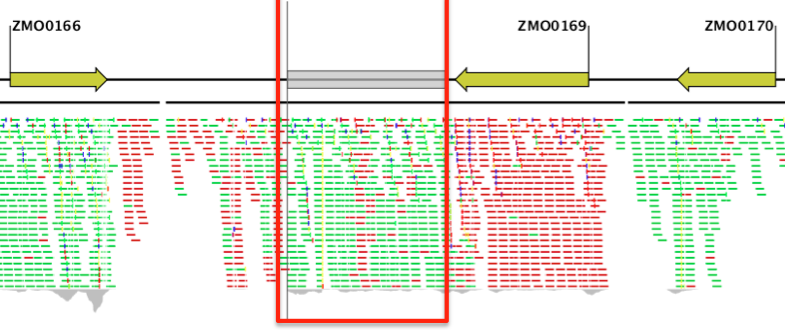

**Fig. S7. The application of directional mRNA-Seq data on transcriptional architecture improvement.** **A:** Transcription start site identification and ORF orientation verification (red box part); **B:** unannotated genetic feature and its orientation identification; **C:** Operon confirmation and Pgap promoter (red box part); **D:** Potential strong promoter and the expression of hypothetic genes (red box) as well as an operon candidate. Each small line is a read mapped to reference sequence, red one indicates the reverse orientation and green one has forward orientation.

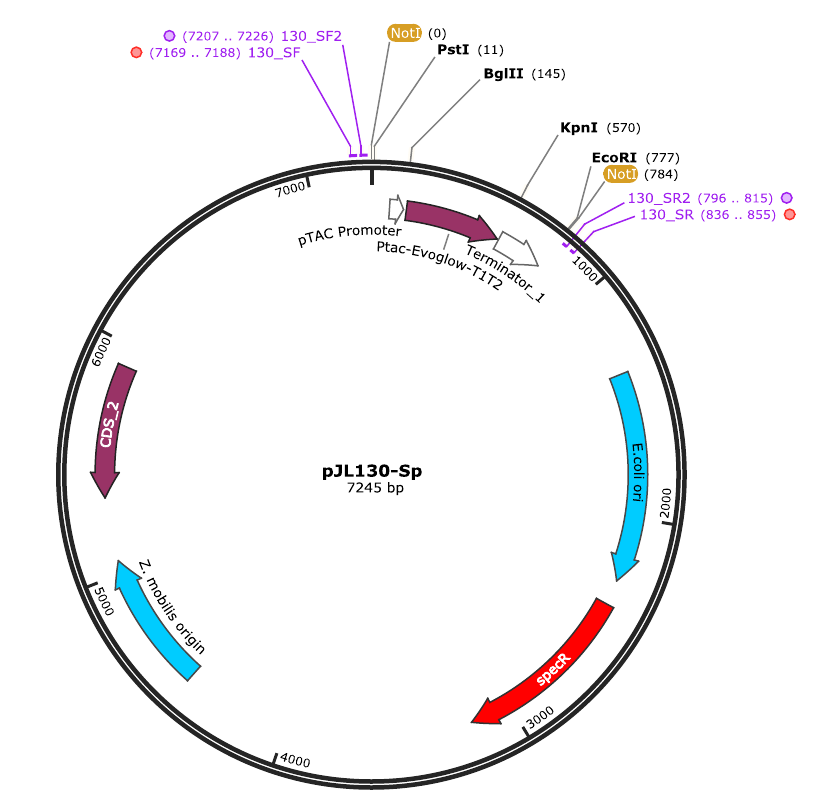

**Fig. S8.** **The plasmid map of pJL130-Sp, which was used as the backbone to replace pTAC**

**promoter and Evoglow coding gene with the target gene and its native promoter.** The fasta

file of plasmid is listed below.

**>pJL130-Sp**

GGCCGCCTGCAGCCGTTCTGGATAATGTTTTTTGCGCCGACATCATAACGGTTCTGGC

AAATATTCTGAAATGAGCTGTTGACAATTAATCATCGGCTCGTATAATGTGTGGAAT

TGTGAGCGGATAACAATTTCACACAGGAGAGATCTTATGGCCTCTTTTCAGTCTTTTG

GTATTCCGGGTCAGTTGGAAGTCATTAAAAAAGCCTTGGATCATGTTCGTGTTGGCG

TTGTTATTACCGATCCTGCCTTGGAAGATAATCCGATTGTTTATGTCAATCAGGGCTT

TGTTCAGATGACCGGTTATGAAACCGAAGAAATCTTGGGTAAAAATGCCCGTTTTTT

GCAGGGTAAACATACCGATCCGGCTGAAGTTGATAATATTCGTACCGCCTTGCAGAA

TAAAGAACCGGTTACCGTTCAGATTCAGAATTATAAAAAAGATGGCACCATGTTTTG

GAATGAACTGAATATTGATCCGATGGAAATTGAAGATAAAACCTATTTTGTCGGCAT

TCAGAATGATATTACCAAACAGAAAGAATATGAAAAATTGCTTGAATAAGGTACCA

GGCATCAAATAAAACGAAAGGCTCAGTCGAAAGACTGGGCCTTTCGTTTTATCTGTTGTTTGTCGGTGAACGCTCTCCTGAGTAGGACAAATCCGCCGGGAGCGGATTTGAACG

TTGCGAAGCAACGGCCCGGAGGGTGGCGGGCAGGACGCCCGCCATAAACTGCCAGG

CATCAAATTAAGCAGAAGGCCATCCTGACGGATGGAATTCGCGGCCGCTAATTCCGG

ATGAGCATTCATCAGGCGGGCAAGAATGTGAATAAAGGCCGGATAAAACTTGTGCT

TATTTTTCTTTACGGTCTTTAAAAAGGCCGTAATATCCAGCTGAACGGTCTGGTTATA

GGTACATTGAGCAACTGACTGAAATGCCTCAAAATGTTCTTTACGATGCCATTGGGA

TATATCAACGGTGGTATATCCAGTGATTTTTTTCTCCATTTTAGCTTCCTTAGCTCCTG

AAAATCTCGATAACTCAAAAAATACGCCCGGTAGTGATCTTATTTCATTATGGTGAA

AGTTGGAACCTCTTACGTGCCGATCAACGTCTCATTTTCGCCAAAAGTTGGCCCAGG

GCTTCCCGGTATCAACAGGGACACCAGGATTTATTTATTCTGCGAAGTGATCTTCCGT

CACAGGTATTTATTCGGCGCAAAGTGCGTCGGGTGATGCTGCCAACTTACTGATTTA

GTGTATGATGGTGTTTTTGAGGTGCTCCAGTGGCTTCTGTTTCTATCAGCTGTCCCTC

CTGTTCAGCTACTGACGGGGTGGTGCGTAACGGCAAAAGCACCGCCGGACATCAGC

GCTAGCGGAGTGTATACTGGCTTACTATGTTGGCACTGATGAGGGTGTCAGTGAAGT

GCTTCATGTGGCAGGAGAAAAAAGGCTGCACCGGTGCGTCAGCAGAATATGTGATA

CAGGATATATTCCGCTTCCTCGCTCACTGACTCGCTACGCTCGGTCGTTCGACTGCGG

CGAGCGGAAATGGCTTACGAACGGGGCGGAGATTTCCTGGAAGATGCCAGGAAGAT

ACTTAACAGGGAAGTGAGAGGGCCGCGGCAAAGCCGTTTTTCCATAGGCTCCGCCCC

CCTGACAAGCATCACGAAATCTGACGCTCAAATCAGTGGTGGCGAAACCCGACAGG

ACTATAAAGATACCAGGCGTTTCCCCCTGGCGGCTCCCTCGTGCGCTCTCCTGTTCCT

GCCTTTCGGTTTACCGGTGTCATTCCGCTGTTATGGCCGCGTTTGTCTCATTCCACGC

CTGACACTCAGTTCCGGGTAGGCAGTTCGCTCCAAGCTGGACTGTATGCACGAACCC

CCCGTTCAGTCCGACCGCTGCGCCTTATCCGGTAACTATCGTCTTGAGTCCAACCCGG

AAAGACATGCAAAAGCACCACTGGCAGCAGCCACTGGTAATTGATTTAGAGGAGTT

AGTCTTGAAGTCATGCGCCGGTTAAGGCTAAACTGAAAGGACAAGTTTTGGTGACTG

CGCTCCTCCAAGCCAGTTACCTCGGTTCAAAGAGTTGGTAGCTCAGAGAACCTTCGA

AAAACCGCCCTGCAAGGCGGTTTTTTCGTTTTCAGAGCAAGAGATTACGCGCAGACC

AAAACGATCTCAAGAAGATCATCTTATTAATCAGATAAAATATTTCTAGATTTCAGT

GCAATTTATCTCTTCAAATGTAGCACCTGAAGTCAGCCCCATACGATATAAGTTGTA

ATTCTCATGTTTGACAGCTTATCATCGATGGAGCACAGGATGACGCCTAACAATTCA

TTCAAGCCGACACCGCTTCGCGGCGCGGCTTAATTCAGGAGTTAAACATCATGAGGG

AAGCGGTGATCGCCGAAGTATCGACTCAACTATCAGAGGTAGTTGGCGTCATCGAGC

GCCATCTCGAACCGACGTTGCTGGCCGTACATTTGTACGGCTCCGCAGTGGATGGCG

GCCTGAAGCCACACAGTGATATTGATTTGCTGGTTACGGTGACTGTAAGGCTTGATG

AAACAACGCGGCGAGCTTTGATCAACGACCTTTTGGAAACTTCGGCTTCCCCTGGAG

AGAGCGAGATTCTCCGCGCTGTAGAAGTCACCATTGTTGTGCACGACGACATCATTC

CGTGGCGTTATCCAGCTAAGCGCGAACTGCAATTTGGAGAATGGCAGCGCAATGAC

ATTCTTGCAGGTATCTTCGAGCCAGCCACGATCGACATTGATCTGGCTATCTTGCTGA

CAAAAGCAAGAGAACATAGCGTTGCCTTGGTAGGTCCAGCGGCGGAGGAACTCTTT

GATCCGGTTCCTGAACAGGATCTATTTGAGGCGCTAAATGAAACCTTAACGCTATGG

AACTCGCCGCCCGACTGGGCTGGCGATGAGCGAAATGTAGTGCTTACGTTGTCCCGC

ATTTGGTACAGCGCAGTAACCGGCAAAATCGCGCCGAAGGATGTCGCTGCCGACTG

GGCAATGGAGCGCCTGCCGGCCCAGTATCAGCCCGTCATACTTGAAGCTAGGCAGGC

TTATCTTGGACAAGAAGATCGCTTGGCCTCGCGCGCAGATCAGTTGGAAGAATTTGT

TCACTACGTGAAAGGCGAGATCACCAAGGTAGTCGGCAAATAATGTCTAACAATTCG

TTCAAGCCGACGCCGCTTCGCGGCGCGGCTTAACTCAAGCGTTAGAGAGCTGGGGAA

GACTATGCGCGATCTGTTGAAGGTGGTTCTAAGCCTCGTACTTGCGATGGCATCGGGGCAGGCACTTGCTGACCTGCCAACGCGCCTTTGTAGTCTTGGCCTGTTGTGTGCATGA

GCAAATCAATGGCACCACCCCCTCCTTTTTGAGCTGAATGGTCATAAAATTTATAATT

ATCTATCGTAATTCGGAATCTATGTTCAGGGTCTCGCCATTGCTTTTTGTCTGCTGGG

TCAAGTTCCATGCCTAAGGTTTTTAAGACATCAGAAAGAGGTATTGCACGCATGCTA

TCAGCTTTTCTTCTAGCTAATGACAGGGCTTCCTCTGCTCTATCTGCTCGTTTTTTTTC

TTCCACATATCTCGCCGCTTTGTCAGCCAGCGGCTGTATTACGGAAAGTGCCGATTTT

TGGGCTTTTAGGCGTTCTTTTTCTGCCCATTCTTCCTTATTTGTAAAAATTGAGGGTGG

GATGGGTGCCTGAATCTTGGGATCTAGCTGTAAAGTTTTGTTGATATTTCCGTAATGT

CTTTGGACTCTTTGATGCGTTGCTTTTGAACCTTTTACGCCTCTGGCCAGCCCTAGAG

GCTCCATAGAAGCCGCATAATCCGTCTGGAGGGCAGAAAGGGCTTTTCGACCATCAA

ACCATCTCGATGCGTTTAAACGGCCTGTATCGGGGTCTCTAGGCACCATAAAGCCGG

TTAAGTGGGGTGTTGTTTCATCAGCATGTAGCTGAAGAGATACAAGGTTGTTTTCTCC

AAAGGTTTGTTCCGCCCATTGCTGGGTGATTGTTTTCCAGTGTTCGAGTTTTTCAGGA

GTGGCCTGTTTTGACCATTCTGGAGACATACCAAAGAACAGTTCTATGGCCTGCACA

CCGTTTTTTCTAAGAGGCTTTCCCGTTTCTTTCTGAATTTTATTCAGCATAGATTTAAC

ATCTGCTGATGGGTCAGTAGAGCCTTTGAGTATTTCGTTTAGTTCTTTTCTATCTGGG

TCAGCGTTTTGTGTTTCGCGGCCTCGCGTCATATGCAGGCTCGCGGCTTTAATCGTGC

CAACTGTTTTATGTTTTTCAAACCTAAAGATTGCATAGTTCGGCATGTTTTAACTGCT

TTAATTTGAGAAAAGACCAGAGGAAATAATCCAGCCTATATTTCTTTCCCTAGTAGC

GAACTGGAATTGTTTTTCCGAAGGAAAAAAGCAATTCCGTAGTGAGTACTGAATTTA

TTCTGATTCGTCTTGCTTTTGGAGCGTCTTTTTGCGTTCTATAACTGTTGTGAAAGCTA

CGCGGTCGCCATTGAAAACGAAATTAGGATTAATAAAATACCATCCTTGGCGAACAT

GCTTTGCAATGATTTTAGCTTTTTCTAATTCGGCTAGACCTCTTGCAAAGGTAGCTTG

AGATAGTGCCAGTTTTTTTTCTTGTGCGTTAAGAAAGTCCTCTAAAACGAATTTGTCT

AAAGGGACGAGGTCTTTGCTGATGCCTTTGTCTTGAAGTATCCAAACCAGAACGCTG

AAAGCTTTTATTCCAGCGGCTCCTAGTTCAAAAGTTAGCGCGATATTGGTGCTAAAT

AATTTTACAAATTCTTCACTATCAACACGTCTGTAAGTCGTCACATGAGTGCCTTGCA

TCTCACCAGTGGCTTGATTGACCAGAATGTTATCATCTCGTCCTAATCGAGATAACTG

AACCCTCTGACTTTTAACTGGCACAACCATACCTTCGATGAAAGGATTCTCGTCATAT

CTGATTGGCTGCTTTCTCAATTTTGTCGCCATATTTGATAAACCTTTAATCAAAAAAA

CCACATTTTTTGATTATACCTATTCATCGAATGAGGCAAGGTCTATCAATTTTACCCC

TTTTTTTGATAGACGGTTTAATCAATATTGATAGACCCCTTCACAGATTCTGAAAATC

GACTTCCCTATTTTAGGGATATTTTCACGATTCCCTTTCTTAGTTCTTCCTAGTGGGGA

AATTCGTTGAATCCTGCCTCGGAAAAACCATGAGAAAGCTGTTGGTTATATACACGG

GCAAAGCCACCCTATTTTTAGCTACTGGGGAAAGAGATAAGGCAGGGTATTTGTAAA

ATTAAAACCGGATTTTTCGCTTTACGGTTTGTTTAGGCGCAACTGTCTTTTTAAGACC

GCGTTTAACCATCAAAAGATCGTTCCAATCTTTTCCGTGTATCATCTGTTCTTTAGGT

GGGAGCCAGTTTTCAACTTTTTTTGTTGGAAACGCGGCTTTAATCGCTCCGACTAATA

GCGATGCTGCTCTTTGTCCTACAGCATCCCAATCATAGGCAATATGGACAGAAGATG

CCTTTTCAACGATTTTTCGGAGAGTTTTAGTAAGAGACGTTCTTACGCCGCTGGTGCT

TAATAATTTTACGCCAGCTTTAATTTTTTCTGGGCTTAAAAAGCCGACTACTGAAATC

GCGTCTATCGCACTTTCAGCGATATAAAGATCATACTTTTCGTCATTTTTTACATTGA

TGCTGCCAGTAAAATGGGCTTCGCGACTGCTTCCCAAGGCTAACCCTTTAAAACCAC

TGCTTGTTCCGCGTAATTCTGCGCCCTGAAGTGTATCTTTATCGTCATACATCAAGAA

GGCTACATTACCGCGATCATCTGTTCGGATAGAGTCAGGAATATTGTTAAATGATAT

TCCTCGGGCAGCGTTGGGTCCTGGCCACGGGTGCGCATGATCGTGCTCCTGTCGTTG

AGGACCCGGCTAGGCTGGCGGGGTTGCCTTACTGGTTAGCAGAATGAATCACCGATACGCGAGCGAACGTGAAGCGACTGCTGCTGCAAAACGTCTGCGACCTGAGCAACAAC

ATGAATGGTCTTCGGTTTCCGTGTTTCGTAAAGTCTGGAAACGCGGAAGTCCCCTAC

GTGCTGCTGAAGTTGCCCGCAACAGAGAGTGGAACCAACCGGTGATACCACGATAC

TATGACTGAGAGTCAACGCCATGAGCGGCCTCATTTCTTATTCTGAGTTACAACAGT

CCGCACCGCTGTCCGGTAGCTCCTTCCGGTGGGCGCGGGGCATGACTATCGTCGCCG

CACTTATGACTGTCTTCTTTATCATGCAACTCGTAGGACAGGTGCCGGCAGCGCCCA

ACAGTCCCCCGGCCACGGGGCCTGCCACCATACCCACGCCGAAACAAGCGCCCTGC

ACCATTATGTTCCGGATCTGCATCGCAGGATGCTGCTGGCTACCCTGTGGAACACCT

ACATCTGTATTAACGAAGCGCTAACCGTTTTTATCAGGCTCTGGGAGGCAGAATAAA

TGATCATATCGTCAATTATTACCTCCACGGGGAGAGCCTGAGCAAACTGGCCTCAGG

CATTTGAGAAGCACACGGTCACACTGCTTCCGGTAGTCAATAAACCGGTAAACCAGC

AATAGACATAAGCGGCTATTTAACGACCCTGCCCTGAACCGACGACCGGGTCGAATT

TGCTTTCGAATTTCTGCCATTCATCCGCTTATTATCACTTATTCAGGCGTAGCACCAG

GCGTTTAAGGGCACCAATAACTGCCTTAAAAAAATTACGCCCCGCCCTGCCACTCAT

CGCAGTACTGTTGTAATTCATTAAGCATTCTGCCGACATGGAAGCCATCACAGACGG

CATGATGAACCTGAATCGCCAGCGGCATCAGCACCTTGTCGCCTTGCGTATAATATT

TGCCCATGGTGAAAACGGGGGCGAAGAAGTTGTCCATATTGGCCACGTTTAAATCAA

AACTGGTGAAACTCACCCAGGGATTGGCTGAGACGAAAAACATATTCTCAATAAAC

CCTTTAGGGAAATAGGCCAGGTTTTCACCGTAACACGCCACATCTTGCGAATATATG

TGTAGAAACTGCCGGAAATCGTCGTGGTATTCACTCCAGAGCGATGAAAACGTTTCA

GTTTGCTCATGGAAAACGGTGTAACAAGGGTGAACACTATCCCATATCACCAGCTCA

CCGTCTTTCATTGCCATACGGAATTAGC

# Supplementary material for: Transcriptomic Profiles of Zymomonas mobilis 8b to Furfural Acute and Long-Term Stress in Both Glucose and Xylose Conditions
**Source:** Front Microbiol. 2020 Jan 23;11:13. doi: 10.3389/fmicb.2020.00013
**Supplement:** Supplementary file 2

**Table S1. The information of array data used for furfural stress response and time course shock response transcriptomic profiling. Exp.:** stress or time course experiment and the arrays associated with each analysis; **F#:** fermentor number.

| **Exp.** | **Sample Description** | **Sugar** | **Treatment** | **Time Phase** | **F#** |
| --- | --- | --- | --- | --- | --- |
| Time course | HT08_F1_T15min_1_2 | Glucose | Furfural | 15 min_log | F1 |
|  | HT08_F2_T15min_1_2 | Glucose | Furfural | 15 min_log | F2 |
|  | HT08_F3_T15min_1_2 | Glucose | Furfural | 15 min_log | F3 |
|  | HT08_F1_T60min_1_2 | Glucose | Furfural | 60 min_log | F1 |
|  | HT08_F2_T60min_1_2 | Glucose | Furfural | 60 min_log | F2 |
|  | HT08_F3_T60min_1_2 | Glucose | Furfural | 60 min_log | F3 |
|  | HT08_F7_T15min_F | Xylose | Furfural | 15 min_log | F7 |
|  | HT08_F8_T15min_F | Xylose | Furfural | 15 min_log | F8 |
|  | HT08_F9_T15min_F | Xylose | Furfural | 15 min_log | F9 |
|  | HT08_F7_T60min_F | Xylose | Furfural | 60 min_log | F7 |
|  | HT08_F8_T60min_F | Xylose | Furfural | 60 min_log | F8 |
|  | HT08_F9_T60min_F | Xylose | Furfural | 60 min_log | F9 |
| Stress and Time course | HT08_F1_T0_1_2 | Glucose | None | 0 min_log | F1 |
|  | HT08_F2_T0_1_2 | Glucose | None | 0 min_log | F2 |
|  | HT08_F3_T0_1_2 | Glucose | None | 0 min_log | F3 |
|  | HT08_F7_T0_F | Xylose | None | 0 min_log | F7 |
|  | HT08_F8_T0_F | Xylose | None | 0 min_log | F8 |
|  | HT08_F9_T0_F | Xylose | None | 0 min_log | F9 |
| Stress | HT08_F4_Log_2_1 | Glucose | Furfural | log | F4 |
|  | HT08_F5_Log_3_2 | Glucose | Furfural | log | F5 |
|  | HT08_F6_Log_1_1 | Glucose | Furfural | log | F6 |
|  | HT08_F4_Stationary_3_2 | Glucose | Furfural | Stationary | F4 |
|  | HT08_F5_Stationary_3_1 | Glucose | Furfural | Stationary | F5 |
|  | HT08_F6_Stationary_3_2 | Glucose | Furfural | Stationary | F6 |
|  | HT08_F10_Log | Xylose | Furfural | log | F10 |
|  | HT08_F11_Log | Xylose | Furfural | log | F11 |
|  | HT08_F12_Log | Xylose | Furfural | log | F12 |
|  | HT08_F10_Stationary_1 | Xylose | Furfural | Stationary | F10 |
|  | HT08_F11_Stationary_2 | Xylose | Furfural | Stationary | F11 |
|  | HT08_F12_Stationary_2 | Xylose | Furfural | Stationary | F12 |

How the deposited data were processed for this re-analysis (not part of the article)

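RNA of *Zymomonas mobilis* 8b was measured on 30 single-color arrays that carry 3302 features: chromosomal and plasmid genes, intergenic regions and construct genes. The shock experiment comprised RMG8 (glucose) and RMX8 (xylose) at 0, 15 and 60 min after furfural, and the stress experiment RMG8 and RMX8 with furfural in log and in stationary phase, each with 3 fermentors per group. The arrays at 0 min, which held no furfural, also served as the log phase without furfural in the stress experiment, so that each experiment used 18 arrays. Samples with the same number were taken from the same fermentor. The second samples of the RMX8 stress cultures are titled late log and described as stationary phase, and were taken as stationary phase, which is the paper's name for them.

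The intensity values are the mean brightness of a block of perfect-match probes on each array. To make them the authors hybridised Cy3-labelled double-stranded cDNA to 12-plex NimbleGen arrays, scanned these and quantified them in NimbleScan, which dropped outlier probes. No background was subtracted, and the mismatch column is 0 throughout. The log2 values of the series table are the intensity values log2-transformed by the authors and not normalized between arrays; they equal the log2 of the intensity on 10386 blocks of 30 arrays within 5.0e-08. At most 0.9% of probes were dropped on an array. Median log2 levels of the arrays and the share of blocks near the control of random probes were also recorded: in RMG8 stationary phase 13.1 to 15.2% of blocks lay under 2 times the random control, and at 0 min 4.4 to 6.1%. The largest intensity on an array was 43061 to 61187. Double-stranded cDNA carries no strand: probes of both strands of 1891 genes correlated at r = 0.985 to 0.992 on an array, so that antisense transcripts cannot be told from sense ones.

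Intensities were log2-transformed, normalized between arrays by cyclic loess (span 0.7, 3 iterations, random controls given no weight) and averaged over the blocks of a feature, separately for the shock and the stress experiment. R 4.3.3, limma 3.58.1 and statmod 1.5.0 were used. A linear model with 1 mean per group (6 groups, 12 residual degrees of freedom) was fitted in limma with moderated variances. A feature counted as changed at an adjusted p below 0.05 (Benjamini-Hochberg over the 3302 features) and a fold of at least 2; SE is limma's standard error. Comparisons were 15 and 60 min against 0 min per sugar and over both sugars, 60 against 15 min, xylose against glucose at each time and over all times, furfural against none in log phase, and stationary against log phase with furfural. Differences between the sugars in a response were tested as interactions. Overlaps of calls between comparisons were set against the product of their shares of all features.

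Gene lists were tested with camera in limma at a preset correlation of 0.01, and with an estimated correlation as an alternative, adjusted over all lists and 9 comparisons. The lists were SUF iron-sulfur cluster assembly, sulfate and cysteine assimilation, chaperones and proteases, DNA repair, peroxide, superoxide and thiol redox, ribosomal proteins, aminoacyl-tRNA synthetases, flagella and chemotaxis, TonB-dependent receptors, RND efflux, hopanoid synthesis, glycolysis and ethanol fermentation, xylose degradation, respiratory chain, furfural reduction, nitrogen fixation, amino acid biosynthesis, plasmid genes, chromosomal intergenic features, and the construct genes xylA, xylB, talB and tktA beside araA, araB and araD. The SUF and sulfate lists were chosen by the study on these samples. The other lists were made from product names or pathways in the supplementary tables. Product names cover 839 of 839 genes up to ZMO0985 and 340 of 890 past it, since 2 supplementary tables are held only in part, so that lists made from product names miss members past it.

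The genes named are those the paper names, the 10 higher and 10 lower genes with the largest change per comparison among those changed with every array of one group beyond every array of the other, the 2 to 4 changed members with the largest change of each list, and the construct genes. The paper's tables had been seen when this rule was written.

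The alternatives tried were background correction by normexp with an offset of 50, quantile normalization or each array's median alone, the series table, median polish, a filter on features dimmer than the araA, araB and araD features, all 30 arrays together, only the groups compared, the fermentor as a random block, the slide as a fixed block or each slide alone, the methods' analysis of variance, a 1.5-fold threshold, the 2-fold threshold without the adjusted p, and leaving out each fermentor in turn. The dim filter kept 3248 features in the shock and 3255 in the stress experiment. The correlation within a fermentor was estimated at 0.05 and −0.03.

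The method was tested on simulated arrays of the same design, in which 50 features were changed per fold. Of those, 16 were called in the right direction at 2-fold and 50 at 3-fold in the shock design, 26 and 49 in the stress design, and 0 in the wrong direction. Of 3102 unchanged features 3 and 1 were called. The noise was drawn independently per feature and array, with no fermentor or slide effect, so that these false calls do not cover such effects. A simulated 2-fold change lies at the calling threshold itself, so that noise decides which of them are called. At a simulated 1.5-fold, 44 and 45 passed the adjusted p in the right direction.

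Promoter regions, sequences and the growth, sugar and furfural measurements were not analysed here, nor were the RNA-Seq reads, of which only the table of fold changes was used. The reference gene table supplied holds no locus names of strain ZM4 and was not used here.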

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

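For the interaction counts, the division of regroupings by their balance and the regroupings by whole fermentors were tested only after the counts were seen; for the plasmid genes, the rule on the level-matched excess was made stricter, its second measure added and the fermentors taken apart, after its value was seen; and for the response of features higher in xylose, the spread between choices of fermentors was added after the correlations were seen.

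Features whose response differed between RMG8 and RMX8, by the test of the interaction itself, numbered 766 at 15 min and 1287 at 60 min after furfural, 1398 between log phase with and without furfural, and 2091 between stationary and log phase. Among 100 regroupings of the arrays into sugars, the real one included, 10 gave as many at 15 min (highest other 2379), 6 at 60 min (highest other 2238), 3 in log phase (highest other 2441) and 2 between phases (highest other 2239). The regroupings as large as the real one, other than it, numbered 9, 5, 2 and 1, and each exchanged at least 2 more arrays between the sugars at one time than at the other, which carries the sugar difference itself into the response: these counts point to that structure of the samples. The 45 regroupings that exchanged as many arrays at one time as at the other gave at most 0, 0, 0 and 5 features. In log phase no fermentor gave 2 of the samples compared. The regroupings there still mix the sugars, which adds the sugar difference to the spread within groups or to the response. They therefore cannot exclude chance. In the other comparisons fermentors gave 2 samples each, and the regroupings that keep fermentors whole number 10, too few for a share under 0.05 (highest other 0 at 15 min, at 60 min and between phases).

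Genes changed at least 2-fold in opposite directions in the 2 sugars stood out by the same test, each as the log2 change in RMX8 minus that in RMG8. At 60 min after furfural these were ZMO0979 (2.59), ZMO1298 (−2.87), ZMO1377 (−4.75), ZMO1378 (−6.45), ZMO1381 (−4.38) and ZMO1382 (−5.92). In log phase with furfural they were the glutaredoxin ZMO0573 (−2.62) and the plasmid gene ZZM4_0111_Contig16 (−2.48). Between stationary and log phase they were ZMO0361 (3.31), the cell wall hydrolase ZMO0448 (4.00), ZMO0998 (−3.16), the pyridine nucleotide-disulphide oxidoreductases ZMO1113 (−2.79) and ZMO1211 (−2.58), and the 2Fe-2S protein ZMO2019 (−2.99). ZMO0448, ZMO1211 and ZMO2019 lie outside the naming rule and were chosen after their values were seen.

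In stationary phase in RMX8 with furfural ZMO1823, ZMO1824 and ZMO1825 of nitrogen fixation, which the paper does not discuss, were higher than in log phase by log2 changes of 5.04, 4.80 and 4.31.

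Features higher in xylose than in glucose before furfural responded at 60 min less, or in the opposite direction, in xylose: over all features the sugar difference at 0 min and the difference between the responses correlated at r = −0.61. Such an r falls below 0 where the sugar difference at 60 min follows that at 0 min with a slope under 1, and both share the 0 min arrays of both sugars, so that chance deviations of those arrays could add to it. With the 2 quantities taken from different fermentors the highest of 9 correlations was −0.33 (bootstrap SD of each between 0.01 and 0.02), which argues against such deviations as the whole cause. The sugar difference at 0 min also correlated with the response in RMG8 (lowest r 0.29 of 9 choices, 0.47 over all arrays). This fits the hypothesis that xylose-grown cells may already hold part of the response that furfural brings on in glucose, found and tested on the same arrays. Array medians at 0 min were 11.85 to 12.74 in RMX8 and 12.84 to 13.36 in RMG8. The weakest correlations came from F3 with F7, on the same slide and of near-equal medians (12.84 and 12.74). Differences of slide and of array brightness between the sugars therefore stay open.

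Plasmid features, whose change with phase the paper does not discuss, rose between log and stationary phase in RMG8 with furfural: 76 plasmid genes and 46 plasmid intergenic regions were higher at least 2-fold. The choice among normalizations is argued against as the cause, since the smallest median change of the plasmid genes under 5 ways of preparing the values was 0.95, beside chromosomal medians of −0.09 to 0.21. The series table among these repeats the main values. All of them scale the dimmer stationary arrays to the others, so that a lift common to them is not tested this way. A rise of a single contig is argued against as well, since 4 of 5 plasmid contigs had medians above 0.5 (0.73, 0.06, 1.48, 1.32 and 1.11, and in RMX8 0.26, −0.01, 0.34, 0.57 and 0.43). Their intergenic regions had medians of 0.16, 0.04, 1.77, 1.45 and 0.57 in RMG8. The contigs were not assigned to plasmids, so that a rise of a single plasmid stays open. The stationary arrays were dimmer. The median of the plasmid genes stood above that of chromosomal genes of matched level by 0.35, 0.66 and 1.20 in fermentors F4, F5 and F6 (bootstrap SD 0.13, 0.25 and 0.24), and the median of the differences gene by gene was 0.63, 0.74 and 1.23 (bootstrap SD 0.19, 0.21 and 0.20). This argues against a lift of dim features by the normalization as the whole cause in F6. In F4 and F5 the first measure lies under the 0.5 set as the bound, or above it by less than its SD, and the lift stays open. A higher plasmid copy number or DNA carried over into the RNA could also raise them, and stays open as untested.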

How the results depend on the processing

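Restricting the lists to the locus range that product names cover in full was tried only after the data were seen. Of the 1251 values of named genes, 15796 recalculations under other settings and 5210 without a fermentor kept direction and side of the threshold; 89 and 111 fell short of it, 373 and 67 newly passed it, and 5 reversed. With array medians alone ZMO0689 and ZMO0965 stood at 0.05 and 0.17 between xylose and glucose at 0 min, and ZMO0465 and ZMO1771 at 0.23 and 0.27 between stationary and log phase in RMG8, and with quantile normalization talB stood at 0.00 in RMX8; the cause was not tested. The TonB-dependent receptors reversed in RMG8 at 15 min in the covered locus range (adjusted p = 0.62), where fewer members are left. Of the 52 list calls, 0 passed with an estimated correlation, and 50 to 52 did with the fermentor or slide as a block, the series table, normexp or quantile normalization. In the locus range, of the calls of lists made from product names, 16 held, 9 were lost and 1 turned to the other direction without passing, and lists left with too few members were not tested. Recalculated list tests kept their call 270 times and lost it 67 times, and the 9 overlaps changed by over 1.5 times in 16 recalculations under other settings and 7 without a fermentor.

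At 1.5-fold, by construction of the lower threshold, counts of changed features were 187 and 321 in RMG8 and 60 and 239 in RMX8 at 15 and 60 min; 58, 116 and 109 over both sugars (15 min, 60 min, 60 against 15 min); 980, 788, 667 and 706 between the sugars at 0, 15 and 60 min and over all times; 438 and 572 in log phase; and 1534 and 736 between phases. Overlaps summed to 544 in place of 130. Interactions at 1.5-fold numbered 296, 609, 742 and 1379, and with 2-fold alone 46, 144, 261 and 697, since the main count holds no fold threshold. Normexp gave 73 in RMG8 at 60 min, 11 in RMX8 at 15 min, and 32 and 17 over both sugars at 60 min and between 60 and 15 min, and quantile normalization an RNA-Seq correlation of 0.86; the cause was not tested. The count over all times between the sugars was 275 with the slide as a block and 274 on slide 2 alone; both rest on slide 2, the one slide with both sugars, where each sugar has a single fermentor, so that neither tests the sugar. The RMX8 count at 15 min was 9 on slide 3 alone and 2 (without F9) to 9 (without F7) with a fermentor left out, with 5 without F8, and the interaction at 15 min 395 (without F9) to 786 (without F7), with 462 without F1 and 499 without F3. Dim features can limit detection, which was not measured by intensity. Up to 16.7% of blocks lay under 2 times the random control, and the dim filter, which kept most features, changed no count by more than 1.5 times.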

Differences from the paper's values

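Of 35 totals, overlaps and other values of the paper that were also computed here, 2 were more than 1.5 times larger or smaller than the paper's, and the others lay closer or were equal. Of 88 counts per class of feature in the paper's 2 tables, 31 of them 0 in both, 12 were; these were set beside the paper's only after the values were seen. The settings in this part were chosen before the data were examined. At the paper's thresholds, 5 features fell in RMG8 at 60 min, where the paper gives 9. Quantile normalization (12), array medians alone (7), median polish (6), all 30 arrays together (6), and leaving out fermentor F2 (6) or F3 (9) or keeping slide 1 alone (9) gave counts within 1.5 times the paper's. Normexp (15), the series table, the dim filter, only the groups compared, the fermentor or slide as a block, the analysis of variance and 2-fold alone (each 5), leaving out F1 (4) and the 1.5-fold threshold (139) gave counts beyond that.

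In RMX8 log phase with furfural 36 features rose, where the paper gives 58. Normexp (71), quantile normalization (57), array medians alone (52), the slide as a block (66), slide 3 alone (57), and leaving out F7 (64), F11 (40) or F12 (56) gave counts within 1.5 times the paper's. The series table, median polish, the dim filter, only the groups compared, the fermentor as a block and 2-fold alone (each 36), all 30 arrays (34), the analysis of variance (31), leaving out F8 (32), F9 (35) or F10 (30) and the 1.5-fold threshold (239) gave counts beyond that.

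By class of feature, in RMG8 at 60 min 1 plasmid gene rose, where the paper gives 2. Normexp, only the groups compared and 2-fold alone also gave 2, and the other settings 0 or 1, 6 (slide 1 alone) or 16 (1.5-fold threshold). There 1 chromosomal intergenic region fell, where the paper gives 3. Array medians alone and all 30 arrays (2 each) came within 1.5 times the paper's, and the other settings gave 0, 1, 5 (leaving out F3, slide 1 alone), 6 (quantile), 9 (normexp) or 73 (1.5-fold threshold). Between the sugars at 0 min 11 plasmid genes were higher with xylose, where the paper gives 1. No setting came within 1.5 times, from 2 without F7 to 26 with the slide as a block. Plasmid intergenic regions higher there were 3, where the paper gives 0. Quantile normalization, the analysis of variance and leaving out F3, F7 or F9 gave 0, and the other settings 1 to 15. At 15 min 1 plasmid intergenic region was higher with xylose, where the paper gives 0. Quantile normalization, array medians alone, all 30 arrays, the analysis of variance and leaving out F1, F3 or F7 gave 0, and the other settings 1, 2 or 10. There 0 plasmid genes were lower, where the paper gives 1. Normexp, array medians alone and all 30 arrays gave 1, and the other settings 0, 2 (leaving out F7), 3 (the slide as a block) or 8 (1.5-fold threshold).

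In RMG8 log phase with furfural 1 plasmid gene rose, where the paper gives 0, and every setting gave 1 or 2. There 0 plasmid intergenic regions rose, where the paper gives 1. Normexp and the 1.5-fold threshold gave 1, and the other settings 0. In RMX8 log phase with furfural 14 chromosomal genes rose, where the paper gives 23. Normexp (23), quantile normalization and array medians alone (21 each), and leaving out F8 (19) or F10 (16) came within 1.5 times the paper's, and the other settings gave 13 to 15, or 95 at 1.5-fold. Chromosomal intergenic regions that rose were 13, where the paper gives 20. Normexp (28), quantile normalization (22), array medians alone, the slide as a block, slide 3 alone and leaving out F7 (17 each), F9 or F12 (15 each) or F11 (14) came within 1.5 times, and the other settings gave 10 to 13, or 100 at 1.5-fold. Plasmid genes that rose were 3, where the paper gives 6. Normexp (7), quantile normalization (5), array medians alone (6) and leaving out F11 (4) came within 1.5 times, and the other settings gave 2 or 3, 11 (leaving out F12, slide 3 alone), 16 (leaving out F7), 17 (the slide as a block) or 25 (1.5-fold threshold). Between phases in RMX8 with furfural 6 plasmid genes rose, where the paper gives 2. Quantile normalization, median polish, only the groups compared and leaving out F11 (3 each) came within 1.5 times, and the other settings gave 0 (leaving out F10), 4 to 7, or 14 (1.5-fold threshold).

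The paper states that ZMO0285 and ZMO0283 were lower after furfural shock in either sugar, and in another place that ZMO0285 was higher at 60 min. On the arrays at 60 min they were higher, by 1.15 (SE 0.08, adjusted p = 1.7e-08) and 0.96 in RMG8 and by 1.10 and 1.07 in RMX8. The paper describes amino acid genes in RMX8 stress as higher in its text and counts them as lower in its table. Of 35 genes listed here by product name, 14 were lower and 7 higher at any size of change. The paper's counts are of genes changed at least 2-fold, so the 2 sets are not alike. The paper states that nearly all genes of sugar metabolism were slightly higher with furfural; in glycolysis and ethanol fermentation 21 of 30 were lower and 2 higher in RMX8 at 60 min, and 4 higher and 11 lower in RMG8, while 4 were higher and 3 lower in RMG8 at 15 min.

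The paper counts ZMO0055 among genes higher in both sugars under stress; in RMX8 it rose by 0.97, under 2-fold. ZMO0130 is given as shared by the 4 comparisons at 1.5-fold; its fold in RMG8 shock at 60 min was 1.48. For ZMO0465 and ZMO0503 the paper reports a rise in stress in either sugar; the changes were 0.14 and 0.08 in RMG8 and −0.02 and 0.43 in RMX8. Among genes shared by the sugars at 60 min the paper does not list ZMO2021, which rose by 1.01 in RMG8 and 1.21 in RMX8. Of ZMO0425 to ZMO0428, given as higher in both sugars at 15 min, ZMO0425 and ZMO0428 rose by 0.67 and 0.42 in RMX8, under 2-fold, and the other 2 rose over 2-fold. ZMO0405, given as higher after shock in RMG8, rose by 0.57 at 15 min, under 2-fold, and by 1.25 at 60 min. For ZMO0405 and for ZMO0425 and ZMO0428 in RMX8 the direction was that of the paper, which states no 2-fold change for them in those places.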

Other observations

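ZMO0379, ZMO0387, ZMO0492 and ZMO1814 lie outside the naming rule and were chosen after their values were seen, and so were the slopes against RNA-Seq and the regroupings by fermentor. The phage terminase subunit ZMO0379 fell with furfural in log phase by −1.26 (SE 0.11, adjusted p = 1.8e-07) in RMG8 and −1.98 (SE 0.11, adjusted p = 3.4e-10) in RMX8, and the phage major head protein ZMO0387 by −1.60 (SE 0.10) and −2.09 (SE 0.10). The hypothetical protein ZMO0397, near them on the chromosome, stood at −1.83 (SE 0.12, adjusted p = 4.2e-09) and −2.92 (SE 0.12, adjusted p = 7.6e-12) in log phase and rose by 1.92 (SE 0.12, adjusted p = 3.3e-10) and 3.62 (SE 0.12, adjusted p = 3.3e-13) between log and stationary phase, and ZMO0383 rose by 1.17 (SE 0.13) and 3.03 (SE 0.13) (n = 3 arrays per group).

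The nitrogen regulatory protein P-II ZMO0492, which signals the nitrogen state to glutamine synthetase, fell with furfural in log phase by −2.37 (SE 0.07, adjusted p = 2.0e-13) in RMX8 and −0.45 (SE 0.07) in RMG8, and returned by 2.33 (SE 0.07, adjusted p = 1.8e-13) in RMX8 stationary phase. The difference between the sugars is given here only for its neighbour ZMO0493, glutamine synthetase (−1.47, SE 0.07, adjusted p = 1.9e-09). Of the electron transport complex of ZMO1809 to ZMO1814, which moves electrons between ferredoxin and NAD, ZMO1812 rose in RMX8 by 0.78 (SE 0.10, adjusted p = 3.9e-05) at 60 min of shock, ZMO1810 by 1.00 (SE 0.13, adjusted p = 6.4e-06) and ZMO1814 by 0.72 (SE 0.10, adjusted p = 2.3e-05) in log phase. In RMG8 ZMO1812 stood at −0.16 (SE 0.10, adjusted p = 0.21) and ZMO1810 at −0.09 (SE 0.13, adjusted p = 0.6) (n = 3 arrays per group), and the sugars differed by 0.94 (SE 0.15, adjusted p = 1.5e-04) for ZMO1812 at 60 min and by 1.09 (SE 0.18, adjusted p = 1.4e-04) for ZMO1810 in log phase. The respiratory chain list, which holds these genes, did not pass camera in RMX8 at 60 min (adjusted p = 0.5) or in log phase (adjusted p = 0.82).

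Array changes at 15 min in RMG8 were smaller than the RNA-Seq changes of the paper's table among bright features: the slope of the array on the RNA-Seq change was 0.77 in the dimmest 185 features, 0.70 in the middle 184 and 0.42 in the brightest 184. The fall of 0.35 from the dimmest to the brightest (bootstrap SD 0.04) fits a ceiling of the signal of bright features as a candidate explanation. Background left in the values of dim features would by itself narrow changes among the dimmest most. The slope of 0.77 there (bootstrap SD 0.04), above that of the brightest, argues against background as the only cause. Background beside a ceiling stays open, since both explanations were read from the same slopes. A property of the RNA-Seq counts that follows the level of a gene was not tested.

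Regrouping the arrays gave, for comparisons of 3 against 3 arrays, 10 splits each, too few for a share under 0.05. The real split called 35 and 45 features in RMG8 and 3 and 55 in RMX8 at 15 and 60 min, 318, 200 and 187 between the sugars at 0, 15 and 60 min, 137 and 194 in log phase and 865 and 246 between phases, and the highest other split 0 in each. Over both sugars, 1 of 100 splits, the real one, gave as many at 15 min (8, highest other 4), at 60 min (16, highest other 14) and between 60 and 15 min (11, highest other 7), and so did 1 of the 32 splits that exchange the samples of a fermentor. Both shares lie under 0.05, which argues against chance, though at 60 min another split came close. Between the sugars over all times (176, highest other 30) the splits break fermentors apart, and those that keep them whole number 10 (highest other 0), too few for a share under 0.05.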
